# *Egr-5* is a post-mitotic regulator of planarian epidermal differentiation

**DOI:** 10.7554/eLife.10501

**Published:** 2015-10-12

**Authors:** Kimberly C Tu, Li-Chun Cheng, Hanh TK Vu, Jeffrey J Lange, Sean A McKinney, Chris W Seidel, Alejandro Sánchez Alvarado

**Keywords:** *Schmidtea mediterranea*, stem cell, epidermis, Other

## Abstract

Neoblasts are an abundant, heterogeneous population of adult stem cells (ASCs) that facilitate the maintenance of planarian tissues and organs, providing a powerful system to study ASC self-renewal and differentiation dynamics. It is unknown how the collective output of neoblasts transit through differentiation pathways to produce specific cell types. The planarian epidermis is a simple tissue that undergoes rapid turnover. We found that as epidermal progeny differentiate, they progress through multiple spatiotemporal transition states with distinct gene expression profiles. We also identified a conserved early growth response family transcription factor, *egr-5*, that is essential for epidermal differentiation. Disruption of epidermal integrity by *egr-5* RNAi triggers a global stress response that induces the proliferation of neoblasts and the concomitant expansion of not only epidermal, but also multiple progenitor cell populations. Our results further establish the planarian epidermis as a novel paradigm to uncover the molecular mechanisms regulating ASC specification in vivo.

**DOI:** http://dx.doi.org/10.7554/eLife.10501.001

## eLife digest

Tissues in adult animals contain cells called adult stem cells, which can divide to generate more adult stem cells (in a process called self-renewal) or specialize into other cell types (via a process called differentiation). This means that adult stem cells can replace the specialized cells that are continually lost from animal tissues and organs. This allows the organs to continue to work properly. It is important to understand how adult stem cells decide whether to self-renew or differentiate because if they proliferate too much they may form abnormal growths such as tumors. On the other hand, if adult stem cells do not properly differentiate into specialized cells it can lead to tissue degeneration or even premature aging.

Now Tu et al. have used planarian flatworms, which are considered masters of regeneration, as a model to study how adult stem cells differentiate into more specialized cells. In particular, the experiments explored how the flatworm’s adult stem cells (which are called neoblasts) develop into the epidermal cells that form the equivalent of the worm’s skin.

Tu et al. show that when a neoblast becomes a mature epidermal cell, it has to undergo multiple transition steps. Slightly different genes are expressed during each step, but a gene called *egr-5* controls the expression of all of these marker genes. The *egr-5* gene is highly expressed when cells start to develop into epidermal cells. Reducing this gene’s activity blocks the cells from differentiating properly, meaning that they do not form mature epidermal cells. The loss of new epidermal cells causes a disruption in the overall integrity of the worm’s outer surface and this triggers a wound response throughout the whole animal. The neoblasts in turn respond by proliferating excessively and generating other differentiated cells such as neurons and gut cells. However, without *egr-5*, the flatworms still cannot make new epidermal cells and they ultimately die.

The findings highlight that the development of epithelial cells in this relatively simple organism is much more complicated than suspected. In the future, it will be important to understand how the *egr-5* gene controls the proper differentiation and maturation of epidermal cells and whether these mechanisms are conserved in other animals.

**DOI:** http://dx.doi.org/10.7554/eLife.10501.002

## Introduction

Adult stem cells (ASCs) are tissue-specific cells with the capacity to self-renew and differentiate to continually replace cells lost to normal physiological turnover or injury. As a result, ASCs play an essential role in preserving the anatomical form and function of most multicellular organisms. The precise coordination of stem cell proliferation and proper fate specification is of paramount importance to tissue growth and organismal homeostasis. Excessive stem cell divisions can lead to tumorigenesis (Visvader and Lindeman, 2012), while a loss in proliferation capacity can contribute to premature aging (Gopinath and Rando, 2008). Understanding the cellular and molecular mechanisms that regulate the balance between stem cell proliferation, differentiation, and cell death will thus provide fundamental insights into tissue maintenance and repair. It will also illuminate the molecular basis of tissue dysfunction, including disease progression and aging.

The model planarian *Schmidtea mediterranea* has emerged as an experimental system that provides a unique window into major aspects of *in vivo* stem cell biology, including regeneration, fate determination and homeostatic plasticity (Rink, 2013; Roberts-Galbraith and Newmark, 2015). Neoblasts, the planarian stem cells, are in a state of perpetual action. They are widely distributed throughout the body mesenchyme, driving constitutive renewal of tissues during homeostasis and endowing planarians with the remarkable capacity to regenerate wholly from tiny tissue fragments (Brøndsted, 1969; Newmark and Sánchez Alvarado, 2000; Wagner et al., 2011). Neoblasts, the only dividing cells in planarians, are believed to be collectively comprised of both a heterogeneous population of pluripotent cells with broad differentiation potential and also lineage-committed progenitor cells that give rise to specific tissues (Hayashi et al., 2010; Scimone et al., 2014; van Wolfswinkel et al., 2014; Wagner et al., 2011). To ensure the integrity of adult tissues during homeostasis and regeneration, neoblasts must perpetuate themselves and generate lineage-committed progenitor cells that give rise to precise numbers of differentiated cell types in a proper spatial and temporal sequence.

A general principle used to establish planarian lineages has been to identify tissue-specific transcription factors (TF) expressed in subsets of neoblasts (*smedwi-1^+^*) (Reddien et al., 2005b) that are also required for the specification of those tissues, including the eye (Lapan and Reddien, 2011; Lapan and Reddien, 2012), protonephridia (Scimone et al., 2011), pharynx (Adler et al., 2014; Scimone et al., 2014), and discrete neuronal sub-types (Cowles et al., 2013; Currie and Pearson, 2013; Marz et al., 2013; Scimone et al., 2014; Wenemoser et al., 2012). These TFs have typically been identified through evolutionary conservation, induced expression in neoblasts during regeneration, or through transcriptional profiling of isolated tissues. Additional methods including BrdU incorporation (Newmark and Sánchez Alvarado, 2000), perdurance of the SMEDWI-1 protein in differentiating progeny cells (Guo et al., 2006; Wenemoser and Reddien, 2010; Zhu et al., 2015), and gamma irradiation (Eisenhoffer et al., 2008) have also been used to link neoblasts with their progeny. Although RNAi knockdown of lineage-committed TFs blocks the regeneration of their specified tissues, many of these TFs are expressed throughout those tissues, making it difficult to study how different cell types within the same tissue are formed. Therefore, elucidating the cellular mechanisms that bridge the pluripotent and the differentiated state remains a challenge.

The planarian epidermis is a simple, monostratified tissue that consists of clear histological organization of multiple differentiated multi-ciliated and non-ciliated cell types (Rompolas et al., 2010). Individual epidermal cells must continuously be replaced due to damage from environmental insults and exogenous wounds. To replenish these cells, neoblasts residing deep in the mesenchyme must produce cells that mobilize, undergo multiple determination steps, cross the basement membrane, intercalate and differentiate into the epidermis. Moreover, the epidermis provides the critical first step in regeneration by covering the amputation-induced wound site through cell spreading (Morita and Best, 1974). Recent work has identified a prominent class of neoblasts referred to as zeta-class possessing a distinct molecular signature, including the novel zinc-finger gene *zfp-1* (van Wolfswinkel et al., 2014). *Zfp-1*(RNAi) animals can regenerate tissues including the gut, brain and muscle, but fail to generate cells expressing epidermal markers, indicating that zeta-class neoblasts likely give rise to an epidermal lineage.

*Zfp-1*, along with the chromatin remodeling factor *chd4*, the tumor suppressor gene *p53*, and most recently an RNA-binding protein *mex3-1*, have all been shown to be required for the maintenance of two related postmitotic, sub-epidermal cell populations expressing the specific marker genes *prog-1* and *AGAT-1* (Pearson and Sánchez Alvarado, 2010; Scimone et al., 2010; Wagner et al., 2012; Zhu et al., 2015). These abundant *prog-1*^+^ and *AGAT-1*^+^ cell populations, originally identified as early and late progeny cells based on their rapid turnover kinetics (Eisenhoffer et al., 2008), have been widely used to assess neoblast differentiation. Given that zeta-class neoblasts are required for the generation of *prog-1*^+^, *AGAT-1*^+^ cells and other markers of epidermal cell types, *prog-1* and *AGAT-1* likely mark two major populations of epidermal progeny cells. However, it remains unclear whether the diverse cell types in the planarian epidermis all share common or distinct lineage relationships with each other, and the mechanisms that control the progression of epidermal progenitors along distinct differentiation paths into mature cell types are completely unknown.

To understand the molecular mechanisms underlying neoblast differentiation and how they give rise to multiple cell types, we devised a strategy to identify critical factors enriched in the *AGAT-1*^+^ cell population required for epidermal lineage progression. We performed RNA-seq analysis of *chd4* and *p53* RNAi animals and characterized additional markers enriched in *AGAT-1*^+^ and related post-mitotic cells. We find that epidermal progeny cells form distinct mesenchymal populations and undergo differentiation in a spatially and temporally graded manner into the mature epidermis. We also describe a conserved transcription factor of the early growth response family, *egr-5*, that is expressed in post-mitotic progeny cells and is an essential regulator of post-mitotic epidermal fate specification. Taken together, our results further establish the planarian epidermis as a paradigm to study adult lineage specification *in vivo*, contributing to our knowledge of mechanisms required for the proper execution of stem cell fate decisions.

## Results

### Identification of regulators of epidermal post-mitotic fate transitions

The *prog-1^+^* (early progeny) and *AGAT-1^+^*(late progeny) postmitotic cell populations constituting the first neoblast lineage described in planarians (Eisenhoffer et al., 2008) have been widely used as an assay for neoblast differentiation (Fraguas et al., 2011; Pearson and Sánchez Alvarado, 2010; Scimone et al., 2010; Wagner et al., 2012). The zeta-class neoblasts are a major subclass of planarian neoblasts identified molecularly by a specific gene signature, mainly two TFs, *zfp-1* and *soxP-3* (van Wolfswinkel et al., 2014). Zeta neoblasts are generated from the collectively pluripotent sigma-class neoblasts, and have recently been shown to generate *prog-1^+^* and *AGAT-1^+^* cells as well as other populations spanning the epidermis (van Wolfswinkel et al., 2014), suggesting that they are part of an epidermal lineage (Figure 1A). This lineage is a useful model to dissect the choreography of neoblast progeny differentiation because it is an abundant cell population undergoing rapid turnover, and both *prog-1^+^* and *AGAT-1^+^* cells are molecularly and spatially distinct. *Prog-1*^+^ (early progeny) cells likely represent a very transient cell population because they are lost about two days after a lethal dose of irradiation, whereas *AGAT-1*^+^ (late progeny) cells are not completely lost until about seven days post-irradiation (Eisenhoffer et al., 2008). Therefore, the precise molecular relationships between these cell populations and the mechanisms that control the progression and maturation of the zeta-class epidermal lineage still must be resolved.

**Figure 1.**
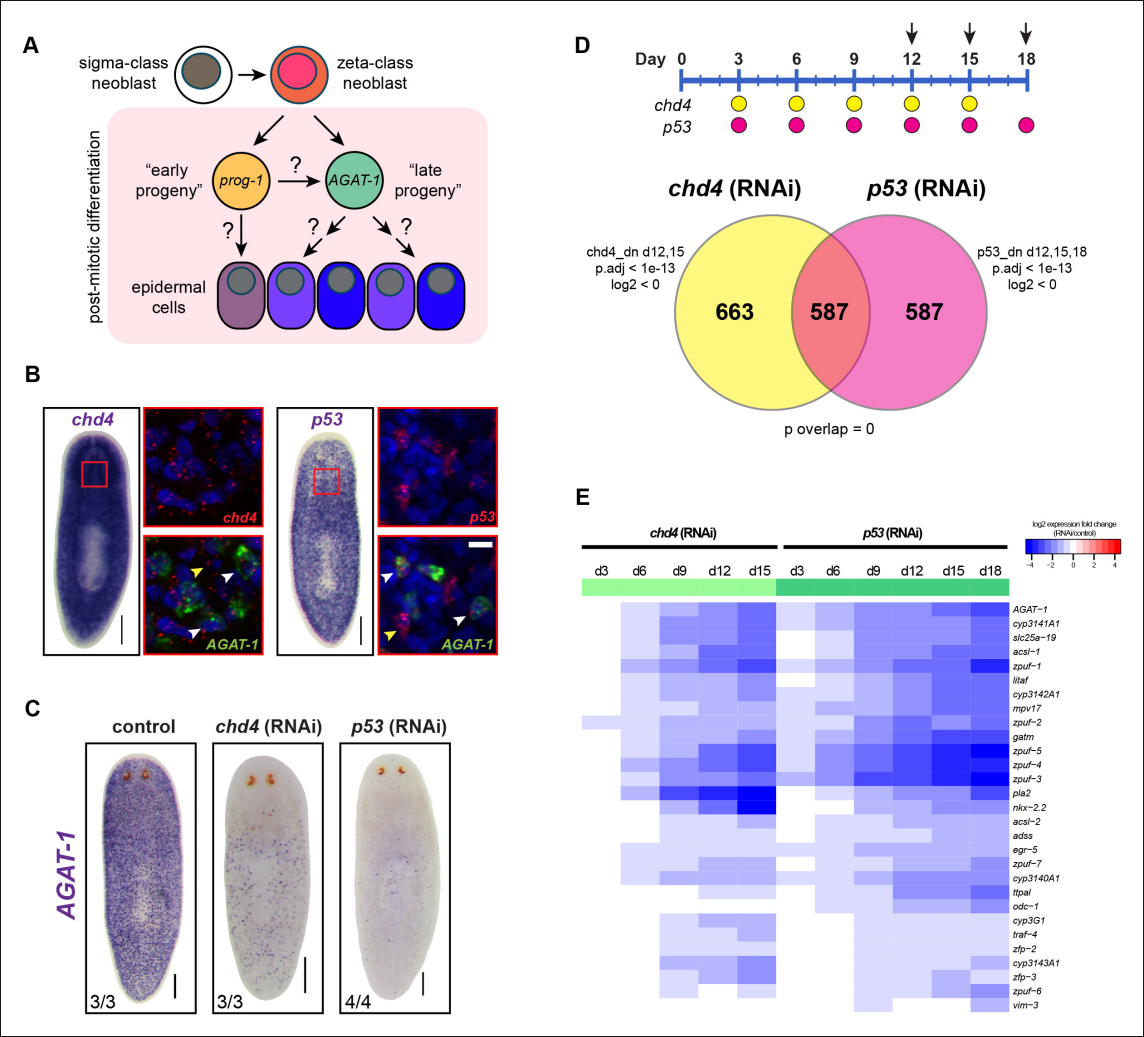
Identification of a common transcriptional down-regulated gene set in *chd4* and *p53* RNAi animals. (**A**) Current model of planarian epidermal lineage specification. Sigma-class neoblasts give rise to zeta-class neoblasts, which in turn generate *prog-1* (early progeny) and *AGAT-1* (late progeny) expressing cells. The precise molecular relationship between these cell types remains unclear, but collectively give rise to an unknown number of epidermal cell types through an unknown number of transitional states. (**B**) Whole-mount in situ (WISH) expression patterns of *chd4* and *p53* in wild-type planaria. Left panels: *chd4* colorimetric WISH and double fluorescent in situ (FISH) of *chd4* (red), *AGAT-1* (green) and DAPI (blue). Right panels: *p53* colorimetric WISH and double FISH of *p53* (red), *AGAT-1* (green) and DAPI (blue). Magnified regions are single confocal planes from boxed regions. White arrowheads highlight cells with co-localized expression of either *chd4* or *p53* and *AGAT-1*. Yellow arrowheads highlight additional mesenchymal cells that do not express *AGAT-1*. Scale bars: 200 μm; 10 μm (zoomed images). (**C**) *chd4*(RNAi) and *p53*(RNAi) result in the loss of *AGAT-1* expressing cells. Representative colorimetric WISH images shown at 3Fd18 of RNAi treatment. Scale bar: 200 μm. (**D**) Venn diagram of genes down-regulated in *chd4* and *p53* RNAi data sets. Timeline of RNAi treatment (Fed d0, d3, d6) and RNA collected for *chd4* (yellow circles) and *p53* RNAi (pink circles). Arrows highlight time points used to identify down-regulated gene set. Criteria used for genes to make the cut-off are shown. dn, down-regulated genes; p.adj, adjusted p-value; log2, fold change of RNAi over control (see Materials and methods). For the *chd4* and *p53* RNAi overlapping data set (587 genes), a hypergeometric distribution and a universe size of 28,668 was used to generate p-value for determining significance of overlap by chance. See also Supplementary file 1. (**E**) Heat map depicting candidate genes that were selected from the *chd4*(RNAi) and *p53*(RNAi) down-regulated data sets for further characterization after in situ hybridization screen. log2 fold changes in RNAi expression relative to each control time point are shown. **DOI:** http://dx.doi.org/10.7554/eLife.10501.003

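The genes lower in both knockdowns included neurotrypsin (SMED30005872), a serine protease, at 1.33 ± 0.0399 RPKM (SD, n = 3) in *chd4*(RNAi) at day 15 against 46.7 ± 2.90 (n = 3; log2 -4.68, SE 0.21, adjusted p = 1.5e-21, limma). Ferritin (SMED30017554), an iron store, was at 3.75 ± 0.666 RPKM in *chd4*(RNAi) at day 15 against 149 ± 6.23 (log2 -5.15) and at 16.2 ± 5.41 (n = 2) in *p53*(RNAi) at day 18 against 147 ± 11.3 (log2 -3.18). At the study's thresholds the overlap of 130 genes was 15.9 times the 8.15 that independent sets of these sizes would share among the genes tested. It made up 20.3% of the genes lower in *chd4*(RNAi) and 40.8% of those lower in *p53*(RNAi). At an adjusted p under 0.05 and a log2 change under -1 the later days gave 1061 and 1043 genes, with 471 in both against 44.1 for independent sets. The 471 became 285 with a pseudocount of 2, and the 130 became 85 without *unc22*(RNAi) day 15 replicate 1 or replicate 3. At day 15 alone, 383 genes were lower in both (21.8 for independent sets), 37 were higher in both (2.66) and 11 were lower in *chd4*(RNAi) but higher in *p53*(RNAi). Both knockdowns were compared with the same control libraries, which by itself makes changes alike. Day 12 of *chd4*(RNAi) and day 15 of *p53*(RNAi) share no control library, and 349 genes were lower in both (18.4 for independent sets). With the days exchanged there were 276 (14.9). In 100 simulations with shared controls and no effect of RNAi, 0 genes were lower in both. Without an effect hardly any gene passes in either knockdown, so this cannot show how far shared controls raise the overlap of changed genes. Across genes, which are not independent replicates, Pearson's r between the log2 changes at day 15 was 0.59 and Spearman's rho 0.568, against 0.501 and 0.457 from shared controls in the simulations. A shared control sets r near that value even where changes are only noise, so r does not give its share in the likeness. The covariance, which also counts the size of the changes, was 0.158 against a simulated mean of 0.016. Between days without a shared control r was 0.474 and 0.482, against a simulated mean near 0.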

**Figure 1—figure supplement 1.**
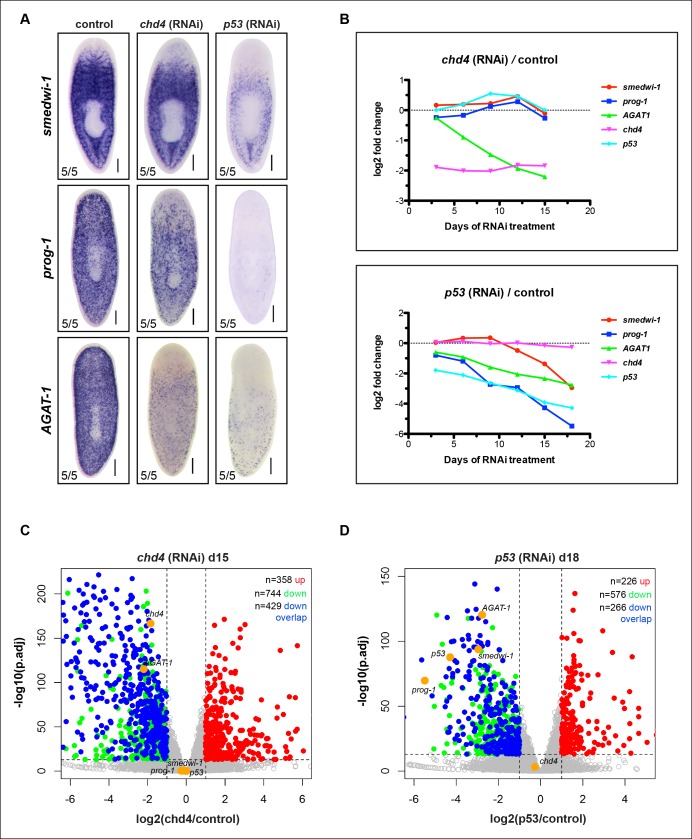
RNA-seq validation of control genes in *chd4* and *p53* RNAi animals. (**A**) Colorimetric WISH was performed on control, *chd4* and *p53* RNAi animals for *smedwi-1* (stem cell marker), *prog-1* (early progeny) and *AGAT-1* (late progeny) from the same cohort of worms used for RNA-seq analysis. Representative images of 3Fd15 RNAi worms are shown. Scale bar: 200 μm. (**B**) Plot of log2 ratios of control genes (*smedwi-1, prog-1, AGAT-1*) and targeted RNAi genes (*chd4* and *p53*) in *chd4*(RNAi) (top panel) and *p53*(RNAi) (bottom panel) time course. For each time point, reads mapping to gene models were counted in *chd4*(RNAi) and *p53*(RNAi) data sets and were then compared to the *unc22*(RNAi) control, and log2 ratios were generated. (**C-D**) Volcano plots illustrating genes significantly down-regulated (green dots; adjusted p-value <1e-13, log2 <-1) and up-regulated (red dots; adjusted p-value <1e-13, log2 >1) at 3Fd15 in *chd4*(RNAi) data set (C) and at d18 in *p53*(RNAi) data set (D). Control genes are highlighted in yellow. Blue dots represent genes from the 587 gene overlap data set (Figure 1D) that are also significantly down-regulated in the plotted time points. See also Supplementary file 1. See Supplementary file 2 for up-regulated gene list. **DOI:** http://dx.doi.org/10.7554/eLife.10501.004

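The largest decreases in *chd4*(RNAi) at day 15 were in a pair of transcripts of transforming growth factor-beta-induced protein ig-h3, a secreted matrix protein. SMED30034597 was at 0.825 ± 0.157 RPKM (SD, n = 3) against 226 ± 7.38 (n = 3) in control (log2 -7.43, SE 0.23, adjusted p = 1.7e-26, limma), and SMED30000013 at 1.58 ± 0.123 against 208 ± 8.75 (log2 -6.65). They were followed by a putative L-cysteine desulfhydrase (SMED30027034, log2 -6.51), aldehyde dehydrogenase 8A1 (SMED30028611, log2 -6.25) and a leucine-rich repeat protein (SMED30016695, log2 -6.05). In *p53*(RNAi) at day 18 the largest decreases were in neurotrypsin (SMED30005872), at 2.00 ± 0.381 RPKM (n = 2) against 44.9 ± 2.65 (log2 -4.19, SE 0.23, adjusted p = 6.6e-18), and the transcription factor Sox-8 (SMED30008505), at 0.707 ± 0.334 against 20.8 ± 1.38 (log2 -4.17). Multidrug resistance-associated protein 1 (SMED30000258, log2 -4.13), *p53* itself and the calcium-binding protein calumenin-A (SMED30026101, log2 -3.77) came next. These genes were taken from those with a Swiss-Prot description in the supplementary files. At an adjusted p under 1e-13 and a log2 change beyond 1, 0 genes passed in a fit of only the 2 groups compared. With so few libraries in the fit, p-values this small are hardly within reach whatever the change, so the 0 decides nothing. A replicate block supposes that replicate numbers pair samples. With it 102 were higher in *chd4*(RNAi) at day 15, and 106 lower and 31 higher in *p53*(RNAi) at day 18. In the main fit 548 genes were lower and 160 higher in *chd4*(RNAi) at day 15, and 252 were lower and 84 higher in *p53*(RNAi) at day 18. Without *p53*(RNAi) day 18 replicate 3 the latter counts were 104 and 30, and the remaining library was assumed to vary like the other groups.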

To further characterize the molecular transitions implicated in epidermal cell maturation, we compared whole worm expression profiles from two different RNAi knockdown conditions known to drastically reduce the population of *AGAT-1*^+^ cells. Previous studies have shown that the chromatin-remodeling factor *chd4* and the tumor suppressor gene *p53*, both expressed in the neoblast compartment, are required for tissue homeostasis and regeneration (Pearson and Sánchez Alvarado, 2010; Scimone et al., 2010). Both *chd4* and *p53* are also expressed in *AGAT-1^+^* cells. *Chd4* is expressed broadly throughout the animal parenchyma as well as in the brain and ventral nerve cords, and *p53* is expressed in discrete mesenchymal cells that also include *smedwi-1^+^* and *prog-1^+^* cells (Figure 1B). RNAi knockdown of both *chd4* and *p53* results in a dramatic loss of *AGAT-1^+^* cells (Figure 1C). However, it is not well understood whether these mechanisms of action are direct or indirect. Based on their close proximity to the basement membrane and on post-irradiation kinetics, *AGAT-1^+^* cells likely represent a relatively stable transition at which multiple fate decisions could be made. Therefore, we reasoned that the union of *chd4* and *p53* RNAi whole-worm RNA-seq down-regulated datasets would contain genes enriched in *AGAT-1*^+^ cells, as well as genes with enriched expression in epidermal cell populations that arise from *AGAT-1^+^* progeny cells, potentially revealing critical factors required for post-mitotic differentiation.

### Global expression analysis reveals a common *chd4* and *p53* RNAi down-regulated gene set

We compared whole worm gene expression profiles of *chd4* and *p53* RNAi animals to those of control animals through multiple time points of RNAi treatment (Figure 1D). 

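Whole worms of *S. mediterranea* were sequenced after RNAi of *chd4* (days 3, 6, 9, 12 and 15), of *p53* (days 3, 6, 9, 12, 15 and 18) and of *unc22*, the control (days 3, 6, 9, 12, 15 and 18). Each RNAi and day had 3 replicates of 10 worms, and RNAi food was given at days 0, 3 and 6. For *p53*(RNAi) at day 18 the data hold replicates 2 and 3 only, which leaves 50 libraries in 17 groups. The authors state that 1 outlier library was removed, and the paper's text does not name it. The authors sequenced single reads of 50 bases, aligned them with Bowtie to an assembled transcriptome with up to 5 places allowed per read, and counted reads per transcript. Transcripts with similar sequence may therefore share reads. The deposited values are reads per kilobase of transcript and per M reads (RPKM). For most transcripts the values rise in equal steps worth 1 read, from which the reads behind each library were recovered. They came to 14.6 to 24.2 M in *chd4*(RNAi) libraries (median 19.3 M), 14.7 to 26.3 M in *p53*(RNAi) libraries (median 18.2 M) and 13.9 to 22.5 M in control libraries (median 19.35 M). At the median length of 734 bases, 1 RPKM was worth about 14.0 reads. Across genes, Pearson's r between replicates of a group lay between 0.9857 and 0.9933. Each RNAi was compared with *unc22*(RNAi) of the same day by limma on log2(RPKM + 0.5), with 1 spread per gene estimated over all 17 groups, for the 25079 transcripts with at least 1 RPKM in at least 2 libraries. The p-values are two-sided and adjusted over these transcripts by the Benjamini-Hochberg method. A gene counted as lower or higher had an adjusted p under 0.05 and a log2 change beyond 1 in size, unless another threshold is given. A permutation test of 3 libraries against 3 cannot give a p below 0.1, so the p-values rest on limma's pooled spread, above all for the 2 libraries of *p53*(RNAi) at day 18.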

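*chd4* (SMED30024368) encodes a chromatin-remodeling helicase, and its transcript was reduced from the first day sampled in *chd4*(RNAi) animals. At day 3 it stood at 11.5 ± 0.562 RPKM (SD, n = 3) against 42.7 ± 1.45 (n = 3) in control animals, a log2 change of -1.84 (SE 0.06, adjusted p = 3.5e-24, limma). At day 15 the change was -1.81 (adjusted p = 1.1e-25). The *p53* transcript (SMED30026364) fell further with time in *p53*(RNAi) animals. Its log2 change was -1.75 at day 3 (SE 0.17, adjusted p = 5.5e-09) and -3.91 at day 18, when it stood at 1.64 ± 0.224 RPKM (n = 2) against 31.5 ± 0.792 (n = 3; SE 0.19, adjusted p = 6.9e-20). The targeted transcript was below every control library of its day in all 32 RNAi libraries. With 3 libraries against 3, chance alone would separate a gene in this way, in either direction, in 10% of cases. In *chd4*(RNAi), *p53* was higher at day 9, at 57.5 ± 1.22 against 39.6 ± 1.07 RPKM (log2 0.53, adjusted p = 0.014), while its change at day 15 was -0.02 (adjusted p = 0.96).
*AGAT-1* (SMED30018353) encodes a glycine amidinotransferase, an enzyme of creatine synthesis, and marks late post-mitotic progeny of neoblasts, the dividing stem cells. In *chd4*(RNAi) it was at 126 ± 8.53 RPKM (n = 3) against 235 ± 14.8 at day 6 (log2 -0.90, SE 0.11, adjusted p = 1.2e-08) and at 44.3 ± 1.51 against 207 ± 14.7 at day 15 (log2 -2.21, SE 0.10, adjusted p = 6.6e-22). In *p53*(RNAi) it was lower from day 3 (log2 -0.60, adjusted p = 1.6e-04) to day 18, when it reached 26.1 ± 5.79 RPKM (n = 2) against 174 ± 6.17 (log2 -2.73, adjusted p = 5.7e-22). Between both knockdowns at day 15 its difference was 0.11 (chd4 minus p53, adjusted p = 0.44). The transcript SMED30009513, of the same enzyme, had nearly the same RPKM as *AGAT-1*, so that both may share reads.
*smedwi-1* (SMED30007406), a piwi gene that marks neoblasts, separated the knockdowns at day 15. In *chd4*(RNAi) at day 15 it was at 149 ± 10.4 RPKM against 163 ± 3.79 in control (log2 -0.13, SE 0.11, adjusted p = 0.41), after a value above control at day 12 (log2 0.45, adjusted p = 0.0012). It was above control in *p53*(RNAi) as well at day 9 (log2 0.36, adjusted p = 0.016, or 0.08 without control day 9 replicate 3 and 0.051 without *p53*(RNAi) day 9 replicate 1 and *unc22*(RNAi) day 6 replicate 2, which stood apart from their replicates). In *p53*(RNAi) it was at 63.1 ± 11.7 RPKM at day 15 (log2 -1.38, SE 0.11, adjusted p = 5.2e-13) and at 21.6 ± 5.79 (n = 2) against 163 ± 3.10 at day 18 (log2 -2.91, SE 0.12, adjusted p = 4e-21). The difference between the knockdowns at day 15, tested directly, was 1.25 (SE 0.11, adjusted p = 4e-12).

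**Figure D1:**
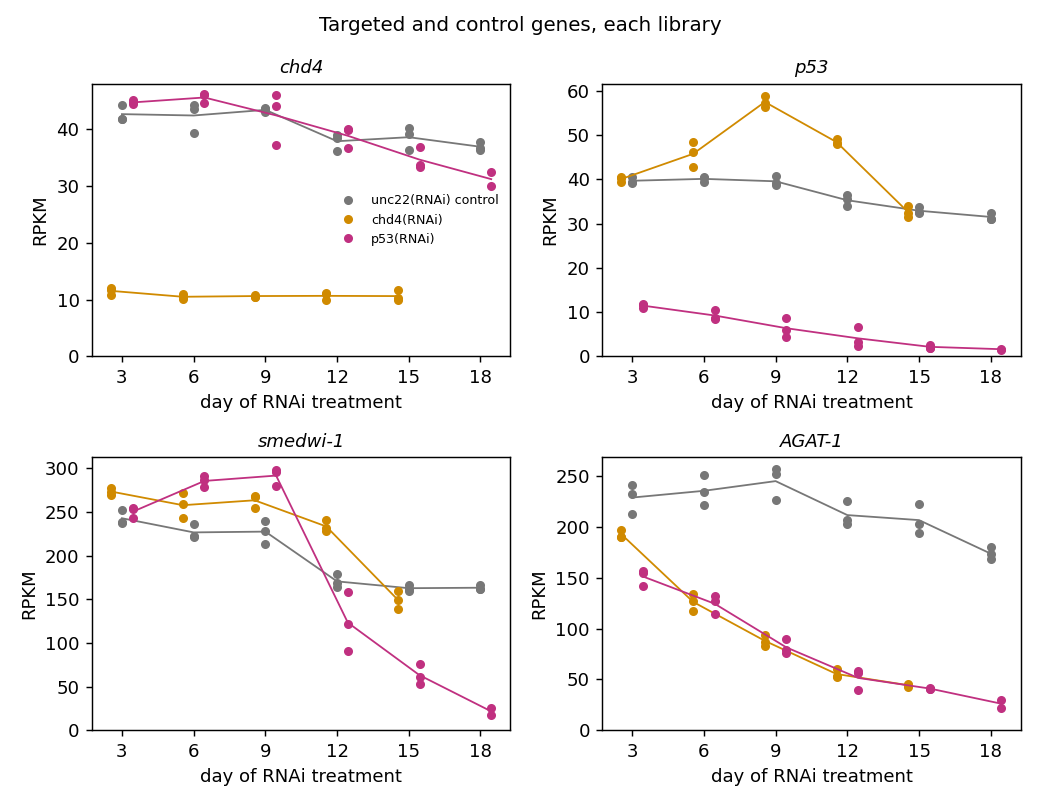
RPKM (vertical axis) of *chd4*, *p53*, *smedwi-1* and *AGAT-1* by day of RNAi treatment (horizontal axis), with 1 point per library and lines through the group means of *unc22*(RNAi) control, *chd4*(RNAi) and *p53*(RNAi). *AGAT-1* declines in both knockdowns, while *smedwi-1* falls far below control by day 18 in *p53*(RNAi) and lies closer to it at day 15 in *chd4*(RNAi).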

To verify the specificity and sensitivity of the data sets, we examined a number of control genes (*smedwi-1, prog-1, AGAT-1* and *chd4, p53*) with known kinetics of disappearance after RNAi knockdown and found strong correlation (Figure 1—figure supplement 1A,B), indicating that known marker genes display predicted behaviors in our RNA-seq data.

To identify common down-regulated genes in *chd4* and *p53* RNAi-treated animals, we adopted criteria where such candidate genes would be required to have significant adjusted p-values (p.adj <1e-13) weighted towards multiple later time points after RNAi treatment (for *chd4*: d12, d15; for *p53*: d12, d15, d18). 

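In both knockdowns the number of genes below control grew with time, among them genes of lipid and creatine metabolism. *pla2* (SMED30011291), a phospholipase A2 homolog, was at 1.92 ± 0.523 RPKM (SD, n = 3) in *chd4*(RNAi) at day 15 against 44.9 ± 1.94 (n = 3) in control (log2 -4.25, SE 0.11, adjusted p = 1.9e-28, limma). At day 18 of *p53*(RNAi) it was at 5.50 ± 1.01 RPKM (n = 2) against 42.4 ± 5.18 (log2 -2.84, SE 0.12, adjusted p = 6.7e-21). *gatm* (SMED30032169), a glycine amidinotransferase, changed by a log2 of -1.64 (adjusted p = 2.3e-14) and -3.15 (adjusted p = 6.7e-21) in the same comparisons. In *chd4*(RNAi), 1 gene was lower and 11 were higher at day 3, and 971 were lower and 498 higher at day 15. In *p53*(RNAi), 43 were lower and 4 higher at day 3, and 894 were lower and 382 higher at day 18. With a pseudocount of 2, 635 were lower and 283 higher in *chd4*(RNAi) at day 15. *p53*(RNAi) then had 18 and 2 at day 3, and 447 and 216 at day 18. Lower genes made up 66.1% of the changed genes of *chd4*(RNAi) at day 15 and 70.1% of those of *p53*(RNAi) at day 18. Without a minimum change 4895 were lower and 4486 higher in the former, and 4834 lower and 5078 higher in the latter.

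**Figure D2:**
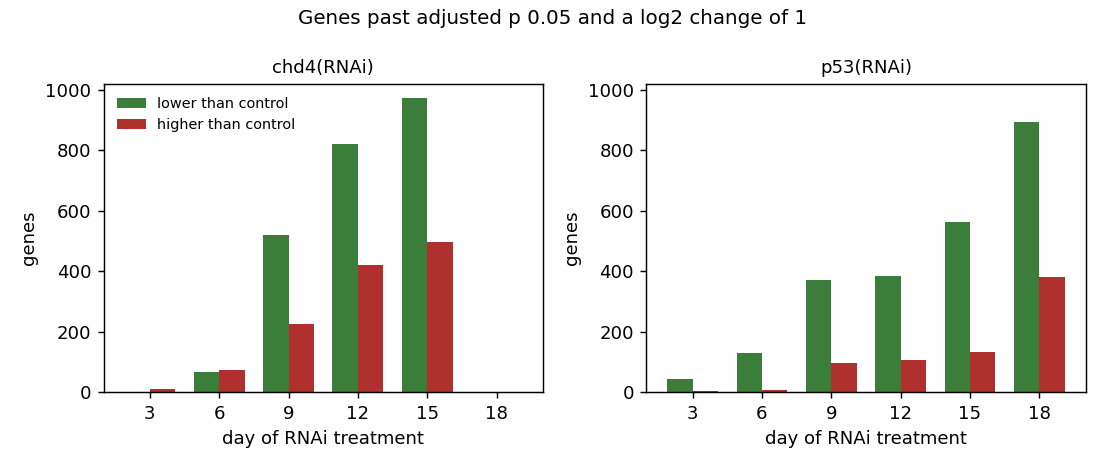
Number of genes (vertical axis) lower or higher than *unc22*(RNAi) control at an adjusted p under 0.05 and a log2 change beyond 1, by day of RNAi treatment (horizontal axis), for *chd4*(RNAi) and *p53*(RNAi). Bars of lower genes exceed those of higher genes from day 9 in *chd4*(RNAi), which has no libraries at day 18, and on every day in *p53*(RNAi).

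With an adjusted p under 1e-13 and any negative log2 change on at least 1 of the later days, 641 genes were lower in *chd4*(RNAi), 319 in *p53*(RNAi) and 130 in both, *pla2* and *gatm* among them. All 641 and all 319 are listed as down-regulated in the same knockdown in Supplementary file 1. Of the 587 genes that the paper lists as common, 319 (54.3%, 95% Clopper-Pearson interval 50.2% to 58.4%) were lower in both knockdowns at an adjusted p under 0.05 and a log2 change under -1, and all 587 were lower in both at that p whatever the size. The interval treats genes as independent replicates, which they are not, and with a pseudocount of 2 the share was 45.3%. The study chose the 587 genes on these libraries, so their direction is not independent evidence. When each RNAi group was fitted with its control alone, 0 genes passed 1e-13 in limma in either knockdown. Such a fit has few libraries to estimate a gene's spread, so p-values this small are hardly within reach whatever the change. The 0 thus does not weigh against these genes. In the fit of all groups without *unc22*(RNAi) day 15 replicate 1 or replicate 3, 85 passed in both knockdowns. With a replicate block, which supposes that replicate numbers pair samples, 151 passed in *p53*(RNAi) and 70 in both knockdowns. The single lower gene of *chd4*(RNAi) at day 3 became 4 without control replicate 1 and 2 without control replicate 3 or *chd4*(RNAi) replicate 2. The paper had reasoned that the genes down-regulated in *chd4*(RNAi) and those down-regulated in *p53*(RNAi), taken as a union, would hold genes enriched in *AGAT-1*+ cells and in the epidermal cells that arise from them, and it designates genes past its thresholds as down-regulated.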

Using these parameters, a total of 1,250 genes were designated to be down-regulated after *chd4* RNAi treatment, 1,174 genes were down-regulated after *p53* RNAi treatment, and a total of 587 common genes were found to be significantly down-regulated in both data sets (Figure 1D—figure supplement 1C,D). Of the 587 common down-regulated genes, 70% (411/587) are predicted to encode homologs of proteins found in other organisms (Supplementary file 1,2 for up-regulated genes). 

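Of the 587 common genes, 411 (70.0%) carry a Swiss-Prot match in Supplementary file 1, as do 438 of the 587 genes listed for *p53*(RNAi) only (74.6%) and 474 of the 663 listed for *chd4*(RNAi) only (71.5%). Among common genes without a match, SMED30026394 was at 88.2 ± 10.0 RPKM (SD, n = 3) in *chd4*(RNAi) at day 15 against 808 ± 77.1 (n = 3) in control (log2 -3.19, SE 0.12, adjusted p = 2.1e-23, limma). Another, SMED30025603, was at 4.99 ± 1.07 RPKM against 69.4 ± 3.69 in that comparison (log2 -3.69, adjusted p = 2.1e-22), and at 3.58 ± 0.413 (n = 2) against 65.4 ± 0.988 in *p53*(RNAi) at day 18 (log2 -4.02, adjusted p = 4.6e-21). Of the 660 tested genes listed for *chd4*(RNAi) only, 490 (74.2%) were also lower in *p53*(RNAi) on at least 1 later day at an adjusted p under 0.05, 46 of them by a log2 of more than 1, against 26% of all tested genes. At day 18 of *p53*(RNAi), which shares no control library with *chd4*(RNAi), 343 of the 660 (52%) were lower, against 19.3% of all. Of the 587 listed for *p53*(RNAi) only, 304 (51.8%) were also lower in *chd4*(RNAi), 19 of them by more than 1, against 23.2% of all tested genes, but here both knockdowns were set against the same control libraries of days 12 and 15. The Swiss-Prot matches are the paper's and were counted, not searched again.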

Earlier studies have reported genes involved in creatine metabolism (*AGAT-1, AGAT-2, AGAT-3*), polyamine biosynthesis (*odc-1*), and monooxygenase activities (*cyp1a1*), as well as others with unknown function, to be expressed in similar cell populations (Eisenhoffer et al., 2008; van Wolfswinkel et al., 2014; Zhu et al., 2015). 

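Transporters of the multidrug and toxin extrusion family, which export organic cations, were among the genes most reduced in *chd4*(RNAi) at day 15. Of 12 such transcripts, 11 were lower (12 when adjusted over the list alone without a minimum change), with a median log2 change of -3.45. SMED30030864 was at 1.00 ± 0.464 RPKM (SD, n = 3) against 46.2 ± 2.95 (n = 3) in control (log2 -5.01, SE 0.19, adjusted p = 1.1e-23, limma). At day 18 of *p53*(RNAi), 6 of the 12 were lower (11 adjusted over the list alone, median log2 -1.09), and with a pseudocount of 2 only 2 were. At day 15, 9 of them were lower in *chd4*(RNAi) than in *p53*(RNAi), or 5 with a pseudocount of 2. Of 82 solute carriers and other transporters, 41 were lower and 4 higher in *chd4*(RNAi) at day 15 (67 and 14 adjusted over the list alone). The largest change was in solute carrier family 46 member 3 (SMED30032609), at 0.859 ± 0.402 RPKM against 35.3 ± 2.32 (log2 -4.76, SE 0.16, adjusted p = 1.1e-25). In *p53*(RNAi) at day 18, 20 were lower and 15 higher (54 and 21 adjusted over the list alone), and with a pseudocount of 2 the lower ones were 11.
Cytochrome P450 enzymes, which oxidize small molecules, changed in both directions. Of 26 transcripts, 19 were lower and 3 higher in *chd4*(RNAi) at day 15 (22 and 4 adjusted over the list alone). Cytochrome P450 3A24 (SMED30016464) fell from 17.8 ± 1.56 to 1.42 ± 0.505 RPKM (log2 -3.28, SE 0.11, adjusted p = 1.3e-25), while 2J6 (SMED30010476) rose from 0.541 ± 0.0818 to 9.64 ± 0.152 (log2 3.29, SE 0.26, adjusted p = 7.8e-14). At day 18 of *p53*(RNAi), 10 were lower and 4 higher (18 and 6 adjusted over the list alone), and the 4 became 2 without replicate 3 of that group or with a pseudocount of 2. Of 5 glycine amidinotransferases, 5 were lower in *chd4*(RNAi) at day 15 and 4 in *p53*(RNAi) at day 18, with the same counts of lower genes, and 1 higher in the latter, adjusted over the list alone. The lists were drawn from Swiss-Prot descriptions, which only genes in the study's tables of changed and screened genes carry, so their direction is not independent evidence.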

We analyzed the common gene set by assigning gene ontology (GO) terms and found that small molecule metabolic processes and transporter activity were the most overrepresented biological processes and molecular functions (Supplementary file 1).

We selected approximately 150 genes from the common down-regulated data set to screen by whole-mount in situ hybridization (WISH) (Supplementary file 1). 

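Genes that the paper lists for *p53*(RNAi) only include genes with a neoblast-like WISH pattern and genes of DNA replication. A CUGBP Elav-like family member 3-A homolog (SMED30023062), an RNA-binding protein with a neoblast WISH pattern in Supplementary file 3, was at 17.9 ± 3.15 RPKM (SD, n = 2) in *p53*(RNAi) at day 18 against 85.0 ± 1.65 (n = 3) in control (log2 -2.23, SE 0.09, adjusted p = 1.2e-21, limma). A fibroblast growth factor receptor (SMED30034490), which the paper lists as common, was at 2.41 ± 0.438 RPKM against 13.3 ± 0.0922 (log2 -2.26, SE 0.10, adjusted p = 4.3e-21), with a change of -0.66 in *chd4*(RNAi) at day 15 (adjusted p = 3.4e-08). Of 21 genes with a neoblast-like pattern, 15 were lower at day 18 (21 when adjusted over the list alone without a minimum change; median log2 -1.37), and the paper lists 19 of the 21 for *p53*(RNAi) only. In *chd4*(RNAi) at day 15, 1 of them was lower, SMED30029717 (log2 -2.06, adjusted p = 9.6e-11), with 10 adjusted over the list alone and a median of -0.17.
Of 47 genes of DNA replication and the cell cycle, 32 were lower and 1 higher in *p53*(RNAi) at day 18 (46 and 1 adjusted over the list alone; median log2 -1.30). The replication licensing factor Mcm3 (SMED30026560) fell from 14.5 ± 0.150 to 2.11 ± 0.373 RPKM (log2 -2.53, SE 0.11, adjusted p = 9.4e-21), and cyclin-B2 (SMED30005246) from 12.0 ± 0.720 to 1.88 ± 0.596 (log2 -2.41, SE 0.13, adjusted p = 9e-19). At day 15, 6 of the 47 were lower in *p53*(RNAi) (45 adjusted over the list alone; median log2 -0.69). That count was 15 without *p53*(RNAi) replicate 1, 11 without control replicate 2, 12 with a pseudocount of 0.1 and 2 with a pseudocount of 2. In *chd4*(RNAi) at day 15, 4 were lower and 1 higher (11 and 1 adjusted over the list alone; median -0.09). The 4 are transcripts of cyclin-dependent kinase-like 3 (SMED30005629, SMED30032881 and SMED30010718) and a Cdc42 homolog (SMED30015316), which the list took in by name. From day 15 to day 18 of *p53*(RNAi), 101 genes fell and 109 rose, against 7 and 4 in control. Of the 587 genes listed for *p53*(RNAi) only, 304 were lower in it by a log2 of more than 1 on at least 1 later day. The study drew these genes from the same libraries, so the direction of the lists is not independent evidence.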

We also included some genes that were uniquely down-regulated in the *p53* RNAi data set (d18) because *chd4*(RNAi) animals that were to be collected for expression analysis died prematurely (before d18). A wide net was cast for candidate gene cloning, including genes with homologs predicted to be involved in a diverse array of biological processes and those with no known homologs, together spanning a wide range of expression levels. We performed an in situ expression screen to further narrow down our common gene list to those that are enriched in an *AGAT-1*-like mesenchymal or a similar epidermal pattern.

### In situ hybridization screen reveals genes enriched in *AGAT-1*^+^ related cells and the gut

The majority of genes tested displayed distinctive WISH expression patterns (Supplementary file 3). 

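Screened genes with an *AGAT-1*-like mesenchymal pattern were reduced in both knockdowns. Of 57 such genes in Supplementary file 3, 49 were lower in *chd4*(RNAi) at day 15 (54 when adjusted over the list alone without a minimum change) and 53 in *p53*(RNAi) at day 18 (57 adjusted over the list alone). Their median log2 change was -1.77 and -2.58. SMED30024165, without a Swiss-Prot match, was at 0.125 ± 0.0105 RPKM (SD, n = 2) in *p53*(RNAi) at day 18 against 12.2 ± 2.46 (n = 3) in control (log2 -4.33, SE 0.29, adjusted p = 1.2e-15, limma). SMED30002356 was at 2.36 ± 0.509 RPKM (n = 3) against 24.9 ± 1.13 in *chd4*(RNAi) at day 15 (log2 -3.16, SE 0.22, adjusted p = 1.8e-15) and at 1.15 ± 0.884 against 24.7 ± 3.45 in *p53*(RNAi) at day 18 (log2 -4.03, SE 0.25, adjusted p = 7.8e-17). At day 15, 14 of the 57 were lower in *p53*(RNAi) than in *chd4*(RNAi), or 9 with a pseudocount of 2, and 1 was higher, *pla2*. Of 9 genes with an epidermal pattern, some of which also have the mesenchymal one, 6 were lower in *chd4*(RNAi) at day 15 and 7 in *p53*(RNAi) at day 18 (8 and 9 adjusted over the list alone). The median was -1.05 in each. The largest change among them in *chd4*(RNAi) was in cytochrome P450 2B4 (SMED30028574), at 10.2 ± 0.592 RPKM against 48.6 ± 1.22 (log2 -2.20, SE 0.08, adjusted p = 1e-23). Without *p53*(RNAi) day 18 replicate 3, 3 of the epidermal genes were lower. The study chose the screened genes by their decrease in these libraries, so these counts are not independent evidence of its direction.

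**Figure D3:**
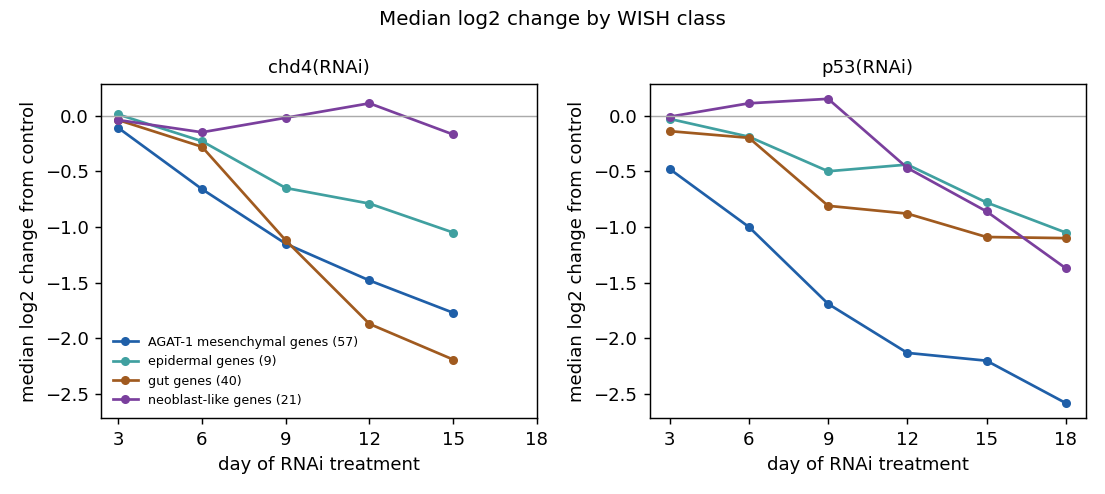
Median log2 change from *unc22*(RNAi) control (vertical axis) by day of RNAi treatment (horizontal axis) for screened genes with *AGAT-1* mesenchymal (57), epidermal (9), gut (40) and neoblast-like (21) WISH patterns, in *chd4*(RNAi) and *p53*(RNAi). The mesenchymal and gut lines fall in both, and the neoblast-like line ends further below 0 in *p53*(RNAi) than in *chd4*(RNAi).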

We subsequently narrowed our candidate gene list to 29 unique genes based on a combination of their representative expression pattern, relatively strong signal intensity, and predicted gene function, for further analysis (Figure 1E). 

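Of the 29 candidate genes, *zpuf-1*, *zpuf-4* and *zpuf-7*, of unknown function, were among the 5 most reduced on the last day of each knockdown, while *zpuf-6* was among the 3 least reduced in *chd4*(RNAi). *zpuf-7* (SMED30006083) was at 2.45 ± 0.251 RPKM (SD, n = 3) in *chd4*(RNAi) at day 15 against 23.1 ± 3.01 (n = 3) in control (log2 -2.99, SE 0.19, adjusted p = 9.9e-17, limma), and *zpuf-1* (SMED30027156) at 19.7 ± 2.73 against 145 ± 13.8 (log2 -2.86, SE 0.15, adjusted p = 3.3e-19). In *p53*(RNAi) at day 18, *zpuf-4* (SMED30018924) was at 14.4 ± 5.01 RPKM (n = 2) against 214 ± 19.3 (log2 -3.89, SE 0.19, adjusted p = 1.5e-19). Of the 7 *zpuf* genes, 6 were lower in *chd4*(RNAi) at day 15 and 7 in *p53*(RNAi) at day 18, with 7 and 7 when adjusted over the list alone without a minimum change. In *chd4*(RNAi) the median log2 change of the 29 was -0.03 at day 3 and -1.53 at day 15. At an adjusted p under 0.05, 18 were lower at day 6, 26 at day 9 and 27 at day 15, of which 22 by a log2 of more than 1. In *p53*(RNAi), 9 were lower at day 3, 22 at day 6 and 29 at days 9, 12, 15 and 18, with a median of -2.11 and 24 below -1 at day 18. Adjusted over the list alone, 28 were lower in *chd4*(RNAi) at day 15 and 29 in *p53*(RNAi) at day 18. *odc-1* (SMED30027207), an ornithine decarboxylase of polyamine synthesis, was at 45.7 ± 1.43 RPKM in *chd4*(RNAi) at day 15 against 44.6 ± 4.02 (log2 0.04, SE 0.08, adjusted p = 0.75), and at 17.5 ± 1.69 in *p53*(RNAi) (log2 -1.33, SE 0.08, adjusted p = 7.8e-17). The difference between the knockdowns was 1.37 (SE 0.08, adjusted p = 1.6e-17). The RNA-seq gene list in Supplementary file 1 gives *odc-1*, *vim-3* and *zpuf-6* as reduced in *p53*(RNAi) only. By WISH the paper reports *zpuf-6* and *vim-3* reduced in both knockdowns, in animals fixed at a later day than any of these libraries. In the *chd4*(RNAi) libraries of day 15 *zpuf-6* had a log2 change of -0.35, past an adjusted p of 0.05 in limma, and *vim-3* one of -0.19, not past it. The list and the WISH thus differ in threshold and day, and need not conflict. The study chose all 29 on these libraries, so their direction is not independent evidence.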

Based on colorimetric WISH, we classified the gene expression patterns of the 29 candidate genes into four main categories: discrete, *AGAT-1*-like sub-epidermal mesenchymal expression throughout the animal (*AGAT-1* mesenchymal); mesenchymal cells that appeared more dense than *AGAT-1* and/or discrete expression in the epidermis (*AGAT-1* mesenchymal and epidermal); gut-enriched; and expression spanning multiple tissues exhibiting discrete mesenchymal/epidermal cells and in the gut/pharynx (Figure 2A). A wide assortment of biological processes were represented by the 29 candidate genes, including creatine metabolism (*AGAT-1, gatm*), monooxygenase activity (*cyp3140A1, cyp3142A1, cyp3143A1, cyp3G1, cyp3141A1*), fatty-acid metabolism (*pla2, acsl-1, acsl-2*), other metabolic processes (*odc-1, mpv17, adss*), protein-binding (*traf-4*), transporter activity (*ttpal, slc25a-19*), cytoskeletal (*vim-3*), DNA-binding/zinc-finger (*egr-5, litaf, nkx-2.2, zfp-2, zfp-3*), and multiple novel genes with unknown function. These novel genes with no known homology, predicted to encode small proteins (∼100 amino acids), contain a conserved signal peptide sequence. Because their expression patterns are down-regulated in *zfp-1* RNAi animals (see below), we have named them *zeta-class protein of unknown function (zpuf*), followed by a unique designation number.

**Figure 2.**
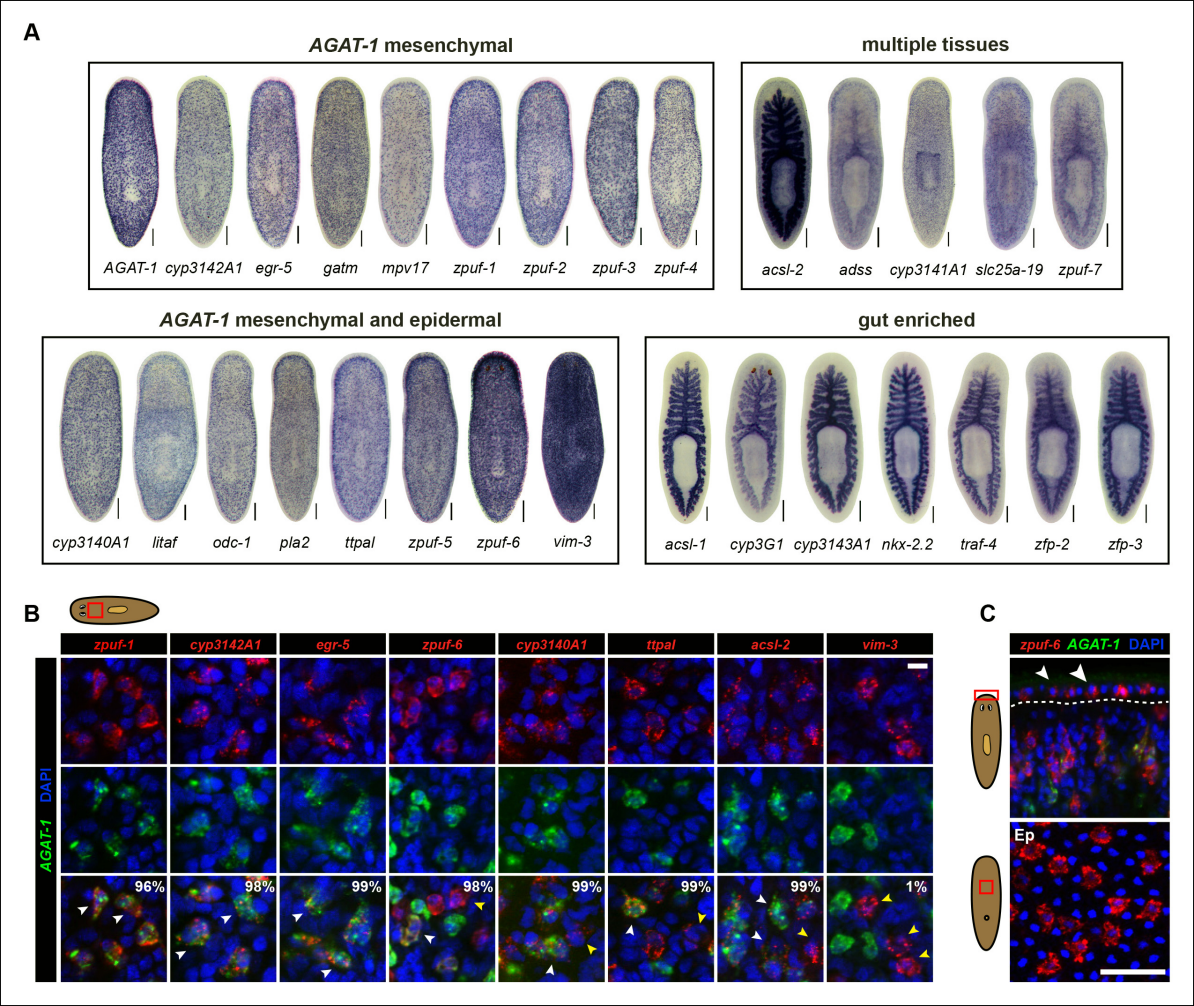
Expression patterns of candidate genes from *chd4*(RNAi) and *p53*(RNAi) data sets. (**A**) WISH expression of representative candidate gene set from Figure 1E and grouped by expression pattern (see text for details). Scale bars: 200 μm. See also Supplementary file 3. (**B**) Expression pattern of various candidate genes in (**A**), analyzed by double FISH with *AGAT-1*. Images represent single confocal planes from anterior regions. Percentages represent fraction of *AGAT-1^+^* cells that co-express the candidate gene (∼200-400 cells were quantified; low but detectable expression was counted as co-localized). White arrowheads highlight co-localization; yellow arrowheads highlight additional cells that have no detectable *AGAT-1* expression (*AGAT-1^neg^*). Scale bar: 10 μm. (**C**) Double FISH of *zpuf-6* and *AGAT-1* highlighting *zpuf-6* expression in discrete cells in the planarian epidermis (Top panel, white arrowheads). Bottom panel, ventral epidermal (Ep) view. DapI used for nuclear staining. Scale bar: 50 μm. **DOI:** http://dx.doi.org/10.7554/eLife.10501.005

**Figure 2—figure supplement 1.**
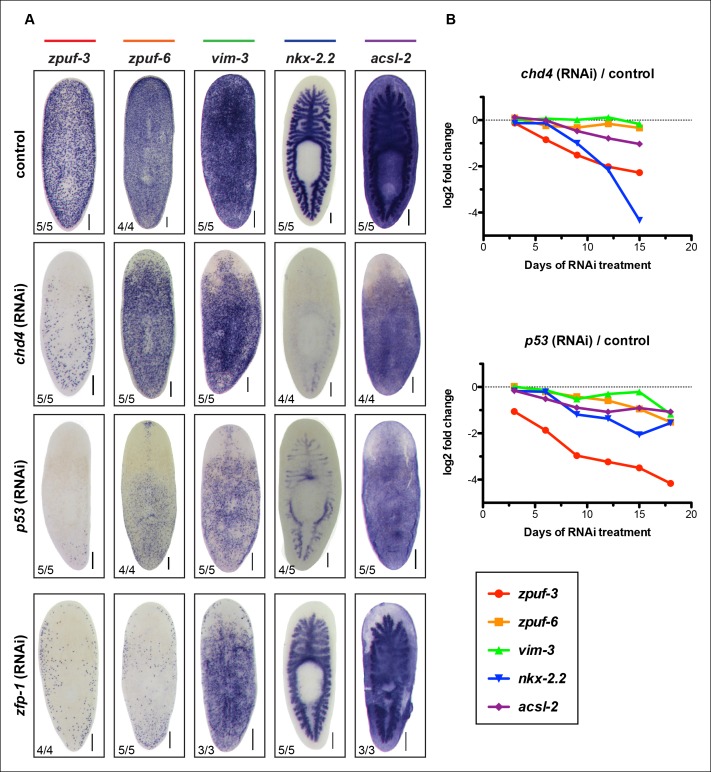
Validation of select candidate genes in *chd4, p53* and *zfp-1* RNAi conditions by WISH. (**A**) Representative WISH of candidate genes encompassing the full range of expression patterns in control, *chd4* and *p53* RNAi animals fixed at 3Fd21 (For *nkx-2.2*, 3Fd18). Genes expressed in mesenchyme, epidermis and gut are reduced in *chd4* and *p53* RNAi animals. Genes expressed in mesenchyme and epidermis are also reduced in *zfp-1*(RNAi) animals (3Fd21) but gut expression is not affected. Scale bar: 200 μm. (**B**) Plot of log2 ratios of candidate genes from (A) in *chd4*(RNAi) (top panel) and *p53*(RNAi) (bottom panel) RNA-seq time course. **DOI:** http://dx.doi.org/10.7554/eLife.10501.006

**Figure 2—figure supplement 2.**
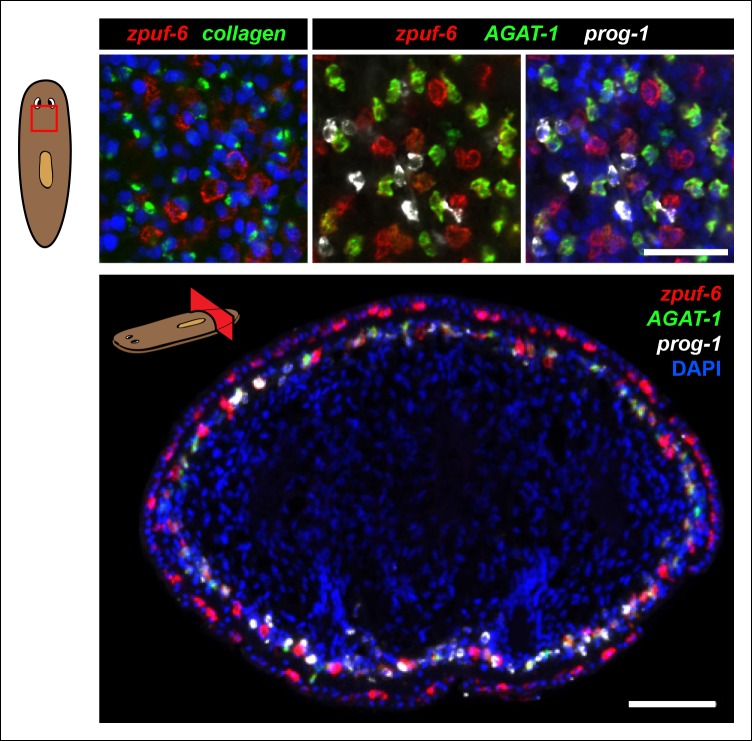
Detailed characterization of *zpuf-6* expression pattern by whole-mount FISH. *Zpuf-6* is not expressed in muscle cells or in *prog-1* cells. Top left panel: Double FISH of *zpuf-6* and a muscle marker (*collagen*). Top right panels: Triple FISH of *zpuf-6, AGAT-1* and *prog-1*. Bottom panel: transverse tissue section of triple FISH highlighting the spatial distribution of *zpuf-6, AGAT-1* and *prog-1. zpuf-6* is expressed in both sup-epidermal and epidermal layers. All images shown are single confocal planes. Scale bars: 50 μm. **DOI:** http://dx.doi.org/10.7554/eLife.10501.007

**Figure 2—figure supplement 3.**
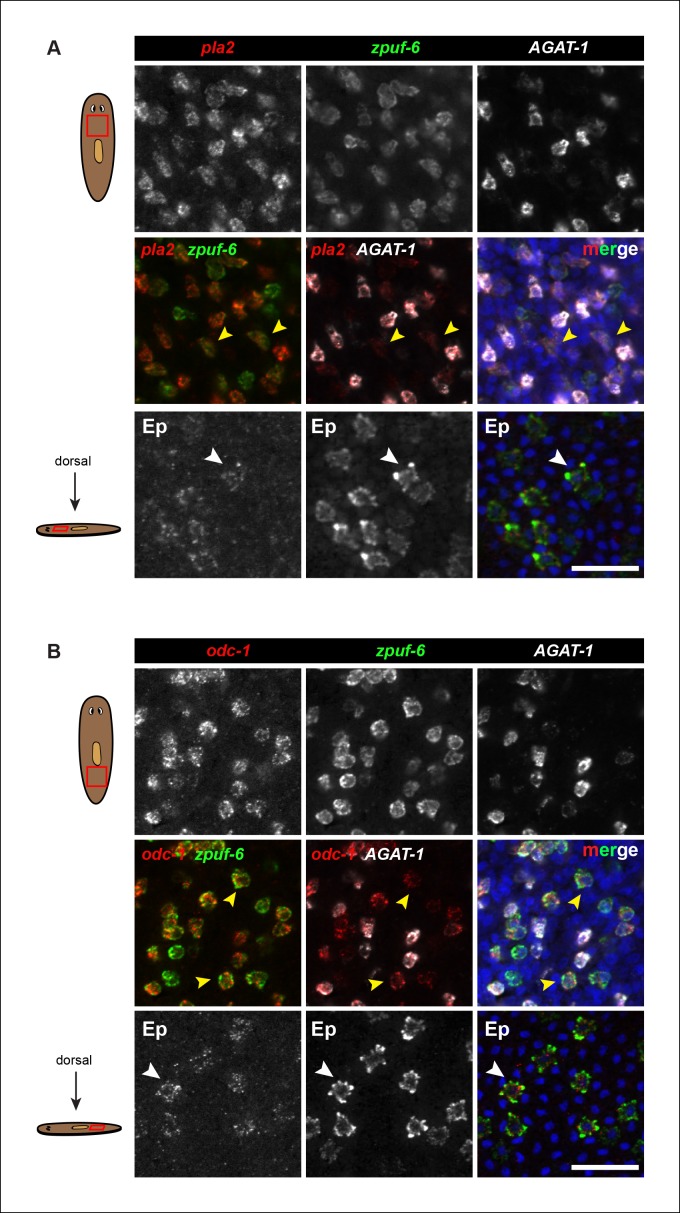
Expression of *pla2* and *odc-1* in mesenchyme and epidermis. (**A**) Triple FISH of *pla2, zpuf-6* and *AGAT-1* in the mesenchyme. Top row: single channel of each individual gene. Middle row: Left panel, double FISH of *pla2* and *zpuf-6*. Middle panel, double FISH of *pla2* and *AGAT-1.* Right panel, merge. Yellow arrowheads highlight cells that co-express *pla2* and *zpuf-6* and are *AGAT-1^neg^*. Bottom row: Double FISH of *pla2* and *zpuf-6* in the epidermis (Ep). White arrowheads highlight co-localization. Scale bars: 50 μm. (**B**) Triple FISH of *odc-1, zpuf-6* and *AGAT-1* in the mesenchyme. Top row: single channel of each individual gene. Middle row: Left panel, double FISH of *odc-1* and *zpuf-6*. Middle panel, double FISH of *odc-1* and *AGAT-1.* Right panel, merge. Yellow arrowheads highlight cells that co-express *odc-1* and *zpuf-6* and are *AGAT-1^neg^*. Bottom row: Double FISH of *odc-1* and *zpuf-6* in the epidermis. White arrowheads highlight co-localization. Scale bars: 50 μm. **DOI:** http://dx.doi.org/10.7554/eLife.10501.008

We were surprised that many candidate genes from our screen were expressed prominently in the gut, as neither *chd4* nor *p53* have been previously reported to affect intestinal gene expression. For example, *nkx-2.2* is a homeodomain TF that is enriched in the gut and has previously been shown to be required for proper intestinal regeneration (Forsthoefel et al., 2012). 

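Screened genes with gut expression were reduced in both knockdowns, and most of all in *chd4*(RNAi). *nkx-2.2* (SMED30011793), a homeodomain transcription factor, was at 3.38 ± 0.482 RPKM (SD, n = 3) in *chd4*(RNAi) at day 15 against 69.1 ± 2.79 (n = 3) in control (log2 -4.17, SE 0.14, adjusted p = 4.1e-25, limma). In *p53*(RNAi) it was at 16.5 ± 3.75 RPKM at day 15 (log2 -2.05, SE 0.14, adjusted p = 9.1e-15). Vitellogenin (SMED30003809), a lipid-carrying yolk protein, was at 1.62 ± 0.0813 RPKM against 96.9 ± 4.91 in *chd4*(RNAi) at day 15 (log2 -5.52, SE 0.24, adjusted p = 3.6e-22) and at 8.53 ± 0.721 (n = 2) against 106 ± 3.00 in *p53*(RNAi) at day 18 (log2 -3.57, SE 0.26, adjusted p = 2.6e-14). D-aspartate oxidase (SMED30033916) fell from 50.6 ± 1.12 to 0.868 ± 0.309 RPKM in *chd4*(RNAi) (log2 -5.25, SE 0.13, adjusted p = 1.4e-28). Of 40 genes whose WISH pattern in Supplementary file 3 names the gut but not *AGAT-1*, 36 were lower in *chd4*(RNAi) at day 15 and 27 in *p53*(RNAi) at day 18, with 40 and 40 when adjusted over the list alone without a minimum change. Their median log2 change was -2.19 and -1.10, and the paper lists 39 of the 40 as common to both knockdowns. At day 15 the difference between the knockdowns was tested directly, and 19 were lower in *chd4*(RNAi) than in *p53*(RNAi) while 1 was higher. The study picked the genes for their decrease in these libraries, so their direction is not independent evidence.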

To verify the RNA-seq data by WISH, we selected a representative gene from each of the major expression categories and monitored their expression in *chd4, p53* and *zfp-1* RNAi backgrounds (Figure 2—figure supplement 1). The gene expression patterns for all five genes tested (*zpuf-3, zpuf-6, vim-3, nkx-2.2, acsl-2*) were significantly reduced in *chd4* and *p53* RNAi animals, whereas discrete mesenchyme and epidermal expression, but not gut expression, were reduced in *zfp-1* RNAi animals (Figure 2—figure supplement 1A). We conclude that transcript levels in the RNA-seq data set are highly predictive of gene expression *in vivo*.

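In the RNA-seq libraries, *zpuf-3*, *nkx-2.2* and *acsl-2* fell in both knockdowns, while *zpuf-6* was less reduced in *chd4*(RNAi) than in *p53*(RNAi) at day 15 (log2 difference 0.58, SE 0.08, adjusted p = 4e-07). *zpuf-3* (SMED30028142) was at 70.3 ± 6.88 RPKM (SD, n = 3) in *chd4*(RNAi) at day 15 against 344 ± 36.5 (n = 3) in control (log2 -2.28, SE 0.18, adjusted p = 4.5e-14, limma). At day 18 of *p53*(RNAi) it was at 18.3 ± 4.13 (n = 2) against 322 ± 26.9 (log2 -4.11, SE 0.20, adjusted p = 7.6e-20). *acsl-2* (SMED30013319), a long-chain acyl-CoA synthetase, was at 121 ± 9.55 RPKM against 251 ± 10.0 in the former (log2 -1.05, SE 0.07, adjusted p = 1e-16) and at 129 ± 10.6 against 265 ± 14.6 in the latter (log2 -1.04, SE 0.07, adjusted p = 7.8e-15). *nkx-2.2* (SMED30011793) was at 23.3 ± 6.94 RPKM in *p53*(RNAi) at day 18 against 67.2 ± 3.35 (log2 -1.54, SE 0.16, adjusted p = 2.7e-10), with a larger decrease in *chd4*(RNAi). *zpuf-6* (SMED30030681) was at 294 ± 12.7 RPKM in *chd4*(RNAi) at day 15 against 377 ± 36.0 (log2 -0.35, SE 0.08, adjusted p = 7.5e-04) and at 125 ± 16.2 against 351 ± 15.7 in *p53*(RNAi) at day 18 (log2 -1.49, SE 0.09, adjusted p = 2.5e-16). *vim-3* (SMED30024865), an intermediate filament gene, was at 134 ± 10.4 RPKM in *chd4*(RNAi) at day 15 against 152 ± 11.4 (log2 -0.19, SE 0.08, adjusted p = 0.069) and at 70.1 ± 13.1 against 155 ± 1.67 in *p53*(RNAi) at day 18 (log2 -1.15, SE 0.09, adjusted p = 1.5e-13). For *p53*(RNAi) at day 15 it was at 131 ± 4.84 RPKM (log2 -0.21, adjusted p = 0.043), and the difference between the knockdowns on that day was 0.02 (SE 0.08, adjusted p = 0.88). The p of 0.043 became 0.14, 0.057 and 0.072 without *p53*(RNAi) day 15 replicates 1, 2 and 3, 0.23 and 0.063 without control day 15 replicates 1 and 2, 0.062 with no filter, 0.054 after quantile normalization and 0.057 without a trend. The adjusted p of *vim-3* in *chd4*(RNAi) was 0.047 without *chd4*(RNAi) day 15 replicate 3, 0.046 without control replicate 3 of that day, and 0.044 without the 2 libraries that stood apart from their replicates, *p53*(RNAi) day 9 replicate 1 and *unc22*(RNAi) day 6 replicate 2. The paper's WISH animals for *zpuf-6* and *vim-3* were fixed at a later day than any of these libraries.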

### Candidate genes are expressed in homogeneous, overlapping *AGAT-1*^*+*^ mesenchymal cell populations

We next performed whole-mount fluorescent in situ hybridization (FISH) to determine whether the candidate genes exhibiting discrete mesenchymal cell expression patterns overlapped with *AGAT-1* expression (Figure 2B). The majority of genes displayed substantial overlap with *AGAT-1*, but with varying degrees of signal intensity (Supplementary file 3). Several genes (*zpuf-6, cyp3140A1, ttpal* and *ascl-2*), despite showing substantial overlap with *AGAT-1* ( >98%), were also expressed in additional mesenchymal cells (Figure 2B, yellow arrowheads). *vim-3* was expressed in fewer sub-epidermal cells and showed very little overlap with *AGAT-1*.

After confirming that candidate genes with discrete mesenchymal cell patterns exhibit overlapping expression with *AGAT-1* by whole-mount FISH, we next focused our attention on genes that are expressed in additional *AGAT-1-*negative (*AGAT-1^neg^*) mesenchymal cells to determine any potential molecular relationships. We first characterized *zpuf-6* (also known as NB.36.10A) because it has a robust expression pattern, is expressed in *AGAT-1^+^* mesenchymal cells, and is also expressed in discrete epidermal cells (Figure 2C). We determined that the *zpuf-6^+^ AGAT-1*^neg^ mesenchymal cells do not overlap with *collagen* or *prog-1* (Figure 2—figure supplement 2), suggesting that they are neither muscle cells nor early progeny cells. Rather, these *zpuf-6^+^ AGAT-1^neg^* mesenchymal cells likely mark a unique population linked to epidermal cells.

We conducted triple whole-mount FISH for all other candidate genes with *zpuf-6* and *AGAT-1* to resolve whether they also overlap with *zpuf-6^+^ AGAT-1*^neg^ mesenchymal cells or represent some other heterogeneous cell type. Interestingly, all genes tested displayed significant or partial overlap with *zpuf-6* in the mesenchyme and epidermis (Supplementary file 3). For example, *pla2* and *odc-1* both showed significant overlap with *zpuf-6^+^ AGAT-1*^neg^ mesenchymal cells and are very weakly expressed in *zpuf-6^+^* epidermal cells (Figure 2—figure supplement 3). Furthermore, *mpv17* expression overlaps with *zpuf-6^+^ AGAT-1*^neg^ mesenchymal cells but is not expressed in the epidermis (Supplementary file 3, data not shown). *Acsl-2, adss* and *vim-3* were the only genes found to be expressed in additional epidermal cell types that did not overlap with *zpuf-6. Adss*, which encodes the enzyme adenylosuccinate synthase and is involved in purine biosynthesis, was the one exception that appeared to be expressed in additional *AGAT-1^neg^ zpuf-6^neg^* mesenchymal cells. Taken together, our in situ expression analysis revealed that the candidate genes identified by RNA-seq are all expressed in similar, overlapping mesenchymal and epidermal cells marked by *AGAT-1* and *zpuf-6*, and that these cell populations may all be constituents of the same lineage.

### Spatiotemporal kinetics establish lineage relationships of epidermal progeny markers

The spatiotemporal disappearance of various morphological markers *in vivo* can be used to identify cell populations that belong to the same lineage. Irradiation is a powerful tool that has been demonstrated to rapidly and specifically eliminate neoblasts, and subsequently, their immediate progeny cells (Eisenhoffer et al., 2008). The *prog-1^+^* and *AGAT-1^+^* cell populations were identified based on their spatial expression domains and down-regulation kinetics after irradiation. That is, the temporal order of *prog-1* (early) and *AGAT-1* (late) down-regulation correlates with the spatial distribution of these markers: the more peripheral the location of the cell, the longer the marker persists after irradiation. We were intrigued by a potential relationship between *zpuf-6* and *vim-3*, also identified in our screen (Figure 2), because it is expressed in fewer sub-epidermal mesenchymal cells that do not overlap with *AGAT-1*, but more epidermal cells than *zpuf-6*. Therefore, both *zpuf-6* and *vim-3* from our candidate gene set expand the spatial distribution of known progeny markers into the epidermis (Figure 3A). The distinct expression domains of *prog-1, AGAT-1, zpuf-6*, and *vim-3* suggest that these progeny cells undergo outward migration during the course of epidermal differentiation.

**Figure 3.**
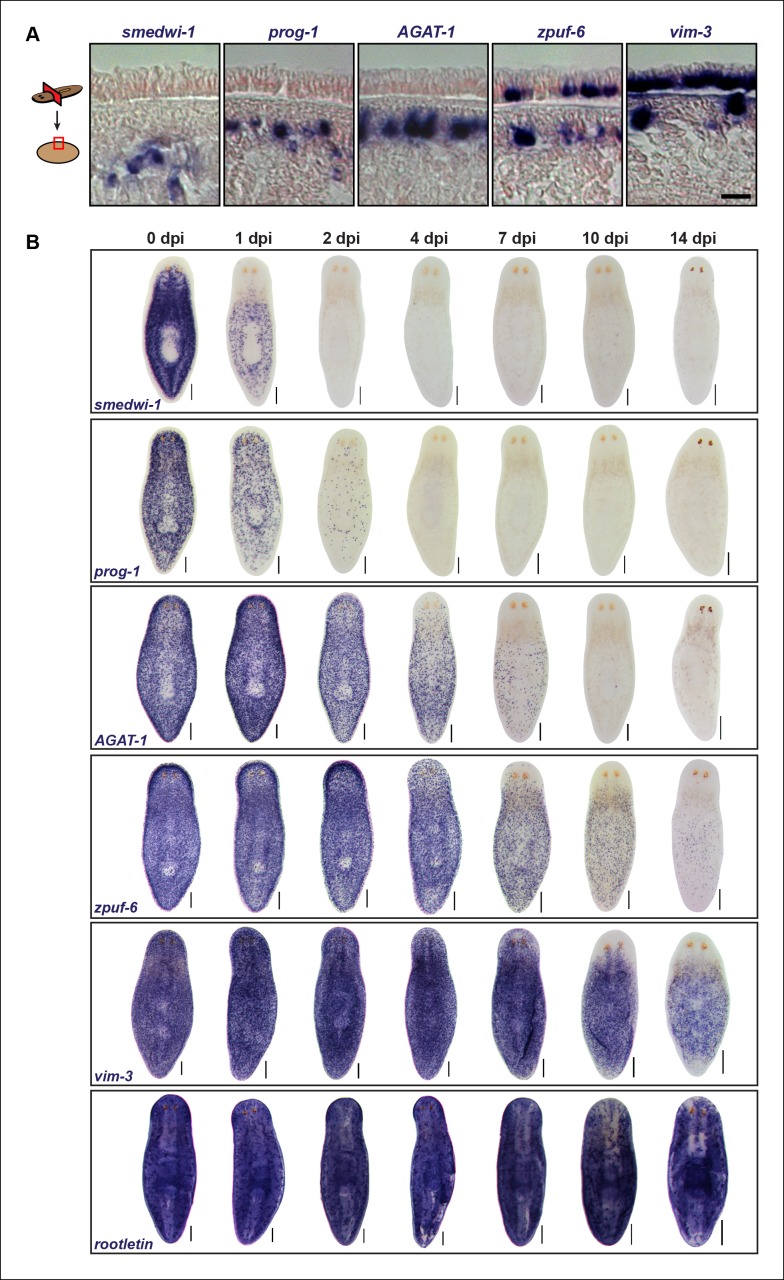
Epidermal progeny markers are expressed in distinct spatiotemporal domains. (**A**) Transverse tissue sections of colorimetric WISH-stained animals expressing putative markers in the epidermal lineage. Sections were counterstained with nuclear fast red. Scale bar: 10 μm. (**B**) Colorimetric WISH of animals after 6000 Rad irradiation exposure for markers of neoblasts (*smedwi-1*), early progeny (*prog-1*), late progeny (*AGAT-1*), and other genes identified in this study (*zpuf-6* and *vim-3*) marking transitions into the epidermis. *Rootletin* marks differentiated cells of the ciliated epidermis as well as protonephridia. Expression patterns of epidermal progeny markers are lost in a ventral-to-dorsal, anterior-to-posterior manner. A representative image from 4–6 worms for each gene and time point are shown. dpi, days post-irradiation. Dorsal views. See Figure 3—figure supplement 1 for close-up ventral views. Scale bars: 200 μm. **DOI:** http://dx.doi.org/10.7554/eLife.10501.009

**Figure 3—figure supplement 1.**
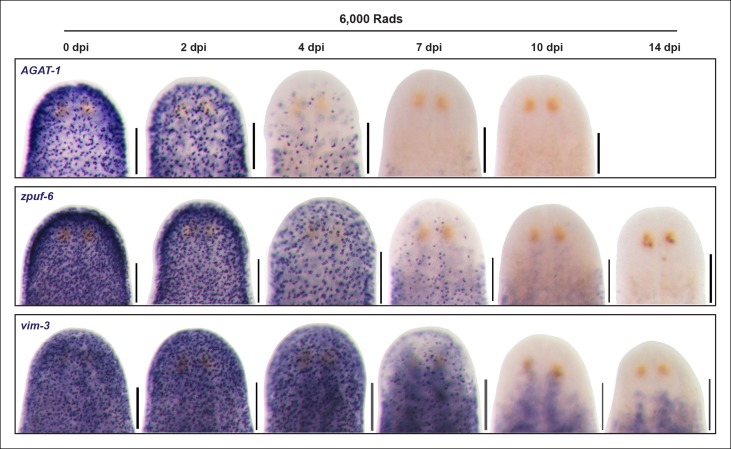
Ventral plane sections of epidermal progeny markers after irradiation. Colorimetric WISH of animals after 6,000 Rad irradiation exposure for markers of *AGAT-1, zpuf-6* and *vim-*3, highlighting loss of ventral expression prior to loss of dorsal expression. A representative image from 4-6 worms for each gene and time point are shown. dpi, days post-irradiation. Scale bars: 200 μm. **DOI:** http://dx.doi.org/10.7554/eLife.10501.010

**Figure 3—figure supplement 2.**
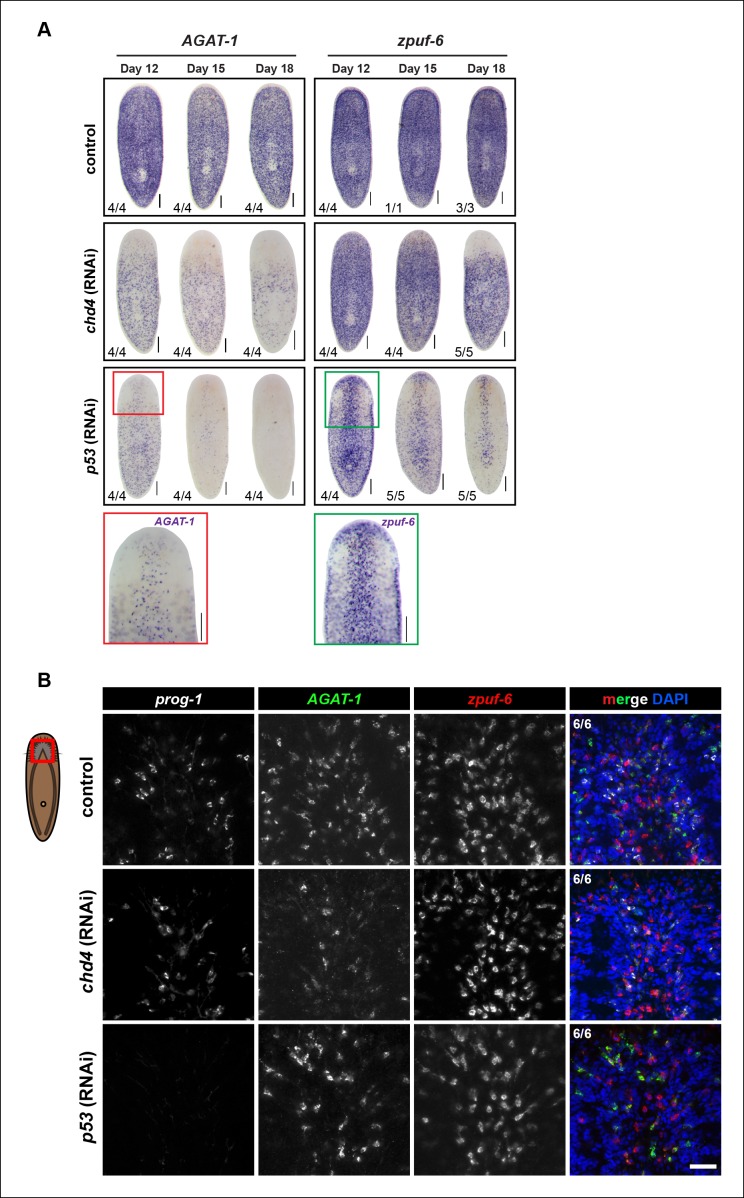
Correlated spatial expression patterns of *prog-1, AGAT-1* and *zpuf-6*. (**A**) Expression of *AGAT-1* and *zpuf-6* after *chd4* and *p53* RNAi knockdowns. Colorimetric WISH staining is lost in a ventral-to-dorsal, anterior-to-posterior fashion. Expression of markers in *p53*(RNAi) animals display a striped pattern of cells (zoom). Ventral views. Scale bars: 200 μm. (**B**) Triple FISH of *prog-1, AGAT-1* and *zpuf-6* at 3Fd12 in control, *chd4* and *p53* RNAi knockdown conditions. The spatial patterns of remaining *AGAT-1* and *zpuf-6* cells are highly correlated. Images shown are single confocal planes of the ventral anterior region. Scale bar: 50 μm. **DOI:** http://dx.doi.org/10.7554/eLife.10501.011

We therefore extended this paradigm, that more differentiated cells have slower turnover kinetics, to determine the spatiotemporal irradiation kinetics of these newly characterized markers. After irradiation, both *zpuf-6* and *vim-3* displayed slower down-regulation kinetics compared to *AGAT-1* and exhibited expression loss in a similar ventral-to-dorsal and anterior-to-posterior manner (Figure 3B, Figure 3—figure supplement 1). We also monitored the expression of *rootletin*, a gene expressed in the ciliated epidermis and tubule cells of the protonephridia (Glazer et al., 2010; Scimone et al., 2011), as a marker for differentiated cells and confirmed that its expression is not significantly affected after irradiation (Figure 3B, bottom panel). Therefore, the irradiation kinetics data support our interpretation that *zpuf-6* and *vim-3* mark post-mitotic cells further downstream of the same *prog-1* and *AGAT-1* epidermal lineage. In other words, *AGAT-1*^+^ cells likely give rise to *zpuf-6^+^* and *vim-3^+^* expressing cells.

We also looked for a conservation in *AGAT-1* and *zpuf-6* spatiotemporal expression kinetics in additional contexts. In both *chd4* and *p53* RNAi backgrounds, *AGAT-1^+^* and *zpuf-6^+^* cells are progressively lost in a ventral-to-dorsal, anterior-to-posterior fashion, with *zpuf-6^+^* cells also undergoing a more delayed loss compared to *AGAT-1* (Figure 3—figure supplement 2A). Interestingly, in *p53*(RNAi) animals, there is a characteristic banding pattern of *AGAT-1^+^* and *zpuf-6^+^* cells on the ventral surface of the animals (Figure 3—figure supplement 2A bottom panels, 2B) as cells are progressively lost over the course of RNAi treatment. This banding pattern of cells is also present for *vim-3* on the ventral epidermis in *p53*(RNAi) animals at later time points (not shown), further suggesting that *AGAT-1, zpuf-6,* and *vim-3* are markers exhibiting strong spatial correlative patterns.

### *zpuf-6^+^* epidermal cells mark a transitional rather than differentiated state

Lineage tracing experiments using the thymidine analog bromodeoxyuridine (BrdU), in combination with whole-mount FISH, have revealed spatial and temporal regulation of neoblasts and the distribution of their differentiating progeny cells (Eisenhoffer et al., 2008; Newmark and Sánchez Alvarado, 2000). A single-pulse of BrdU has also revealed the turnover dynamics of *prog-1^+^* and *AGAT-1^+^* and epidermal cells, revealing that *prog-1* and *AGAT-1* become incorporated markedly earlier than epidermal cells, consistent with the notion that they mark an intermediate stage of epidermal differentiation (van Wolfswinkel et al., 2014).

We performed BrdU pulse-chase analysis to examine the temporal kinetics of BrdU-labeling from neoblasts to *prog-1^+^, AGAT-1^+^* and *zpuf-6^+^*cells during normal tissue turnover. The percentage of *prog-1*^+^ BrdU^+^ cells reached maximum levels around 10 days post-BrdU, followed by *AGAT-1*^+^ BrdU^+^ cells peaking at 14 days post-BrdU, and *zpuf-6*^+^ BrdU^+^ cells reached maximum levels at 22 days post-BrdU (Figure 4A). Confidence tests of the difference between individual data points show that through days 1-–14, the difference between *AGAT-1*^+^ BrdU^+^ and *zpuf-6*^+^ BrdU^+^ are only marginally significantly different (most significant data point p = 0.04 for d6). However, at 22 days post-BrdU the difference between the points of these same curves is highly significant (p <0.01). These results lend further support to our hypothesis that *prog-1, AGAT-1*, and *zpuf-6* are distinct markers representing progressive stages of epidermal progeny differentiation.

Because *zpuf-6* labels the first transition state into the planarian epidermis, we wondered whether *zpuf-6^+^* epidermal cells embody a specific differentiated epidermal cell type or whether they still possess the potential to differentiate further. To address this question, we built upon the spatial and molecular relationships between *AGAT-1, zpuf-6* and *vim-3* defined by our previous irradiation kinetic studies by performing combinatorial whole-mount FISH. Triple whole-mount FISH of *AGAT-1, zpuf-6* and *vim-3* revealed that *vim-3* overlaps with *AGAT-1*^neg^*zpuf-6*^+^ mesenchymal cells, *zpuf-6*^+^ epidermal cells, and there are additional *zpuf*-6^neg^*vim-3*^+^ epidermal cells present on the dorsal side of animals (Figure 4B). *vim-3*, predicted to encode an intermediate-filament like protein, also co-localizes with *vim-1* (Figure 4—figure supplement 1A), which was shown to be down-regulated in *zfp-1* RNAi animals (van Wolfswinkel et al., 2014). Intermediate filaments comprise a diverse class of molecules and are expressed in a variety of cell types, including epithelial cells. These filaments generally provide a scaffold to integrate components of the cytoskeleton and organize the internal cell structure (Snider and Omary, 2014). Thus, we wondered whether the expression overlap of *zpuf-6* and *vim-3* could reflect cells undergoing a morphological transition within the epidermis.

**Figure 4.**
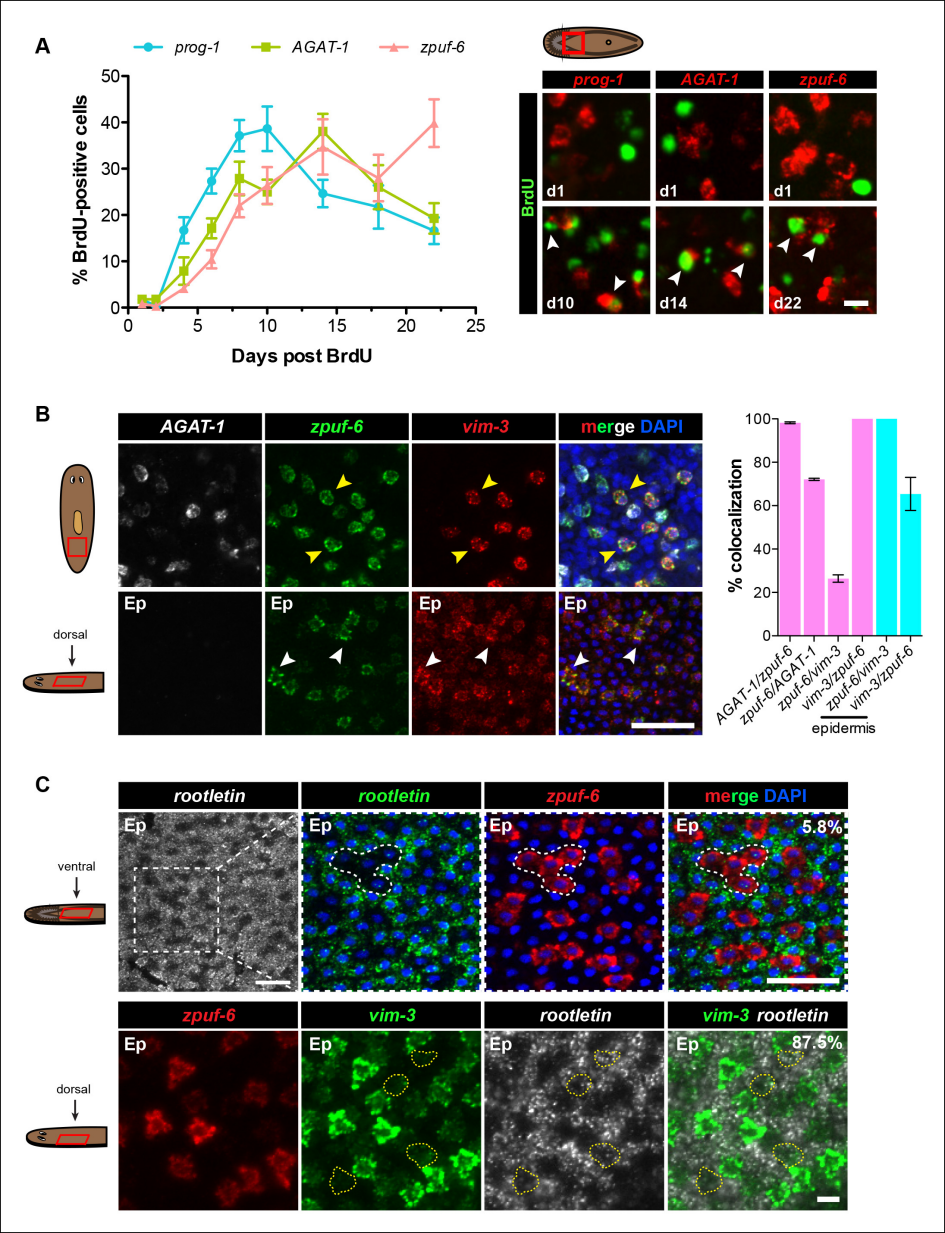
*Zpuf-6^+^* epidermal cells are not terminally differentiated. (**A**) Turnover dynamics for *prog-1, AGAT-1* and *zpuf-6* expressing cell populations. Animals were soaked with BrdU for 24 hr and chased for the indicated time periods. Quantification of the percentage of *prog-1^+^, AGAT-1^+^* or *zpuf-6^+^* cells analyzed that are BrdU^+^ are plotted. Error bars: SEM (see Materials and methods). Representative images of BrdU^+^ cells, are maximum intensity projections over 1 cell diameter of a subset of the quantified images, of the minimum and maximum time points for each gene are shown. White arrowheads highlight double-positive cells. Scale bar: 10 μm. (**B**) Lineage relationship between *AGAT-1, zpuf-6* and *vim-3*. Top row: Triple FISH showing overlapping expression between *AGAT-1, zpuf-6* and *vim-3* in the mesenchyme. Yellow arrowheads highlight cells that are *zpuf-6^+^ vim3^+^ AGAT-1^neg^. AGAT-1* and *vim-3* exhibit little to no co-expression (Figure 2B). Bottom row: Dorsal epidermal (Ep) view of *zpuf-6* and *vim-3*. White arrowheads highlight cells that co-express *zpuf-6* and *vim-3* but there are additional cells expressing *vim-3*. Images are single confocal planes. Scale bar: 50 μm. Quantifications of the percent colocalizations of combinations of *AGAT-1, zpuf-6* and *vim-3* mesenchymal (magenta) and *zpuf-6* and *vim-3* dorsal epidermal cells (cyan) are shown (∼200-400 cells were quantified over >3 animals; error bars: SD). *Gene1/gene2* notation signifies percentage of *gene1*^+^ cells that are also positive for *gene2* expression. Notable percentages: *zpuf-6*^+^/*AGAT-1*^+^ (72%), *zpuf-6*^+^/*vim-3*^+^ (26%). (**C**) *zpuf-6+* epidermal cells express very low levels of *rootletin*. Top row: double FISH of *rootletin* and zpuf-6. 5.8%=percentage of strong *zpuf-6+* epidermal cells that co-express *rootletin* (~300 cells). Scale bars: 50 μm. Bottom row: triple FISH of *zpuf-6, vim-3* and *rootletin* in dorsal epidermis. Only overlay of *vim-3* and *rootletin* is shown (far right panel). Yellow-dashed shapes outline cells that express very low levels of *vim-3* that also express *rootletin*. 87.5%=percentage of weak *vim-3+* dorsal epidermal cells that co-express *rootletin* (~200 cells). Images are single confocal planes. Scale bar: 10 μm. **DOI:** http://dx.doi.org/10.7554/eLife.10501.012

**Figure 4—figure supplement 1.**
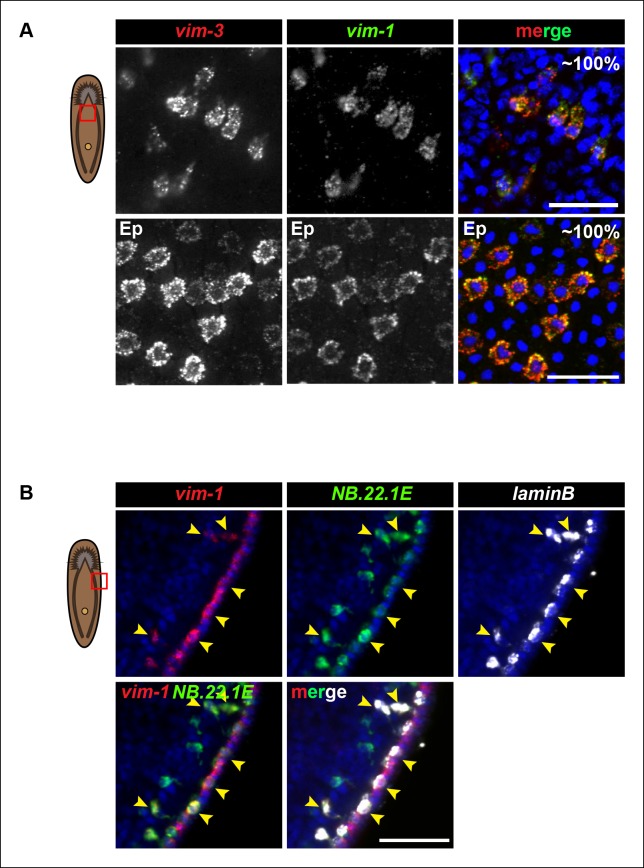
*Vim-3* and *vim-1* are co-expressed in the same cell types. (**A**) Images represent single confocal planes from ventral anterior regions of the mesenchyme (top panels) and epidermis (Ep) (bottom panels). Percentages represent fraction of *vim-3^+^* cells that co-express *vim-1* (∼200 mesenchymal cells and 400 epidermal cells were quantified). Scale bars: 50 μm. (**B**) *Vim-1/vim-3* is expressed in *NB.22.1E*^+^ and *laminB*^+^ cells at the animal body margin (yellow arrowheads). Images represent single confocal planes. Scale bar: 50 μm. **DOI:** http://dx.doi.org/10.7554/eLife.10501.013

**Figure 4—figure supplement 2.**
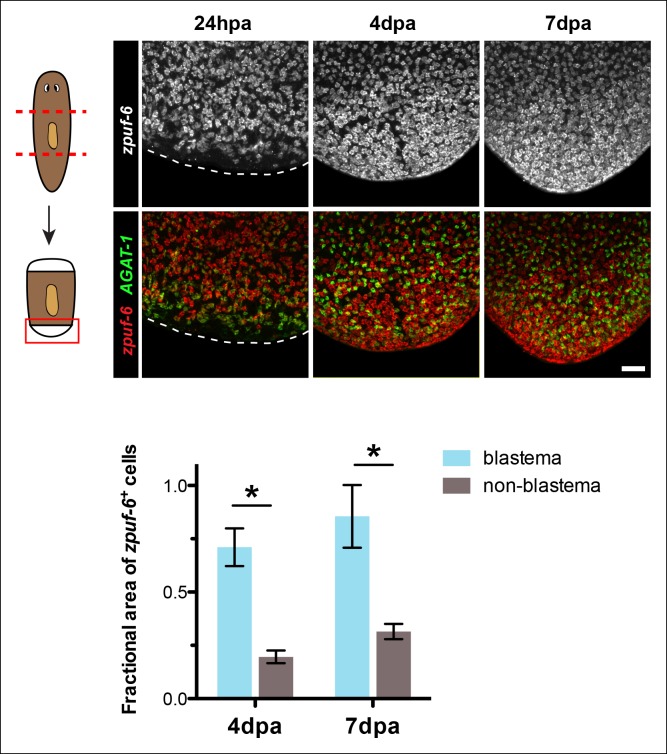
*zpuf-6^+^* cells are enriched at regenerating blastemas. Shown are posterior trunk fragments cut from wild-type animals and regenerated for the indicated times: hours or days post-amputation (hpa and dpa, respectively) and subjected to double FISH with *zpuf-6* and *AGAT-1*. Dotted lines demarcate the posterior end of the animal. Maximum intensity projections are shown. Scale bar: 100 μm. Quantification of the fractional area of *zpuf-6*^+^ cells in the regenerating blastema compared to non-blastema (old tissue). The overall positive signal of *zpuf-6*^+^ cells was measured in a fixed region in the blastema compared to the same area in the non-blastema region. Data represent means from 2 regenerating trunk fragments for each time point; error bars: SD. Student's t test: *, p < 0.05. **DOI:** http://dx.doi.org/10.7554/eLife.10501.014

**Figure 4—figure supplement 3.**
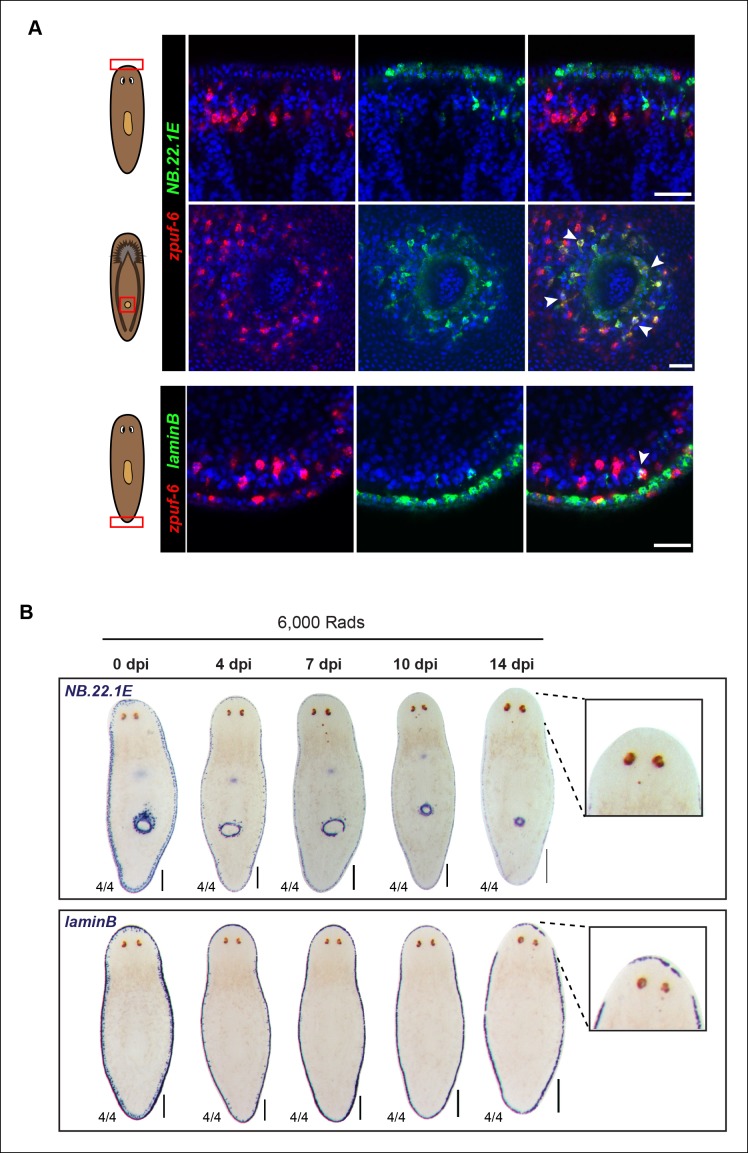
*NB.22.1E^+^* and *laminB^+^* cells exhibit little overlap with *zpuf-6* and display slow cell turnover kinetics after irradiation. (**A**) Whole-mount FISH of *zpuf-6* and markers of epidermal edge cells (*NB.22.1E* and *laminB). zpuf-6* exhibits little to no overlap with *NB.22.1E* in edge cells (top row) but overlaps with *NB.22.1E*^+^ epidermal cells surrounding the ventral mouth opening (middle row, white arrowheads). *zpuf-6* shows very little overlap with *laminB*^+^ edge cells (bottom row, white arrowheads). Scale bars: 50 μm. (**B**) Colorimetric WISH of animals after 6,000 Rad irradiation exposure for markers *NB.22.1E* and *laminB*. By 14dpi (days post-irradiation), cells around the anterior have disappeared, suggesting that these cells do not turnover as quickly as *zpuf-6^+^* epidermal cells. For *NB.22.1E* marker, sub-epithelial mesenchymal cells and those around the ventral mouth opening disappear by 7dpi, suggesting they turn over more rapidly than the cells at animal margin. Ventral views. Scale bars: 200 μm. **DOI:** http://dx.doi.org/10.7554/eLife.10501.015

The formation of cilia is a signature of terminal differentiation (May-Simera and Kelley, 2012). The ventral epidermis is lined with multi-ciliated cells responsible for gliding motility, while the more densely packed dorsal surface contains many non-ciliated and mucous-secreting, rhabdite-containing cells (Pedersen, 1976). Given that *zpuf-6* expression is evenly distributed throughout the dorsal and ventral epidermis, we queried whether *zpuf-6*^+^ epidermal cells co-expressed markers for cilia genes. We used the planarian *rootletin* gene as a marker for ciliated epidermal cells and found that *zpuf-6* and *rootletin* do not significantly overlap in expression (Figure 4C, top row), suggesting that *zpuf-6*^+^ epidermal cells are non-ciliated. However, the combination of *vim-3* and *rootletin* in whole-mount FISH reveals that while cells expressing high levels of *vim-3* display virtually undetectable levels of *rootletin*, there are cells with detectable *vim-3* expression that do co-express *rootletin* (Figure 4C, bottom row), suggesting that *vim-3* cells may begin to undergo ciliogenesis.

### *zpuf-6* expression in the regenerating blastema and other epidermal cell types

Under normal homeostasis conditions, *zpuf-6^+^* epidermal cells appear randomly but broadly distributed on both the dorsal and ventral epidermal surface of intact animals (Figure 2). We reasoned that if *zpuf-6^+^* epidermal cells still harbor the potential to differentiate further, then the density and distribution of *zpuf-6^+^* cells would increase if epidermal integrity were severely perturbed. Therefore, we amputated wild-type animals and examined *zpuf-6* expression in the regenerating blastema over 7 days (Figure 4—figure supplement 2). Consistent with our hypothesis, the density of *zpuf-6^+^* epidermal cells as measured by fractional area is higher in the new undifferentiated blastema tissue compared to old tissue at 4 and 7 days post-amputation.

We also used whole-mount FISH to examine *zpuf-6* expression with *NB.22.1E* and *laminB*, markers that are expressed in specific domains in the epidermis (van Wolfswinkel et al., 2014). *NB.22.1E* labels marginal adhesive gland cells at the body margin of the animal (Reddien et al., 2007; Tazaki et al., 2002) as well as cells lining the ventral mouth opening. Curiously, there was very little overlap between *zpuf-6* and *NB.22.1E* at the edge, but *NB.22.1E*^+^ cells around the ventral opening co-expressed *zpuf-6* (Figure 4—figure supplement 3A). *LaminB* is also expressed mainly in marginal adhesive cells and a few subepidermal cells near the edge, and displayed little overlap with *zpuf-6* (Figure 4—figure supplement 3A). We wondered whether there was minimal co-expression between *zpuf-6* and *NB.22.1E* and *laminB* because these marginal adhesive cells do not turnover as quickly as epidermal cells on the dorsal and ventral surface. To test this, we monitored the kinetics of *NB.22.1E* and *laminB* expression after a lethal dose of irradiation. After 14 days post-irradiation, *NB.22.1E* and *laminB* mesenchyme expression is completely lost, but only cells in the anterior region have disappeared, indicating that the marginal edge cells do not turnover as quickly (Figure 4—figure supplement 3B). Moreover, *vim-3* overlaps considerably with both *NB.22.1E^+^* and *laminB^+^* cells at the animal body margin (Figure 4—figure supplement 1B), suggesting that both *zpuf-6* and *vim-3* are expressed in multiple epidermal cell types.

Taken altogether, transcriptional profiling of *chd4* and *p53* RNAi animals has identified additional epidermal progeny gene markers that are expressed broadly throughout the animal in discrete but overlapping cell populations in the mesenchyme and epidermis. *zpuf-6*^+^ epidermal cells can still undergo progressive differentiation into an unknown number of epidermal cell types (potentially including *NB.22.1E^+^*cells lining the mouth and *laminB* marginal adhesive cells), by expressing markers of cytoskeletal morphogenesis (*vim-1/vim-3*) followed by cilia gene markers (*rootletin*). The addition of these new molecular markers in the planarian epidermal lineage will greatly facilitate the study of epidermal progenitor dynamics and differentiation during tissue homeostasis and regeneration.

### *Egr-5* is a conserved TF expressed in epidermal progenitor cells

Transcriptional changes are likely drivers of maturation within the epidermal lineage, which occurs in the absence of cell division. 

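*egr-5* (SMED30029873), whose best Swiss-Prot match is an early growth response zinc-finger protein, was reduced in both knockdowns, from day 3 in *p53*(RNAi) and from day 6 in *chd4*(RNAi). In *p53*(RNAi) it was lower at day 3, at 27.0 ± 1.40 RPKM (SD, n = 3) against 36.5 ± 1.56 (n = 3) in control (log2 -0.43, SE 0.08, adjusted p = 1e-04, limma), and at day 18 it was at 12.5 ± 1.11 (n = 2) against 29.9 ± 2.62 (log2 -1.23, SE 0.07, adjusted p = 8e-17). In *chd4*(RNAi) it was lower at day 6, at 25.4 ± 1.43 RPKM against 36.4 ± 3.19 (log2 -0.51, adjusted p = 8.9e-07), and at day 15, at 19.0 ± 1.60 against 35.6 ± 1.55 (log2 -0.89, SE 0.07, adjusted p = 2e-14). At day 15 the change in *p53*(RNAi) was -1.14, and the difference between the knockdowns was 0.25 (adjusted p = 0.0029). Other putative transcription factors of the common set fell too. *litaf* (SMED30035250) was at 15.3 ± 0.153 RPKM in *chd4*(RNAi) at day 15 against 57.7 ± 1.17 (log2 -1.88, SE 0.11, adjusted p = 1.1e-17) with a change of -2.63 in *p53*(RNAi) at day 18 (SE 0.12, adjusted p = 4.8e-20). *zfp-3* (SMED30033476) changed by -1.53 (SE 0.08, adjusted p = 1.3e-18) and -0.85 (SE 0.09, adjusted p = 1e-09) in these comparisons. *zfp-2* (SMED30002213) had log2 changes of -0.82 (SE 0.06, adjusted p = 4.1e-14) and -0.44 (SE 0.07, adjusted p = 2.4e-06). The homeobox gene *nkx-2.2* showed the largest decrease of these genes in *chd4*(RNAi) at day 15.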

We therefore focused on characterizing putative transcription factors from our common down-regulated gene set as likely candidates important for post-mitotic epidermal differentiation. *egr-5* is a planarian homolog of the early growth response (*EGR1*) family of C2H2-type zinc-finger TFs (Figure 5—figure supplement 1). *EGR1* genes are known to be induced by extracellular signals including growth factors, hormones and neurotransmitters, and couple these signals to long-term responses by altering the expression of target genes (Thiel and Cibelli, 2002). *Egr-5* is expressed in discrete mesenchymal cells located throughout the animal in a spatial pattern similar to *AGAT-1* cells (Figure 2B). We examined *egr-5* expression levels in greater detail by whole-mount FISH in combination with other post-mitotic markers of the epidermal lineage. Robust *egr-5* expression appears to correlate with strong *AGAT-1* expression, but *egr-5* is also lowly expressed in *AGAT-1^neg^ zpuf-6^+^* mesenchymal cells (Figure 5—figure supplement 2A, top panel). By whole-mount FISH metrics, *egr-5* expression is also barely detectable in a subset of *prog-1^+^*cells and in the epidermis (Figure 5—figure supplement 2A, bottom panels), demonstrating that *egr-5* expression, although varied in signal intensity, spans the domain of all post-mitotic lineage markers. In addition, *egr-5* transcripts are predominantly found in the FACS-dissociated Xins population comprised of post-mitotic cells and not in the X1 neoblast dividing fraction (Figure 5—figure supplement 2B), further suggesting that *egr-5* mainly functions in post-mitotic cells.

### *Egr-5* is a regulator of post-mitotic epidermal lineage fate specification

To investigate the role of *egr-5* during normal tissue turnover, animals were fed *egr-5* dsRNA every 3 days and subsequently screened for gross morphological defects. *egr-5*(RNAi) animals displayed a range of deformities: loss of epidermal integrity, anterior blebbing, and complete loss of the anterior region (Figure 5A). Moreover, the severity of phenotypic progression leading to animal death caused by lysis is inversely correlated with animal size (Figure 5B). Because these gross morphological defects manifested in *egr-5*(RNAi) animals suggested problems with epidermal morphology or density, we quantified epidermal nuclear density and found that *egr-5*(RNAi) animals had a significantly reduced number of epidermal cells compared to control animals (Figure 5C).

**Figure 5.**
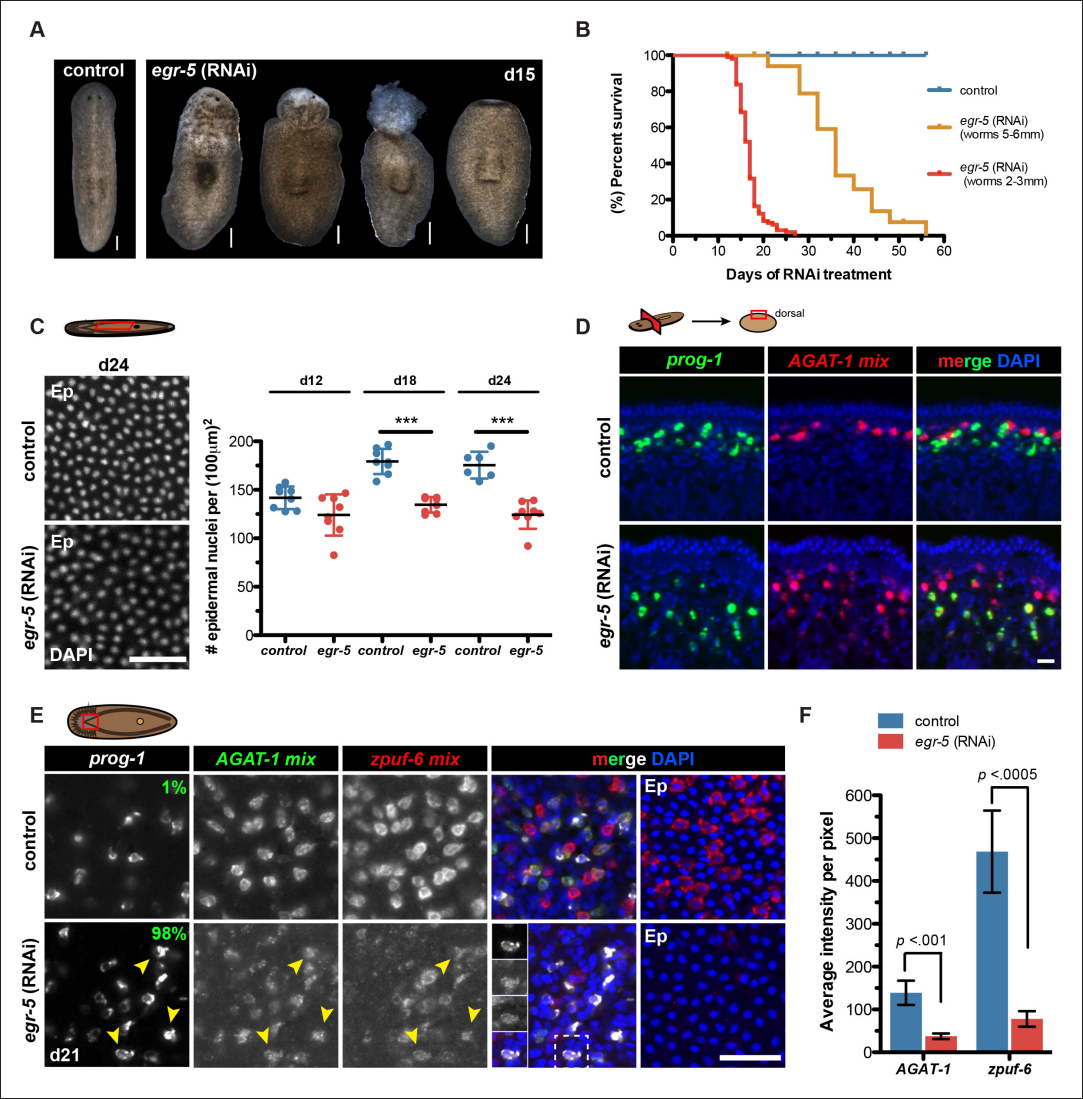
*Egr-5* is required for the proper differentiation of epidermal progeny cells. (**A**) Intact phenotypes for representative control and *egr-5*(RNAi) animals. Various stages of phenotypic progression of *egr-5* RNAi knockdown (4Fd15) are shown. Scale bars: 200 μm. (**B**) Survival curves for control and *egr-5*(RNAi) animals. The efficacy of RNAi and resulting gross phenotype is dependent on size of animals at the start of RNAi feedings. Animals starting around 2-3 mm in size (red lines) were fed 5 times (5F) (n = 99); animals starting around 5-6 mm in size (yellow lines) were fed 6 times (6F) (n = 65). Death was marked by complete animal lysis. (**C**) Effects of *egr-5*(RNAi) on epidermal cell density. DapI was used to quantify epidermal (Ep) nuclear density in the ventral mid-sections; representative images for 4Fd24 are shown. Scale bar: 50 μm. Quantification of epidermal cell density are plotted for d12, d18 and d24 for control (blue) and *egr-5*(RNAi) (red) animals. Each symbol represents individual animals (average of 2 regions/animal). Black lines and error bars (colored) represent mean and SD, respectively. Student's t test: ***, p <0.00005. (**D**) Spatial domain expansion of *prog-1* and *AGAT-1* cells in *egr-5*(RNAi). Tissue transverse sections of control and *egr-5*(RNAi) animals stained for markers of early epidermal progeny cells (8Fd30). To help improve visualization of *AGAT-1*-expressing cells, an RNA probe mix of other *AGAT-1* co-expressed genes were used (*AGAT-1* mix = *AGAT-1, zpuf-1, zpuf-3, zpuf-4*). Scale bar: 10 μm. (**E**) Misexpression of epidermal progeny markers in *egr-5*(RNAi) animals. Triple FISH of *prog-1, AGAT-1* and *zpuf-6* markers in control and *egr-5*(RNAi) animals (4Fd21). Percentages shown in *prog-1* panel represent percentage of *prog-1^+^* cells that also express *AGAT-1* (400-–700 cells were counted between 3-–4 worms per condition). Yellow arrowheads highlight cells that are *prog-1^+^ AGAT-1^+^ zpuf-6^+^* (also shown in inset panels in merge panel). Rightmost column: epidermal (Ep) view highlighting loss of *zpuf-6* expression in epidermis. *AGAT-1* mix = *AGAT-1, zpuf-1, zpuf-3, zpuf-4; zpuf-6* mix = *zpuf-6, zpuf-5* and *zpuf-8*. Scale bar: 50 μm. (**F**) Average fluorescence intensity for *AGAT-1* mix and *zpuf-6* mix probes in control and *egr-5*(RNAi) animals from (**E**). Error bars: SD. p-values are results of unpaired Student's t test. **DOI:** http://dx.doi.org/10.7554/eLife.10501.016

**Figure 5—figure supplement 1.**
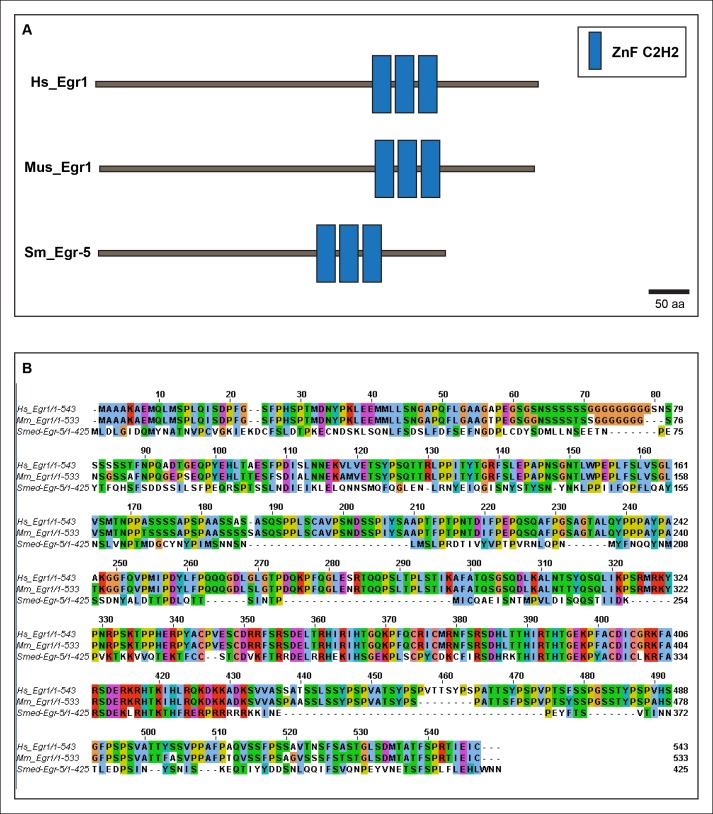
Smed-Egr-5 is a conserved member of the early growth response family of transcription factors. (**A**) Schematic of predicted domain structures of Smed-Egr-5 (Sm) with Egr1 from humans (Hs) and mouse (Mus), adapted from the Smart Modular Architecture Research Tool (SMART) (http://smart.embl-heidelberg.de). (**B**) Alignment of planarian Egr-5 protein sequence (Smed-Egr-5) with Egr1 sequences from human (Hs) and *Mus musculus* (Mm). Predicted Sm ZnF_C2H2 domains are residues 268-346. **DOI:** http://dx.doi.org/10.7554/eLife.10501.017

**Figure 5—figure supplement 2.**
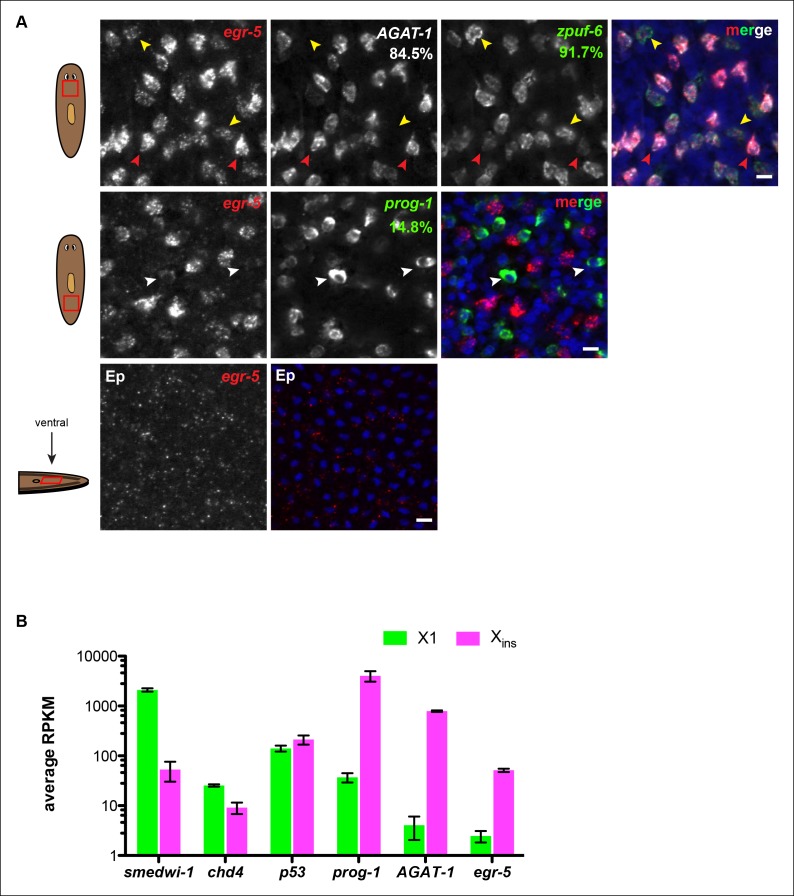
*Egr-5* is expressed in multiple post-mitotic epidermal progeny cells. (**A**) Whole-mount FISH of *egr-5* with various markers in the epidermal lineage. Top panel: Cells expressing the strongest levels of *egr-5* exhibit strong *AGAT-1* expression and very weak *zpuf-6* expression (red arrowheads). Cells expressing lower levels of *egr-5* exhibit strong *zpuf-6* expression and little to no detectable *AGAT-1* expression (yellow arrowheads). Middle panel: Some cells expressing low levels of *egr-5* are *prog-1^+^* (white arrowheads). Bottom panel: *egr-5* is very weakly expressed in some epidermal cells, which overlap with *zpuf-6^+^* epidermal cells (not shown). Percentages represent fraction of *egr-5^+^* cells (low but detectable expression was counted) that co-express the candidate gene (∼200-400 cells were quantified). Images are single confocal planes. Ep, epidermis. Scale bars: 10 μm. (**B**) *egr-5* transcripts are enriched in the post-mitotic, differentiated cell population (Xins). Average RPKM values are plotted for various known neoblast and non-neoblast genes from wild-type planarian cells dissociated by FACS (data are deposited under GEO accession number: GSE73027). X1 cells are irradiation-sensitive and comprise of genes that are expressed in stem cells (*smedwi-1*). Xins cells are irradiation-insensitive and represent a population of various post-mitotic cells. *chd4* and *p53* are expressed in both stem cells and post-mitotic cells and are therefore present in both X1 and Xins cell population. *prog-1* and *AGAT-1* are post-mitotic epidermal lineage markers and show enrichment in the Xins population. *egr-5* has no detectable expression in stem cells based on FISH (not shown), and consistent with this, few *egr-5* transcripts are detected in the X1 population. **DOI:** http://dx.doi.org/10.7554/eLife.10501.018

**Figure 5—figure supplement 3.**
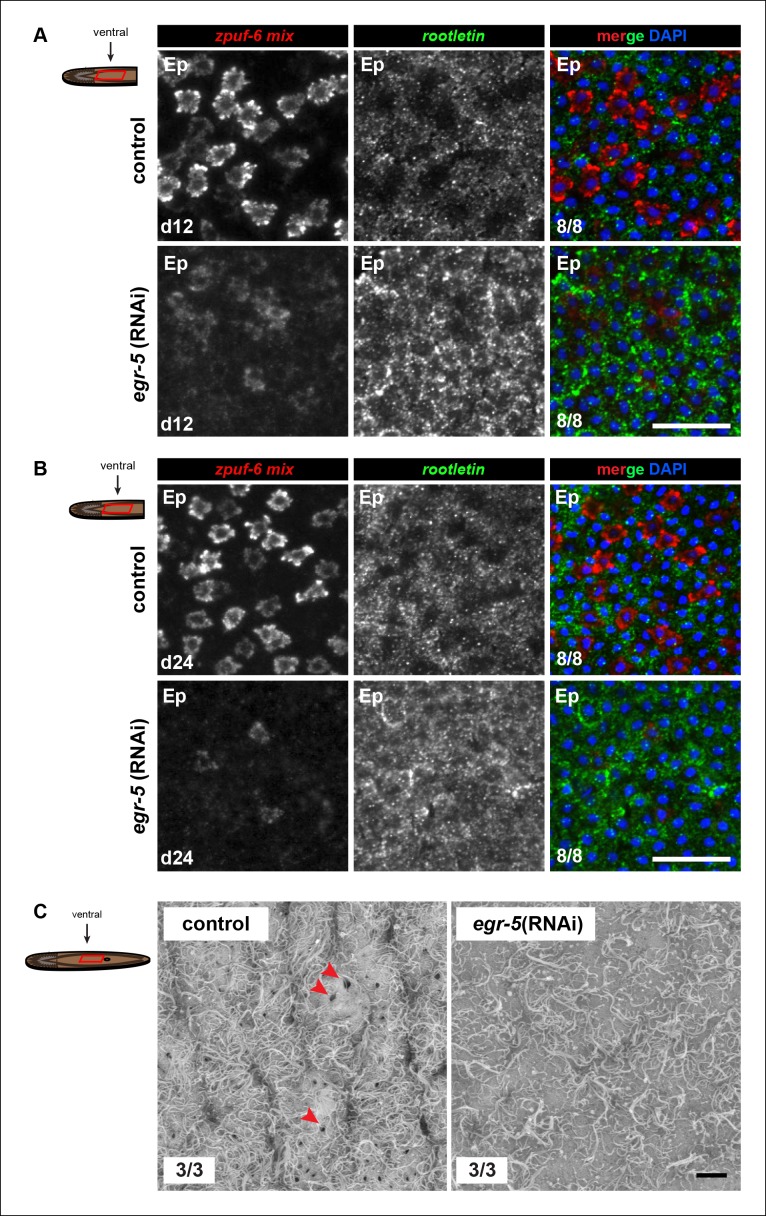
Molecular and ultrastructural analysis of *egr-5*(RNAi) epidermis. (**A,B**) Expression patterns of *zpuf-6* and *rootletin* cilia gene marker at (A) 4Fd12 and (B) 4Fd24 after initial RNAi treatment for control and *egr-5*(RNAi) animals. Representative images are single confocal planes of ventral epidermis (Ep). Scale bars: 50 μm. (**C**) Scanning electron micrograph of images (1500X) of control and *egr-5*(RNAi) animals (4Fd12) of the ventral epidermis (Ep) right above the mouth opening. Although cilia are still present in *egr-5*(RNAi) animals, there is an absence of epidermal pores (red arrowheads) that may be a result of epithelial stretching. Scale bar: 10 μm. **DOI:** http://dx.doi.org/10.7554/eLife.10501.019

**Figure 5—figure supplement 4.**
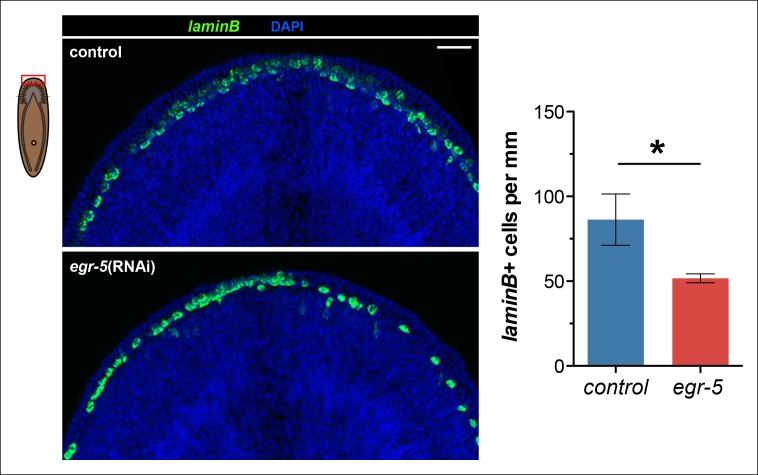
Reduction of *laminB*^+^ cells in *egr-5*(RNAi) animals. The number of *laminB*^+^ cells per mm along the animal margin was quantified in control and *egr-5*(RNAi) animals. The quantified region was restricted to the anterior because this region exhibits the highest cell turnover of *laminB*^+^ cells. Representative images for 4Fd21 are shown. Scale bar: 50 μm. Quantification of *laminB*^+^ cell density is plotted from 3 animals for each condition. Data represent means; error bars: SD. Student's t test: *, p < 0.05. **DOI:** http://dx.doi.org/10.7554/eLife.10501.020

Next, we investigated epidermal morphology by looking at expression of *zpuf-6* and *rootletin* using whole-mount FISH and ultrastructural features by scanning electron microscopy (SEM). We observed a significant reduction in *zpuf-6* expression (see more below) in the epidermis between day 12 and day 24 of RNAi treatment, whereas *rootletin* expression did not diminish, although it appeared disorganized compared to controls (Figure 5—figure supplement 3A–B). Analysis of the ventral cilia by SEM qualitatively showed similar levels in abundance. However, the ventral epidermal cells in *egr-5*(RNAi) animals appeared more smooth and stretched out and lacked epidermal pores/pits as seen in control animals (Figure 5—figure supplement 3C). The smoothness of the ventral epidermis also contributed to difficulty in delineating individual epidermal cells. Our data suggest that the reduced epidermal density in *egr-5*(RNAi) animals could be caused by the failure of new epidermal progeny cells to properly differentiate and incorporate into the epidermis, resulting in stretching and apparent morphological defects. Consistent with this hypothesis, we also found that there was a significant reduction in the number of *laminB*^+^ cells in the anterior region of *egr-5*(RNAi) animals compared to control animals after 21 days of RNAi treatment (Figure 5—figure supplement 4).

### Misexpression of epidermal progeny markers in *egr-5*(RNAi) animals

Given that *egr-5* knockdown causes a marked reduction in *zpuf-6* expression in the epidermis, we looked at our panel of epidermal lineage markers to determine which particular transition may be affected in the course of differentiation. In RNAi conditions such as *chd4, p53* and *zfp-1* knockdown where *AGAT-1^+^* cell populations are lost, there is a distinct progressive disappearance in the spatial distribution of cells, but the signal intensity of the gene marker expressed in the remaining cells is not significantly diminished (see Figure 2—figure supplement 1A; Figure 3—figure supplement 2B). This suggests that these factors are required for the generation or maintenance of *AGAT-1^+^* cells, but not necessarily required for the expression of *AGAT-1* or other markers in these cells. However, a TF can be responsible for the expression of *AGAT-1* or some other marker, and not be required for the maintenance of that cell type, or both. To distinguish between the loss of cell type versus the loss of specific gene expression, we made RNA probe mixes consisting of multiple *zpuf* genes from our screen expressed in either *AGAT-1* or *zpuf-6* cells to increase overall signal intensity and detection.

We first investigated the spatial distribution of *prog-1* and *AGAT-1* progeny markers and found that the stereotypical sub-epidermal expression domains of both markers had expanded deeper into the mesenchyme in *egr-5*(RNAi) animals (Figure 5D), suggesting potential temporal defects in the earlier steps of epidermal lineage progression. We then simultaneously analyzed *prog-1, AGAT-1* and *zpuf-6* markers by whole-mount FISH and established that in *egr-5*(RNAi) animals, epidermal progeny cells in the mesenchyme are not specifically lost, but that *AGAT-1* and *zpuf-6* expression levels were significantly reduced (Figure 5E–F). Although *zpuf-6* mesenchymal expression is very weak after *egr-5* knockdown, it is virtually undetectable in the epidermis, potentially highlighting a key transitional defect. Given that *egr-5* knockdown reduces both epidermal cell density as well as the expression of *AGAT-1* and *zpuf-6* markers, we suggest that *egr-5* is responsible for both the maturation of epidermal progeny cells and the expression of progeny markers. Interestingly, *prog-1* and *AGAT-1* normally do not exhibit significant overlapping expression domains, but here they display significant overlapping expression patterns after loss of *egr-5* (Figure 5E, left panels). Together, our results demonstrate an essential role for *egr-5* in the proper spatial and temporal progression of progeny cells in the epidermal lineage and that misexpression of these marker domains likely causes improper differentiation and failed epidermal maturation.

### Expansion of neoblasts and multiple progenitors in *egr-5*(RNAi) animals

Although *egr-5* is expressed in post-mitotic epidermal lineage cells to coordinate their proper temporal transition states, we wondered if loss of *egr-5* may have any non-autonomous effects on neoblast and progenitor dynamics. To examine neoblast division kinetics, we quantified histone H3Ser10 phosphorylation (H3P) during *egr-5* RNAi knockdown and observed a significant increase in neoblast proliferation, followed by an eventual decline (Figure 6A–B).

**Figure 6.**
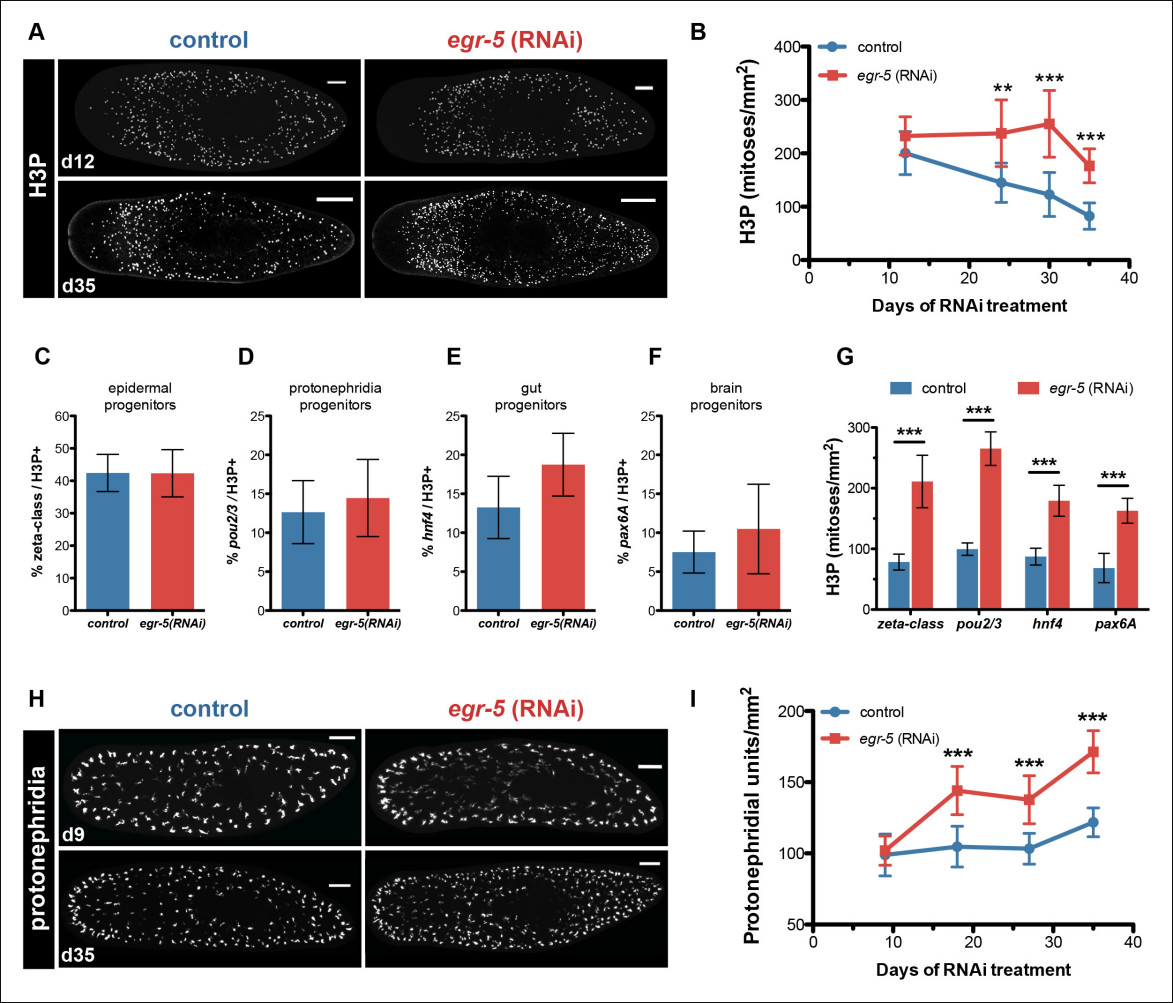
*Egr-5* knockdown results in the expansion of multiple progenitor populations. (**A,B**) *egr-5* knockdown causes an increase in global stem cell proliferation. (**A**) H3P-positive cells over the surface area in control and *egr-5*(RNAi) intact animals (8 feedings). Maximum intensity projections of representative H3P patterns for day 12 and day 35 time points are shown. Scale bar: 200 μm. (**B**) Quantification of H3P-positive cells per surface area from (A). Data represent means, error bars: SD. Student's t test: **, p <0.005, ***, p <0.0001. (**C–G**) Stem cell proliferation results in the expansion of multiple lineage-committed progenitors. For control and *egr-5*(RNAi) animals (3Fd27), animals were fixed and stained for H3P and a marker for the following: (**C**) dividing epithelial progenitors (zeta class: *zfp-1, egr-1, fgfr-1*), (**D**) dividing protonephridia progenitors (*pou2/3*), (**E**) dividing gut progenitors (*hnf4*), and (**F**) dividing brain progenitors (*pax6A*). Quantifications of percentage of lineage-committed progenitors of total H3P^+^ cells are shown. Error bars: SD. (**G**) Quantification of total mitotic cells (H3P) per surface area for control and *egr-5*(RNAi) animals (3Fd27) from analysis in (**C–F**). Data represent means, error bars: SD. Student’s t test: ***, p <0.0001. (**H,I**) *egr-5* knockdown causes supernumerary protonephridial units (PU). (**H**) Control and *egr-5*(RNAi) intact animals (8 feedings) were stained for the number of proximal units (*slc6a-13*) to visualize and quantify total PUs. Maximum intensity projections of representative animals for day 9 and day 35 time points are shown. Scale bar: 200 μm. (**I**) Quantification of PU per surface area. Data represent means, error bars: SD. Student's t test: ***, p <0.0001. **DOI:** http://dx.doi.org/10.7554/eLife.10501.021

**Figure 6—figure supplement 1.**
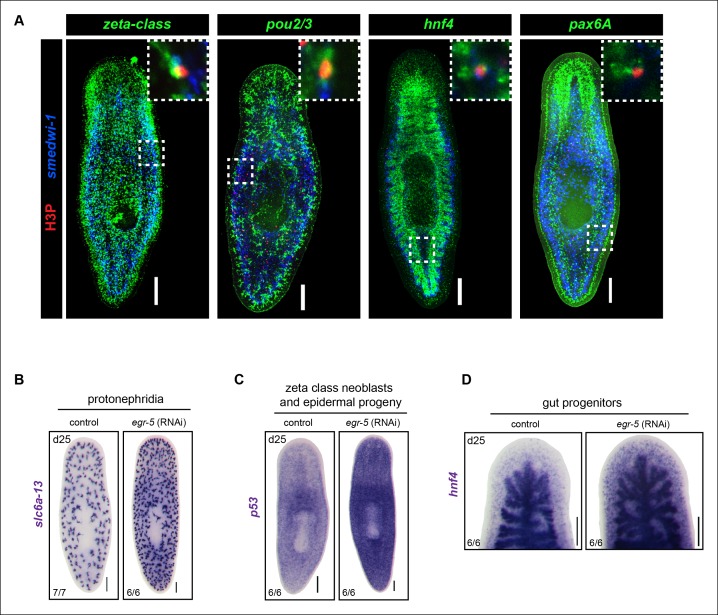
Analysis of multiple dividing tissue progenitors in *egr-5*(RNAi) animals. (**A**) Representative images of *egr-5*(RNAi) animals from Figure 6C–G fixed and stained for H3P (red), neoblast marker (blue: *smedwi-1*) and progenitor marker (green). Progenitor markers: zeta-class/epidermal: *zfp-1, egr-1, fgfr-1*; protonephridia: *pou2/3*; gut: *hnf4*; brain: *pax6A.* Images represent whole-animal maximum intensity projections and zoomed image highlights an example of a positive dividing progenitor cell (i.e. H3P^+^/*smedwi-1^+^*/progenitor marker^+^). Scale bars: 200 μm. (**B-D**) Expansion of multiple differentiated tissue markers in *egr-5*(RNAi) animals. Representative colorimetric WISH images of control and *egr-5*(RNAi) intact animals (6Fd25) monitoring various lineages/tissues: protonephridia (*pou2/3*), epidermal progenitors and early/late progeny cells (*p53*), and gut morphology/gut progenitors (*hnf4*). Scale bars: 200 μm. **DOI:** http://dx.doi.org/10.7554/eLife.10501.022

Because neoblasts constitute a mixed population of pluripotent stem cells and lineage-committed progenitors, we looked more closely at the composition of dividing neoblasts to determine if *egr-5* knockdown expanded all dividing progenitors or only affected a specific subset. We picked a time point where H3P levels were high in *egr-5*(RNAi) animals (before the decline) and then analyzed the proportion of dividing progenitors for major tissues, including the epidermis (zeta-class) (van Wolfswinkel et al., 2014), protonephridia (*pou2/3*) (Scimone et al., 2011), gut (*hnf4*) (Wagner et al., 2011) and brain (*pax6A*) (Wenemoser et al., 2012) (Figure 6C–G, Figure 6—figure supplement 1A). Despite demonstrating a dramatic increase in overall dividing progenitors, *egr-5*(RNAi) animals displayed similar proportions of dividing tissue progenitors compared to their control counterparts. These results suggest that *egr-5* RNAi knockdown causes an overall expansion of multiple lineage progenitors, including the epidermal progenitors (zeta-class). Therefore, failure to generate mature epidermal cells in *egr-5*(RNAi) animals is not caused by a failure to generate zeta-class epidermal progenitors. Rather, it is likely caused by a defect at the post-mitotic differentiation level. This decrease over time in the integration of functional, differentiated cells leads to the eventual breakdown of epidermal integrity and results in animal lysis.

### Differentiation defects in *egr-5*(RNAi) animals are specific to epidermal lineages

To assess whether the expanded progenitor population in *egr-5*(RNAi) animals led to any pronounced defects in differentiation, we examined by colorimetric WISH the protonephrida (*slc6a-13*) (Vu et al., 2015), epidermal progenitors/*prog-1/AGAT-1 (p53*), and overall gut morphology (*hnf4*). Qualitatively, all markers exhibited prominent increases in number and expression in *egr-5*(RNAi) animals compared to controls (Figure 6—figure supplement 1B–D). We quantified the number of protonephridial proximal units (PU) and found that *egr-5*(RNAi) animals indeed display a significant increase in protonephridial density (Figure 6H–I). Based on general morphology and the observation that *egr-5* RNAi animals did not exhibit defects in osmoregulation by bloating, we conclude that the protonephridia are functional. The strong increase in *p53* expression builds upon our previous finding that loss of *egr-5* increases the number of zeta-class epidermal progenitors (Figure 6C, Figure 6—figure supplement 1A), as well as *prog-1* and *AGAT-1* cells (Figure 5D–E). The enriched gut expression marked by *hnf4* in *egr-5*(RNAi) animals also suggests the presence of an increased number of gut cells, without any discernible physiological consequences (*e.g.*, animals can still eat). Together, our data suggest that the extensive increase in neoblast proliferation caused by *egr-5* depletion is remarkably counterbalanced by a corresponding increase in the normal progression of multiple lineage progenitors that differentiate and integrate into functional tissues.

### Loss of *egr-5* induces a global stress response

The potential non-cell autonomous effect of *egr-5* knockdown on neoblast and progenitor dynamics raised the possibility that epidermal defects resulting from abnormal differentiation and defective homeostasis may induce some kind of global stress response. Therefore, we measured apoptosis using a whole-mount TUNEL assay (Pellettieri et al., 2010) and observed a remarkable increase in cell death throughout the course of *egr-5* RNAi treatment compared to control animals (Figure 7A). Notably, the increase in cell death appeared to occur uniformly throughout the animal, with the majority of TUNEL-positive nuclei found in the mesenchymal tissue and not in the epidermis (not shown).

A global increase in both cell proliferation and cell death are general features of the initial stages of planarian regeneration (Pellettieri et al., 2010; Wenemoser and Reddien, 2010). Simple wounding and amputations causing loss of tissue are both capable of activating the expression of many wound-induced genes within the first 24 hr of insult (Wenemoser et al., 2012). We hypothesized that the epidermal defects caused by *egr-5* RNAi knockdown may trigger the activation of wound-induced genes expressed in differentiated cells. *Delta-1* is a putative Notch signaling pathway ligand whose expression is induced in the epidermis between 6-24 hr after injury, not necessarily localized to the site of wounding (Wenemoser et al., 2012). We monitored the expression of *delta-1* in intact, uninjured *egr-5*(RNAi) animals and observed a marked increase in *delta-1* in the anterior region of animals compared to their control counterparts through 21 days of RNAi treatment (Figure 7B, top row). We also measured the in vivo expression of other ‘immediate early genes’ that are activated after wounding including *fos-1, jun-1* and *egr-3* (Wenemoser et al., 2012), and observed notable increases in the anterior region of *egr-5*(RNAi) animals (Figure 7B, middle rows). Interestingly, the TGF-β inhibitor *follistatin*, whose expression is specifically induced for multiple days after a loss of animal tissue (Gavino et al., 2013), does not appear to be stimulated over the course of *egr-5* RNAi treatment (Figure 7B, bottom row). In addition, the immediate early genes *fos-1, jun-1* and *egr-3* are enriched in our *chd4* and *p53* RNAi whole-worm RNA-seq up-regulated datasets (Supplementary file 2; Figure 7—figure supplement 1). 

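All 3 immediate early genes were higher at the last day of each knockdown, and more so in *chd4*(RNAi) than in *p53*(RNAi) at day 15. *fos-1* (SMED30013808), a subunit of the AP-1 transcription factor, was at 106 ± 8.45 RPKM (SD, n = 3) in *chd4*(RNAi) at day 15 against 39.1 ± 0.820 (n = 3) in control (log2 1.43, SE 0.05, adjusted p = 1.8e-25, limma). In *p53*(RNAi) it was at 54.3 ± 3.8 RPKM at day 15 (log2 0.47, adjusted p = 2.8e-10) and at 72.7 ± 2.67 (n = 2) against 38.4 ± 1.42 at day 18 (log2 0.91, SE 0.05, adjusted p = 3e-17). *jun-1* (SMED30001802), the other AP-1 subunit, was at 58.7 ± 4.84 RPKM against 23.7 ± 1.41 in *chd4*(RNAi) at day 15 (log2 1.29, SE 0.06, adjusted p = 2.8e-21) with a change of 0.66 in *p53*(RNAi) at day 18 (SE 0.07, adjusted p = 8.5e-11). *egr-3* (SMED30009224), a zinc-finger transcription factor, was at 14.6 ± 5.91 RPKM against 4.73 ± 0.235 in *chd4*(RNAi) at day 15 (log2 1.46, SE 0.20, adjusted p = 6.2e-08). In *p53*(RNAi) it was at 5.58 ± 0.631 RPKM at day 15 (log2 0.21, SE 0.20, adjusted p = 0.45) and at 7.15 ± 1.08 against 0.9 ± 0.186 at day 18 (log2 2.45, SE 0.22, adjusted p = 4.9e-12). The control level of *egr-3* itself differed between these days, so that its change at day 18 is set against a lower control. At day 15 the differences between the knockdowns were 0.96 for *fos-1* (adjusted p = 1.5e-19), 1.07 for *jun-1* (adjusted p = 2.4e-18) and 1.25 for *egr-3* (adjusted p = 2e-06). With a log2 change above 1 required, 3 of the 3 were higher in *chd4*(RNAi) at day 15 and 1 in *p53*(RNAi) at day 18, and 3 and 3 when adjusted over the list alone without a minimum change. The paper takes these genes from earlier work on wounding and names them here as members of its up-regulated sets. Those sets come from the same libraries, so the direction of these genes is not independent evidence.

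**Figure D4:**
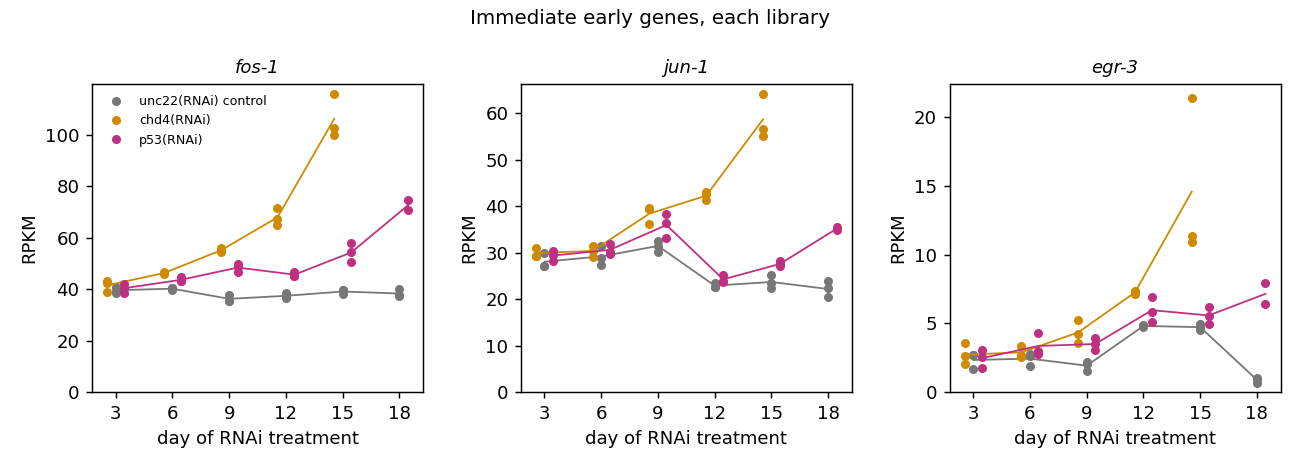
RPKM (vertical axis) of *fos-1*, *jun-1* and *egr-3* by day of RNAi treatment (horizontal axis), with 1 point per library and lines through the group means of *unc22*(RNAi) control, *chd4*(RNAi) and *p53*(RNAi). At day 15 the *chd4*(RNAi) points lie above those of control and *p53*(RNAi) for each gene, and the *egr-3* control drops at day 18.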

Taken together, these data suggest that both defects in epidermal differentiation (*egr-5* RNAi) and loss of epidermal progeny cells (*chd4* and *p53* RNAi) likely contribute to a breach in epidermal integrity, which consequently may activate a systemic wound response program.

**Figure 7.**
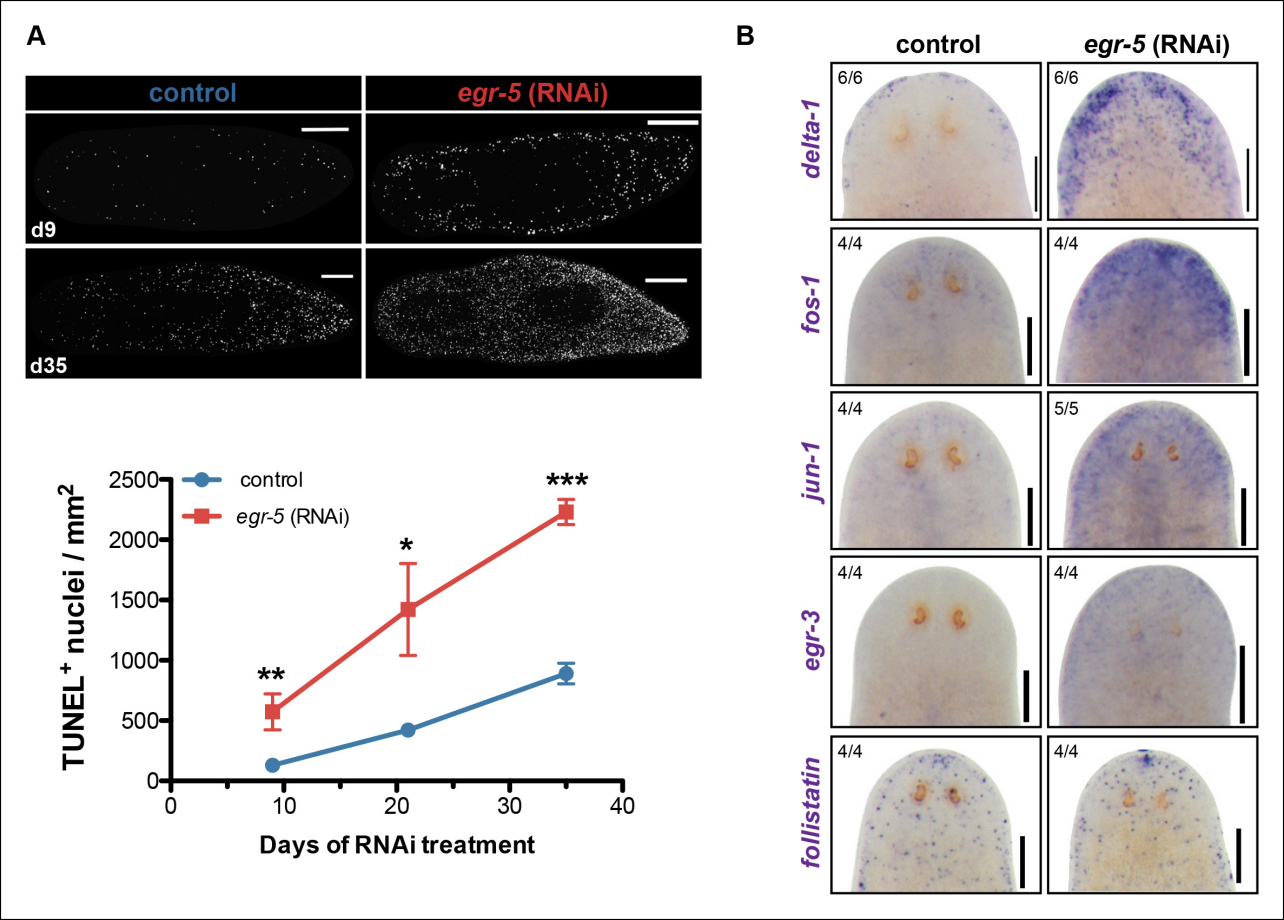
A global stress response is induced by loss of *egr-5.* (**A**) Whole-mount TUNEL assay measuring apoptosis in control and *egr-5*(RNAi) animals (8 feedings). Quantification of TUNEL-positive nuclei per surface area is plotted. Data represent means; error bars: SEM. Student's t test: *, p <.05, **, p <.005, ***, p <.0001. Representative maximum intensity projection of TUNEL-stained image for day 9 and day 35 are shown. Scale bars: 200 μm. (**B**) Wound-induced genes are up-regulated in *egr-5*(RNAi) animals. Representative colorimetric WISH images of *delta-1, fos-1, jun-1 egr-3 and follistatin* expression in the anterior regions of intact control and *egr-5*(RNAi) animals at 4Fd21 of RNAi treatment. Scale bars: 200 μm. **DOI:** http://dx.doi.org/10.7554/eLife.10501.023

**Figure 7—figure supplement 1.**
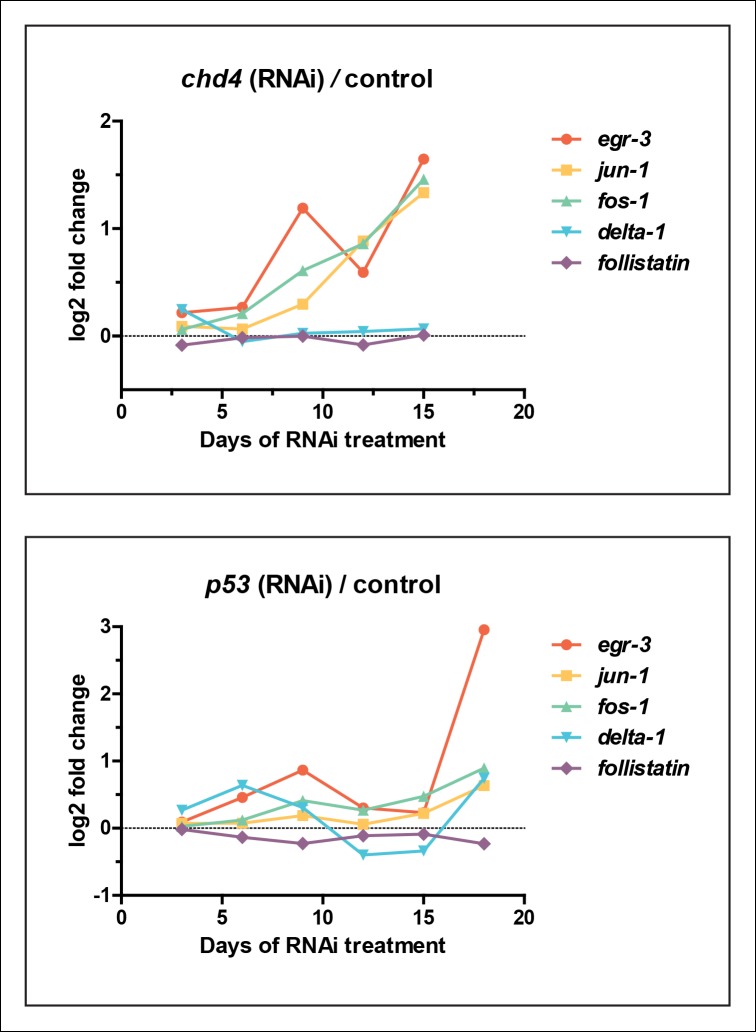
Wound-induced genes are upregulated in *chd4* and *p53* RNAi datasets. Plot of log2 ratios of selected wound-induced genes from Figure 7B in *chd4*(RNAi) (top panel) and *p53*(RNAi) (bottom panel) whole worm RNA-seq time course. **DOI:** http://dx.doi.org/10.7554/eLife.10501.024

## Discussion

As the only dividing somatic cells in planarians, neoblasts must sense the environment and respond accordingly to meet the demands of the organism. It is not well understood how neoblasts elaborate specific programs of post-mitotic differentiation to generate mature tissue cell types. Here, we provide further evidence that the planarian epidermis is an experimentally tractable system to study the complex dynamics and hierarchical transitions that are likely to occur during adult lineage specification and progression.

### Planarian epidermal maturation requires multiple transition states

Zeta-class neoblasts, marked by *zfp-1*, were recently reported to represent a class of epidermal progenitor cells, giving rise to *prog-1^+^, AGAT-1^+^*mesenchymal cells, and other markers of epidermal cells (van Wolfswinkel et al., 2014). However, their precise molecular relationships and the mechanisms underlying the differentiation of these progeny cells are poorly understood.

Our results extend upon these studies by implementing a whole worm RNA-seq approach to identify genes expressed in *AGAT-1^+^* cells and their progeny and to characterize the post-mitotic transition states downstream of epidermal progenitors. We utilized a combination of assays, including whole-mount FISH, spatiotemporal kinetics after irradiation, and BrdU lineage tracing, to establish the temporal order of epidermal cell differentiation. Combinatorial FISH revealed that *zpuf-6* is co-expressed at varying levels in virtually all *AGAT-1^+^* cells, additional *AGAT-1*^neg^ mesenchymal cells (*AGAT-1*^neg^*zpuf-6*^+^), and cells evenly distributed throughout the dorsal and ventral epidermis (Figure 2). We examined the expression patterns of all other genes from our screen that displayed discrete mesenchymal cell patterns in combination with *AGAT-1* and *zpuf-6*, and found that they all overlapped extensively. Many of these genes, such as *pla2* and *odc-1*, exhibited moderate expression in *AGAT-1*^neg^ *zpuf-6*^+^ cells, but expression was noticeably reduced in *zpuf-6*^+^ epidermal cells (Figure 2—figure supplement 3), suggesting that these cells are turning off expression of those genes. In addition, *AGAT-1* and *zpuf-6* showed conserved spatiotemporal down-regulated kinetics after irradiation and in RNAi conditions leading to loss of *AGAT-1^+^* cells (Figure 3, Figure 3—figure supplement 1,2), and a pulse of BrdU incorporated into dividing neoblasts showed a temporal progression through *prog-1^+^, AGAT-1^+^* and *zpuf-6^+^* cells (Figure 4A). Altogether, we interpret these observations to mean that *prog-1, AGAT-1* and *zpuf-6* are markers of three major spatially and temporally related cell populations representing distinct transitional stages of epidermal maturation (Figure 8).

**Figure 8.**
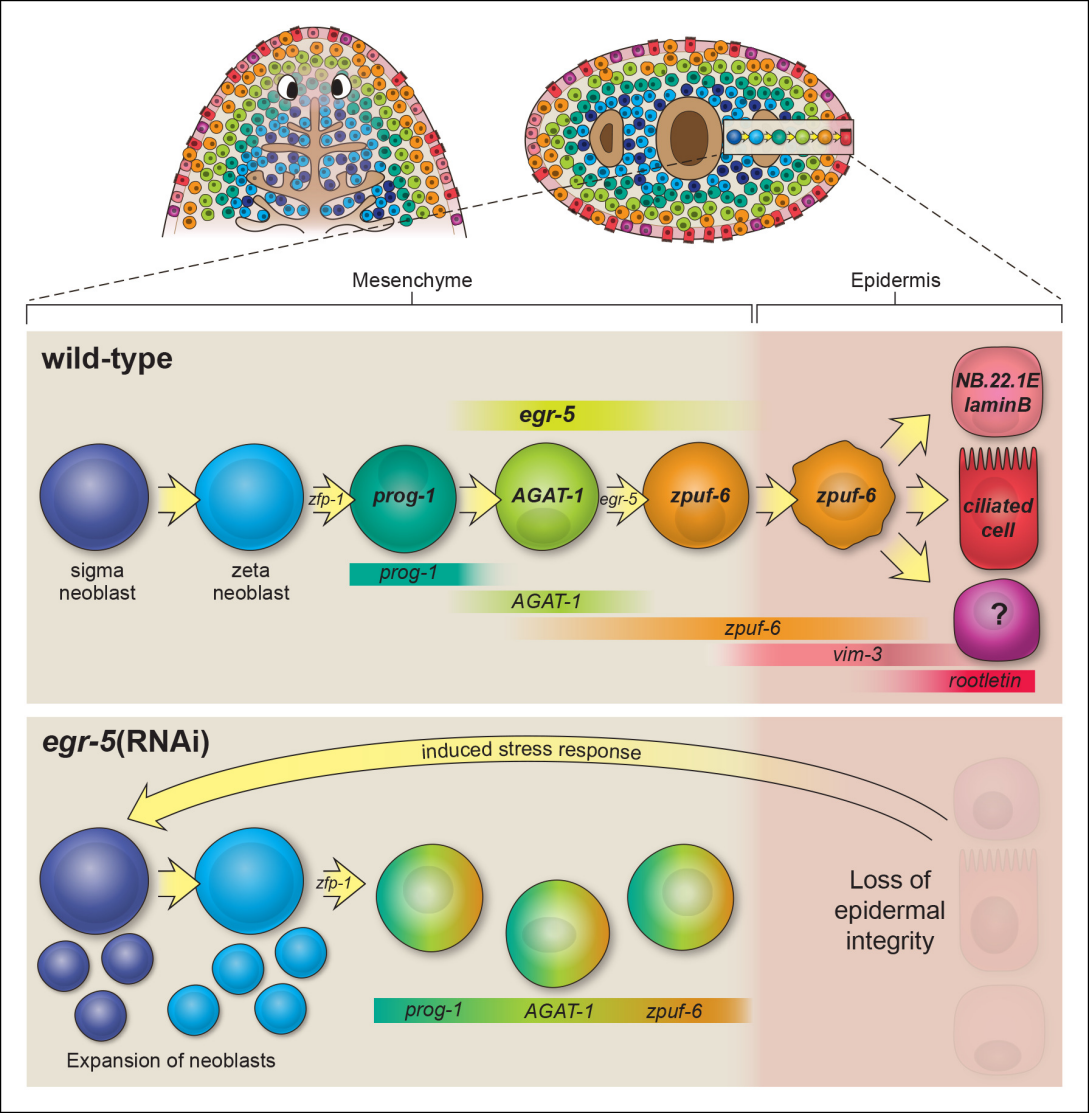
Model of planarian epidermal lineage progression. Schematic representation of the distribution of neoblasts, epidermal progeny cells in the mesenchyme, and differentiated epidermal cells along the anteroposterior (top left, dorsal view) and dorsoventral (top right, cross section) axes. Gut branches are shown as reference. Below: sigma-class neoblasts give rise to zeta-class neoblasts, which are epidermal progenitors. *zfp-1* is required to generate epidermal progeny cells, which begin to express different markers as cells undergo multiple transitions and intercalate into the mature epidermis. Gradient boxes represent domains and relative expression intensity of specified genes. *egr-5* is most strongly expressed in *AGAT-1^+^* cells and is required for proper differentiation of epidermal post-mitotic progeny cells. *zpuf-6^+^*epidermal cells likely represent a branching point in the epidermal cell fate decision and can generate multiple different cell types including marginal adhesive cells (*NB.22.1E* and *laminB*), multiciliated cells (*rootletin*), and other unknown cell types. Bottom panel: schematic of *egr-5*(RNAi) phenotype. Loss of *egr-5* disrupts the proper spatiotemporal transition of post-mitotic epidermal cells, resulting in *prog-1, AGAT-1* and *zpuf-6* to be co-expressed in the same cell, and leading to a depletion of mature epidermal cells. The resulting loss of epidermal integrity is sensed by the neoblasts (induced stress response) and causes an expansion of neoblasts and multiple progenitors before animals eventually lyse due to irreparable loss of an intact epidermal barrier. **DOI:** http://dx.doi.org/10.7554/eLife.10501.025

Differentiation and migration toward the mature planarian epidermis are temporally correlated, but what are the fates of cells once they pierce through the basement membrane and integrate into the epidermal layer? We propose that *zpuf-6^+^* epidermal cells may represent a stable transition state with the potential to give rise to an unknown number of differentiated cell types (Figure 8). Z*puf-6*^+^ epidermal cells are interspersed throughout the epidermis but do not express high levels of a cilia gene, *rootletin* (Figure 4C), which is a marker for differentiated ciliated epidermal cells. However, *zpuf-6*^+^ epidermal cells overlap extensively with a predicted intermediate filament (IF) gene, *vim-3*, which is expressed more broadly in the dorsal epidermis. *Zpuf-6^neg^* epidermal cells express lower levels of *vim-3* than *zpuf-6^+^*cells, but these cells begin in turn to express *rootletin* (Figure 4C). IF proteins are a diverse class of cytoskeletal elements that provide cells with mechanical support, contribute to the structural integrity of cells, and act as markers of morphogenesis and differentiation (Kim and Coulombe, 2007). In addition, *zpuf-6*^+^ cells overlap with two specific subset of cells: one expressing the marker *NB.22.1E* surrounding the ventral mouth opening and the other expressing the *laminB* IF gene that marks adhesive cells along the animal body margin (Figure 4—figure supplement 3). Lastly, *zpuf-6^+^* cells are present at higher cell density in the regenerating blastema than under normal homeostasis conditions (Figure 4—figure supplement 2), suggesting that they have not completed differentiation.

The decisions influencing a particular cell fate path for *zpuf-6^+^* epidermal cells could be determined by the immediate, surrounding environment. Given that dorsal and ventral epidermal cells are morphologically distinct, positional cues and signals are likely to contribute to the cell fate specification process. For example, transplantation experiments involving a plug of tissue from a donor transplanted in the reverse dorsal-ventral (DV) orientation with regard to the host can trigger tissue outgrowths on both sides where the grafted tissue maintains its original DV identity (Kato et al., 1999). The sub-epidermal layer of body wall muscle cells express most of the polarity cues that organize the planarian body axes, including receptors, ligands and inhibitors of the BMP and Wnt signaling pathways (Witchley et al., 2013), and could potentially impact epidermal fates as well. The role of Notch signaling has not been well characterized in planarians but has been implicated in the regulation of cell fate determination in epithelial cells of the mouse intestine (VanDussen et al., 2012) and the lung (Rock et al., 2011; Rock and Hogan, 2011). We cannot exclude the possibility that *zpuf-6^+^* epidermal cells simply reflect an abundant, differentiated cell population that undergoes rapid turnover. Additionally, there could be other progenitors (zeta-class dependent or independent) that give rise to specific epidermal cell types that have not been defined molecularly. To build upon our understanding of epidermal cell fate specification, it will be necessary to define all the types and numbers of cells that ultimately compose both the ventral and dorsal planarian epidermis, as well as the factors that contribute to their identity and maintenance.

### *Egr-5* is required for post-mitotic epidermal lineage progression

In planarians, TFs play prominent roles in specifying neoblasts to a committed fate (Reddien, 2013). Key TFs that are important for specifying neoblasts during homeostasis and regeneration often remain expressed in mature cell types, suggesting that these TFs are also required for the maintenance of cellular identity. Studies of planarian eye regeneration currently provide the most detailed characterization of planarian lineage specification. During regeneration, eye progenitors express conserved TFs *ovo, six-1/2* and *eya* at a distance from the eye primordium, forming a trail of cells and undergoing changes in gene expression as they migrate toward the primordium, where differentiation markers begin to be expressed (Lapan and Reddien, 2011; Lapan and Reddien, 2012). However, *ovo, six-1/2* and *eya* are also expressed in mature eyes and are likely involved in the maintenance of the optic cup cells and photo-sensing neurons of this sensory organ.

Our findings also suggest that distinct molecular changes occur both spatially and temporally, and are necessary for the proper differentiation of epidermal progenitors into mature cell types. However, *egr-5,* which is required for the stable maturation of epidermal progenitors and their progeny, does not appear to be required for the maintenance of the differentiated state. In fact, the lack of *egr-5* expression in the epidermis suggests that shutting off its expression may be an important step in promoting differentiation. Whether this regulation is intrinsic or extrinsic awaits further investigation. Moreover, because loss of *egr-5* leads to the misexpression of *AGAT-1* and *zpuf-6* markers in *prog-1^+^* cells, it could be directly or indirectly involved in turning off *prog-1* expression and activating the expression of genes required for the *AGAT-1*^+^ transition stage. A key remaining question is how individual epidermal progeny cells undergo distinct differentiation transition stages, including responses to external signals or potential changes in chromatin structure.

### A physiological role for *AGAT-1^+^* progeny cells

Genes involved in small molecule metabolic processes (specifically organonitrogen processes) were enriched in our common *chd4* and *p53* RNAi down-regulated gene list. Many of the metabolic genes screened by in situ were expressed in *AGAT-1^+^* and *zpuf-6^+^* cells, including *gatm, odc-1*, cytochrome p450s (*cyp*), and *pla2*. Furthermore, genes including *acsl-2, adss, slc25a-19* and *zpuf-7* were expressed in both the gut and cells of epidermal lineage, which suggests that these tissues may share common functional roles.

There are four arginine:glycine amidinotransferases (*AGAT-1, AGAT-2, AGAT-3, gatm*) identified in planarians. These enzymes catalyze the first step in creatine biosynthesis by transferring the amidino group of arginine to glycine to yield ornithine and guanidinoacetic acid (Wyss, 2000). Creatine plays an important role in muscle energy homeostasis. In vertebrates, de novo synthesis of creatine mainly takes place in the kidney, pancreas and liver (Nabuurs et al., 2013). Thus, it is assumed that *AGAT-1^+^* cells synthesize creatine, which is then released and taken up by neighboring muscle cells and neurons (Eisenhoffer et al., 2008), though this has not been formally demonstrated.

Polyamines are ubiquitous polycations that are essential for eukaryotic cell growth, and polyamine metabolism is frequently dysregulated in cancer (Pegg, 2009). Some of the elucidated roles for polyamines in cell growth include maintenance of chromatin conformation, gene regulation, ion channel regulation, and free radical scavenging (Casero and Marton, 2007). Ornithine decarboxylase (ODC) catalyzes the first rate-limiting step in polyamine biosynthesis by converting ornithine to putrescine, which then is converted to spermidine and spermine. In planarians, ODC activity has been reported to be induced early in regeneration near the wound site, and inhibition of ODC activity appears to cause a reduction in cell proliferation and differentiation (Saló and Baguna, 1989). However, mechanisms of action by *odc-1* and the regulation of neoblasts require further characterization.

The cytochrome P450s (CYPs) are enzymes that use molecular oxygen and complex reaction chemistry to modify their substrates. They are involved in a large number of physiological processes, including steroid hormone synthesis and detoxification of xenobiotics (Anzenbacher and Anzenbacherova, 2001; Zhang and Yang, 2009). CYPs make up one of the most diverse eukaryotic gene families, and are classified into clans, families and sub-families based on phylogenetics and sequence identity (Nelson et al., 2013). We identified a number of *cyp* genes that were expressed in *AGAT-1^+^* progeny cells as well as in the gut. Steroid metabolism and detoxification are two processes generally performed by the liver, raising the questions of what physiological roles these various planarian *cyp* genes play and whether *AGAT-1^+^* cells may have an additional endocrine-like function.

Although p53 is best known for its central role as a tumor suppressor, it also regulates several aspects of cellular metabolism, including autophagy, central carbon metabolism, and lipid metabolism (Berkers et al., 2013). Fatty acids (FA) have essential roles in the cell as sources of energy, membrane components, and signaling molecules (Lopes-Marques et al., 2013). Long-chain fatty-acid coA-ligases (ACSL) are key enzymes involved in the initial steps of FA metabolism. We identified three enzymes involved in fatty acid metabolism, *acsl-1, acsl-2* and *pla2,* that are expressed in the gut as well as in epidermal progeny cells and the mature epidermis. Taken together, the presence of multiple metabolic genes co-expressed in *AGAT-1^+^* cells and their progeny suggests that despite these cells being in a temporal stage transitioning to mature epidermal cells, they may also play a dual functional/physiological role in planarian homeostasis.

### Epidermal integrity and feedback regulation

Epithelia are a hallmark of multicellular organisms, forming the interface between the organism and the external environment and lining the cavities and surfaces of organs (Donati and Watt, 2015). The planarian epidermis provides the first response to amputation-induced injury by covering up the wound site within 30 min (Reddien and Sánchez Alvarado, 2004). It has been postulated that rhabdites are released at wound sites, where their contents produce a protective mucosal covering, possibly providing immunological functions (Reisinger and Kelbetz, 1964). Therefore, a breach in epidermal integrity could be the stimulus for initiating regeneration, though how this signal could be transduced to neoblasts is unknown.

The *egr-5*(RNAi) phenotype resulting in the expansion of neoblasts and multiple progenitor populations reveals that complex dynamics are at play between differentiating progeny and how neoblasts respond to loss of tissue integrity. It will be interesting to investigate the neoblast response in other RNAi or pharmacological contexts that directly affect epidermal integrity to determine how these perturbations affect neoblast function. However, it still remains possible that neoblast expansion could be a response to the global increase in apoptosis, although we still do not understand how the processes of cell proliferation and cell death are integrated. Alternatively, *egr-5* may be responsible for the expression of a signaling molecule to which neoblasts respond in a feedback control process. Feedback signaling from differentiating progeny to neoblasts may be an important and robust strategy to control stem cell activity during homeostasis and regeneration. Therefore, unveiling the downstream targets of *egr-5* will help discern these possibilities, as well as provide more mechanistic insight on the role of *egr-5* and the progression of epidermal fate maturation.

Several key questions emerge from our findings. Why does epidermal lineage progression require multiple transition states? Do neoblast progeny contribute to the dynamics of the microenvironment, thereby playing a niche-like role? How are cell autonomous and non-cell autonomous mechanisms coupled for the maintenance of cellular equilibrium at the organismal level? How is the overall physiological status of the animal sensed, integrated and converted to the appropriate neoblast output? With a more nuanced understanding of their adaptive behavior, planarian neoblasts and the epidermal lineage have emerged as an important model system in which to study the dynamics between stem cell self-renewal and the orchestration of progeny differentiation.

## Materials and methods

### Planarian maintenance and irradiation exposure

*Schmidtea mediterranea* CIW4 asexual strain was maintained in 1X Montjuic salts supplemented with 50 μg/ml Gentamicin and fed homogenized calf liver paste as previously described (Gurley et al., 2008; Reddien et al., 2005a). Animals were on average starved between 7–10 days prior to starting experiments and ranged in size from 2 mm to 8 mm. Animals were exposed to 6000 Rads of gamma irradiation using a GammaCell 40 Exactor irradiator.

### Gene cloning and RNAi feeding experiments

Genes in this study were cloned from a CIW4 cDNA library into pPR-T4P vector (J. Rink) as described elsewhere (Adler et al., 2014). Primer sequences are provided in Supplementary file 4. Cloned gene vectors were transformed into bacterial strain HT115 for dsRNA production. RNAi food was prepared by mixing 50 ml of pelleted culture with 250 μl of calf liver paste (2X) or 50 ml of culture with 125 μl of calf liver paste (4X). Animals were fed every 3 days, with the first day designated as Day 0 of RNAi treatment. The number of RNAi feedings performed for *egr-5* knockdown varied depending on starting-size of animals and RNAi food concentration. RNAi feedings and time points analyzed are noted in figure legends as XFdY (3Fd18 = 3 RNAi feedings, day18). For all RNAi feeding experiments, *unc22* dsRNA was used as the control for the same number of feedings as experimental RNAi animals. Images of live animals were captured using a Leica M205 stereoscope.

### Whole-mount immunohistochemistry, in situ hybridizations and TUNEL staining

Whole-mount colorimetric and fluorescent in situ hybridizations were performed using a detailed protocol as previously described (King and Newmark, 2013; Pearson et al., 2009). Fluorescence-labeled animals were mounted in Sca*l*eA2 solution (Hama et al., 2011). Immunostaining with anti-H3P (1:1000, Millipore, Billerica, MA) was performed following fluorescent in situ development and was detected using Alexa-conjugated secondary antibody (1:1000, Abcam, Cambridge, MA). Animals were fixed and stained for TUNEL using a method previously described (Pellettieri et al., 2010) with modifications: animals were bleached in 0.075% ammonia and 3% hydrogen peroxide and treated with ProteinaseK (2 μg/ml) in PBSTx (0.3% Triton) for 10 min followed by 4% formaldehyde incubation for 10 min prior to TdT reaction.

### Histology and SEM

Cryosectioned animals were processed after fluorescent in situ development as previously described (Tu et al., 2012). For nuclear fast red staining, animals were processed for colorimetric ISH and were subsequently fixed overnight in 4% paraformaldehyde (PBS) at 4°C followed by dehydration in 30, 50, and 70% ethanol. Fixed specimens were embedded in paraffin and serial sectioned at 10 μm thickness and counter stained with nuclear fast red.

For scanning electron microscopy, animals were immersed in a relaxant fixative (1% HNO_3_, 0.85% formaldehyde, 50 mM MgSO_4_) as described elsewhere (Rompolas et al., 2013) for 5 min and were replaced with fresh fixative and rocked overnight at room temperature. Animals were then transferred to a solution containing 2.5% glutaraldehyde, 2% paraformaldehyde, 1% sucrose, 1 mM CaCl2 in 0.05 M NaCacodylate buffer pH 7.36 and left at 4°C until ready for processing. Animals were rinsed in ultrapure water, and secondary fixation was performed at 4°C overnight in 2% aqueous osmium tetroxide. Samples were dehydrated in a graded series of ethanol and dried in a Tousimis Samdri-795 critical point dryer. Samples were mounted on stubs and sputter coated with gold palladium. Imaging was done with a Hitachi TM-1000 tabletop SEM.

### Image analysis and quantifications

Colorimetric WISH images were acquired using a Zeiss Lumar V12 stereomicroscope equipped with an AxioCam HRc. Colorimetric WISH tissue sections were imaged using a Zeiss Axiovert206. Fluorescent images were acquired with either a Zeiss LSM-510 VIS or a Perkin Elmer Ultraview VOX spinning disk. Stitching and batch processing of images, and H3P quantifications per surface area were performed as previously reported (Adler et al., 2014). For H3P/progenitor colocalization thresholding, spots were selected based on signal intensity a multiple above the noise background and filtered based on size. For fluorescence intensity quantification, Z-stack images were acquired and z-projected by average in a fixed neighborhood around the bottom of the animal as determined by DAPI nuclear staining after background subtraction. For epidermal cell quantifications, single focal plane images were acquired and nuclei within a fixed sized rectangle in regions of uniform cell density were quantified using ‘Find Maxima’ with Fiji software. All macros and plugins are available at https://github.com/jouyun.

### BrdU labeling and quantification

BrdU was administered by soaking animals for 24 hr in 20 mg/ml BrdU (Sigma, St. Louis, MO) dissolved in 3% DMSO and 1X Montjuic. Animals were then incubated in 5 g/L Instant Ocean supplemented with 50 μg/ml Gentamicin over the course of BrdU chase period. Animals were fixed and processed using the in situ hybridization protocol except bleached in 6% H_2_O_2_ in PBSTx (0.3% Triton) for 3–4 hr under direct light. After development, specimens were treated with 2N HCl for 45 min at room temperature. BrdU was detected using a rat anti-BrdU antibody (1:1000; Abcam, Cat. No. ab6326). Primary antibody was detected with HRP-conjugated anti-rat antibody (1:1000; Jackson ImmunoResearch, West Grove, PA). Images were acquired with a Perkin Elmer (Waltham, MA) Ultraview VOX spinning disk with a 20x 0.8 NA Plan Apochromat objective (Zeiss, Oberkochen, Germany) onto an Orca R2 (Hamamatsu Photonics, Hamamatsu, Japan) camera. Integration times were adjusted per worm to achieve well-saturated images. Z-stacks were collected at the anterior end of the worm over 250 µm in the Z dimension, with 2 µm steps, which contained nearly the entire depth of the worm. Images were cropped to a 400 pixel^2^ (132 µm^2^) region posterior to the brain. The stack was also cropped in Z to the ventral half of the stack. Target-specific cells were first marked manually in Fiji followed by target and BrdU double-positive cells. At least 6 worms (up to 10) per time point were analyzed and roughly 6,500 cells total were quantified. The average percent positive cells were reported ((double-positive/total)*100). Representative images (Figure 4A) were first background subtracted in ImageJ with a 25 pixel radius rolling ball and then gaussian-blurred with a 1 pixel radius.

### RNA-seq and GO enrichment analyses

For RNA-seq analysis of control, *chd4*(RNAi) and *p53*(RNAi) animals, three biological replicates of 10 worms each were collected for RNA isolation. mRNAseq libraries were generated from 500ng of high quality total RNA, as assessed using the LabChip GX (Perkin Elmer). Libraries were made according to the manufacturer’s directions for the TruSeq Stranded mRNA LT– set A and B (Illumina, San Diego, CA; Cat. No. RS-122-2101 and RS-122-2102). Resulting short fragment libraries were checked for quality and quantity using a LabChip GX and Qubit Fluorometer (Life Technologies, Carlsbad, CA). Libraries were pooled, requantified and sequenced as 50 bp single reads on the Illumina HiSeq 2500 instrument using HiSeq Control Software 2.0.5. Following sequencing, Illumina Primary Analysis version RTA 1.17.20 and Secondary Analysis version CASAVA-1.8.2 were run to demultiplex reads for all libraries and generate FASTQ files. RNA-seq analysis was carried out by mapping sequence reads to a set of 36,035 *S. mediterranea* transcripts assembled from various sources including a previous transcriptome used in microarray studies (Adler et al., 2014), trinity assemblies from lab-generated data involving whole animals, embryos, and sorted X1 cells, a transcriptome from the Bartscherer lab (Boser et al., 2013), and the Dresden transcriptome assembly from PlanMine (http://planmine.mpi-cbg.de), reduced as a collection to unique representations of loci via CD-HIT (Fu et al., 2012). Sequences can be downloaded from http://smedgd.stowers.org. Reads were aligned using bowtie with the following parameters: --best --strata -v 2 -m 5, and read counts to genes were tallied from the SAM files with a custom script. Differential gene expression was evaluated using R and the edgeR library (Robinson et al., 2010). P-values were adjusted as previously described (Benjamini and Hochberg, 1995). The RNA-Seq data and the transcriptome against which it was quantified have been archived at GEO and is available under accession number: GSE72389. Gene Ontology (GO) (Gene Ontology Consortium, 2015) terms were assigned to each *S. mediterranea* gene based on homologous PFAM domains and significant Swissprot hits. GO term enrichment was performed using the R package topGO (Alexa and Rahnenfuhrer, 2010).

## Additional files

Supplementary file 1. Summary of down-regulated genes in *chd4* and *p53* RNAi RNA-seq data sets. Tab1, down-regulated genes in *chd4*(RNAi), *p53*(RNAi), and the 587 common down-regulated genes in both *chd4* and *p53* RNAi data sets. 

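Tab 1 gives, for each listed gene, the log2 change from *unc22*(RNAi) that the authors computed at the later days of each knockdown, with an adjusted p-value, the Swiss-Prot match and a flag for the set it belongs to. For the genes of the tab, *AGAT-1* and *egr-5* among them, log2 changes computed from the deposited RPKM were compared with the tab's own. Across 1834 genes Pearson's r lay between 0.953 in *chd4*(RNAi) at day 15 and 0.973 in *p53*(RNAi) at day 12, and Spearman's rho was at least 0.995. The median absolute difference was 0.011 to 0.04, and 1818 to 1832 of the genes had the same sign, depending on the comparison. Genes are not independent replicates, and both sets of values come from the same libraries.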

Tab 2, Top BLAST hits of 587 common down-regulated gene list to *C. elegans, D. melanogaster, M. musculus*, and *H. sapiens* NCBI Refseq with an e-value cutoff of .001. Tab 3, GO term enrichment analysis for the common down-regulated gene list. **DOI:** http://dx.doi.org/10.7554/eLife.10501.026

Supplementary file 2. Summary of up-regulated genes in *chd4* (d15) and *p53* (d18) RNAi RNA-seq data sets. 

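The described transcripts that rose most included a lysosomal lipase and histones in *chd4*(RNAi) at day 15, and a mannose receptor homolog and collectins in *p53*(RNAi) at day 18. In *chd4*(RNAi) at day 15 a lysosomal acid lipase (SMED30002911), which splits stored lipids, was at 40.6 ± 10.9 RPKM (SD, n = 3) against 0.0999 ± 0.047 (n = 3) in control (log2 6.07, SE 0.20, adjusted p = 1.1e-25, limma). Histone H3 (SMED30021776) was at 40.6 ± 1.25 RPKM against 0.709 ± 0.136 (log2 5.09, SE 0.17, adjusted p = 1.2e-25), a macrophage mannose receptor homolog (SMED30007501) at 52.9 ± 5.78 against 1.22 ± 0.625 (log2 5.01), the Kunitz protease inhibitor InhVJ (SMED30021397) at 46.1 ± 22.7 against 1.19 ± 0.242 (log2 4.70), and histone H2A type 2-C (SMED30011413) at 26.2 ± 0.696 against 0.798 ± 0.376 (log2 4.40). In *p53*(RNAi) at day 18 the mannose receptor homolog was at 159 ± 147 RPKM (n = 2) against 0.633 ± 0.246 (log2 6.77, SE 0.40, adjusted p = 2.5e-17), with a wide gap between its 2 libraries. The sugar-binding collectin-43 (SMED30003676) was at 447 ± 352 RPKM against 17.5 ± 2.74 (log2 4.38, adjusted p = 8.3e-14) and collectin-11 (SMED30024391) at 90.4 ± 65.2 against 3.53 ± 0.324 (log2 4.28, adjusted p = 1.6e-15), again with unequal libraries. The protease inhibitors kalicludine-2 (SMED30016139, 243 ± 116 against 12.8 ± 0.913 RPKM) and InhVJ (log2 3.83) followed. Genes higher in both *chd4*(RNAi) at day 15 and *p53*(RNAi) at day 18 numbered 113, against 7.59 for independent sets of these sizes. Of 35 transcripts with lysosomal, cathepsin, granulin, ferritin or macrophage descriptions, 15 were higher and 7 lower in *chd4*(RNAi) at day 15 (19 and 14 when adjusted over the list alone without a minimum change), and 8 higher and 4 lower in *p53*(RNAi) at day 18 (15 and 8). With a pseudocount of 2 the 8 became 5. Only genes in the study's tables carry a description, so the direction of the list is not independent evidence. The file lists log2 changes for up-regulated genes, and across 505 of them Pearson's r with the changes computed here was 0.91 in *chd4*(RNAi) and 0.948 in *p53*(RNAi).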

Genes were classified as up-regulated if the adjusted p value <1e-13 and log2 fold change >1. **DOI:** http://dx.doi.org/10.7554/eLife.10501.027

Supplementary file 3. In situ expression summary of cloned genes from *chd4* and *p53* RNAi data sets. 

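Supplementary file 3 records, for each cloned gene, the log2 changes by RNA-seq and the WISH pattern in words, from which the lists of *AGAT-1* mesenchymal, epidermal, gut and neoblast-like genes were drawn. Its log2 changes and those computed here from RPKM had the same sign for all 147 genes, *pla2* and *egr-5* included, in each of the 5 comparisons it gives. Pearson's r across the genes was 0.965 in *p53*(RNAi) at day 18 and 0.995 in *chd4*(RNAi) at day 12.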

Tab 1, List of 147 genes cloned and screened by colorimetric WISH. Tab 2, Summary of 29 candidate genes chosen from in situ screen (Figure 1E, Figure 2) characterized by triple FISH with *AGAT-1* and *zpuf-6*. **DOI:** http://dx.doi.org/10.7554/eLife.10501.028

Supplementary file 4. Primer sequences of genes cloned in this study. **DOI:** http://dx.doi.org/10.7554/eLife.10501.029

How the deposited data were processed for this re-analysis (not part of the article)

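RNA from whole worms was measured by sequencing, with 3 RNAi treatments (*chd4*, *p53* and the control *unc22*) sampled between day 3 and day 18. The authors prepared stranded TruSeq libraries, sequenced them on a HiSeq instrument and called bases with CASAVA 1.8.2. The authors aligned the reads with Bowtie (version not stated, options --best --strata -v 2 -m 5) to assembled transcripts, counted reads with a script of their own, and tested counts with edgeR. The deposited values are RPKM, and the authors do not state the step by which they were scaled. Reads and counts were not analysed here, so the test on counts was not rerun.

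Depth was recovered from the RPKM values themselves. Relative depth was read from values under 0.5 RPKM. For 29496 transcripts (84.1%), all nonzero values then rise in equal steps of 1 read, which gives transcript length and library depth up to a common factor. With the factor chosen so that lengths are whole numbers of bases, 99.98% of lengths were whole within 0.1, and 100% of values were whole reads within 0.02. Only transcripts whose values fell on such steps were taken, so the 100% follows largely from that choice. The recovered depth of the 50 libraries was used in checks only and did not enter the tests. The RPKM sums of the libraries ran from 677620 to 788163, and median-ratio factors from 0.991 to 1.029, so the main test used the values as deposited. In the file 3 transcripts were at 0 in every library.

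Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9, and R 4.3.3 with limma 3.58.1, were used. Transcripts needed at least 1 RPKM in at least 2 libraries, which kept 25079 and left out 9978. The main test was limma with an intensity trend on log2(RPKM + 0.5), 17 groups of RNAi and day, and moderated two-sided t-tests of each RNAi against the control of its day. The difference between both knockdowns at day 15 was tested as a contrast of its own. The prior degrees of freedom were 5.32. The p-values were adjusted by the Benjamini-Hochberg method within each comparison, and log2 changes, SE and group means ± SD are reported. The study's thresholds were also applied, an adjusted p under 1e-13 and a negative log2 change on at least 1 of days 12 and 15 for *chd4*(RNAi), or 12, 15 and 18 for *p53*(RNAi). The paper's text weights its p-values towards several later days, so the rule of at least 1 day is a reading made here. The test was tested on simulated data in which 50 genes for each of 4 log2 changes (-2, -1.5, 1.5 and 2) were shifted. Of them 94 to 100% were called, with 1 to 2 of 24879 unchanged genes called. All 4 changes lie beyond the threshold of 1, so this share does not hold for changes near or below it. The simulated noise had the same spread in all groups, as limma assumes. It cannot show how the test does where groups differ in spread.

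Genes were named by a rule set before the data were examined. Every gene that the paper names and that has an identifier in Supplementary files 1 to 3 was included, 35 in all, and values in those files had been seen by then. For *chd4*(RNAi) at day 15, *p53*(RNAi) at day 18 and their difference at day 15, the 5 largest log2 changes in each direction were added among genes with a Swiss-Prot description, an adjusted p under 0.05, full separation of the libraries and at least 1 RPKM in the higher group. Up to 4 members with the largest change were added per gene list. *prog-1*, *delta-1* and *follistatin* have no identifier in those files and are not reported. A member of the neoblast-like list that the rule would name is not reported here. Outside the rule, SMED30009513 is named because of its near-identity to *AGAT-1*, and genes are named for the control's change between day 9 and day 12.

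From WISH patterns in Supplementary file 3, lists of *AGAT-1* mesenchymal, gut, epidermal and neoblast-like genes were drawn, and the candidate and *zpuf* genes were taken from its second tab. The 3 immediate early genes were taken from Supplementary file 2. By words in the Swiss-Prot description, lists were made of DNA replication and cell cycle, piwi and tudor, ribosomal proteins, cytochrome P450, glycine amidinotransferases, multidrug and toxin extrusion, solute carriers, TNF receptor-associated factors, histones, cilia and axoneme, lysosome and phagocyte, heat shock, neural, muscle and matrix, and innexins. Of 1605 transcripts with a description, 1595 were tested. Counts adjusted over the list alone apply the Benjamini-Hochberg method to the list's p-values only, without a minimum change.

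The overlap of the knockdowns was set against independent sets of the same sizes and against 100 simulations in which both share their controls. The change of *AGAT-1* against *zpuf-6* and *vim-3* was tested by a two-sided permutation of labels within each day, with 100000 resamples and 4 tests. Group labels were also exchanged within days, in all 10 splits of a comparison or in 100 draws. The alternatives planned were pseudocounts of 0.1 and 2, no filter, a mean of at least 1 RPKM, median-ratio and quantile scaling, a fit of only the 2 groups compared, a replicate block, limma without trend or with robust spread, no minimum change, other thresholds for the study's sets, crossed days that share no control, a mean of at least 5 RPKM for the correlation, and each library left out. A fit without *p53*(RNAi) day 9 replicate 1 and *unc22*(RNAi) day 6 replicate 2 was added later, as was the comparison of genes listed for a single knockdown with all tested genes. Gene ontology, WISH, FISH, BrdU and RNAi phenotypes were not reanalysed, since no files for them were at hand.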

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

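The lists of results in this part followed rules fixed in advance, and the tests of scale, of exchanged libraries and of S phase were chosen after seeing the result.

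At day 15 several genes that the paper names differed between *chd4*(RNAi) and *p53*(RNAi), which the paper does not compare directly. As log2 differences, chd4 minus p53, *pla2* was at -2.29, *nkx-2.2* at -2.12 and *cyp3143A1* at -1.15, so these were lower in *chd4*(RNAi). *smedwi-1* was at 1.25, *egr-3* at 1.25, *jun-1* at 1.07, *odc-1* at 1.37, *zpuf-3* at 1.18, *ttpal* at 1.15 and *gatm* at 1.09, so these were lower in *p53*(RNAi) or higher in *chd4*(RNAi). The targeted genes themselves were at -1.66 (*chd4*) and 3.63 (*p53*). Each had an adjusted p under 0.05 in limma.

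Among described genes the largest differences were in apolipophorins (SMED30020296), lipid carriers, at 3.20 ± 0.899 RPKM (SD, n = 3) in *chd4*(RNAi) against 118 ± 28.5 (n = 3) in *p53*(RNAi), a log2 of -5.01. A leucine-rich repeat protein (SMED30016695, -4.44), aldehyde dehydrogenase 8A1 (SMED30028611, -4.26), a Rac1 homolog (SMED30000430, -4.00) and L-cysteine desulfhydrase (SMED30027034, -3.99) were also lower in *chd4*(RNAi). Lysosomal acid lipase (SMED30002911, 5.98), histone H3 (SMED30021776, 5.26), histone H2A type 2-C (SMED30011413, 4.46), a ferritin middle subunit (SMED30022321, 4.22) and a Kunitz-type proteinase inhibitor (SMED30020397, 3.97) were higher in it. Each had an adjusted p under 0.05, and they were picked for their size, so their sizes are likely overestimates.

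Many changed genes stand outside Supplementary files 1 to 3, which hold 2338 of the genes. In *chd4*(RNAi) at day 15 they were 217 lower and 173 higher genes, and in *p53*(RNAi) at day 18, 279 lower and 138 higher genes. They carry no description, so what they encode was not examined.

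Most neoblast-like and DNA replication genes were lower in *p53*(RNAi) than in *chd4*(RNAi) at day 15, with median log2 differences of 0.57 and 0.61 (chd4 minus p53), but only 3 of 21 and 4 of 47 by more than 1, with 3 of the 47 lower in *chd4*(RNAi) by as much (17 and 40 when adjusted over the list alone without a minimum change, with 1 and 4 lower in *chd4*(RNAi)). The 4 became 7 without *p53*(RNAi) day 15 replicate 1 and 0 with a pseudocount of 2 in limma. The median over all tested genes was -0.01, which speaks against a difference in scale, the targeted transcript was reduced in all 32 RNAi libraries, which speaks against exchanged libraries, and the difference was 0.53 among the higher-expressed genes of the replication list and 0.64 among the lower-expressed, which speaks against fewer reads as its source. The study's own choice of genes by their decrease was not excluded as a source, since most of the listed genes were chosen for *p53*(RNAi) only. Whether *p53*(RNAi) animals had lost more dividing cells by day 15 was not tested, and counts of dividing cells in both knockdowns on that day would decide it, while the pattern was found and tested on the same libraries.

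Histone genes rose in *chd4*(RNAi) at day 15, 6 of 11 by a log2 of more than 1 (7 higher and 1 lower when adjusted over the list alone, median 1.30), with histone H4 (SMED30025482) at 16.7 ± 2.86 RPKM (n = 3) against 1.28 ± 0.295 and H2B (SMED30021461) at 28.8 ± 1.83 against 3.97 ± 0.979. The rise in *chd4*(RNAi) was there from the first day sampled. At day 3, 4 of the 11 histones were higher, by up to a log2 of 2.46, though the list's median was 0.04. On that day 11 genes in all were higher, and 0 of the 47 DNA replication genes. At day 6, 5 histones were higher, and at day 9, 6. In *p53*(RNAi) at day 18, 7 of 11 were lower (4 with a pseudocount of 2, 8 lower and 2 higher adjusted over the list alone). More cells in S phase would raise replication genes, yet the 90th percentile of that list's change in *chd4*(RNAi) was 0.14 and its median -0.09. Of the 47 genes in that list, the paper lists 41 as down-regulated in *p53*(RNAi) only, 3 in *chd4*(RNAi) only and 2 in both. Replication genes that rose may thus be missing from it, so this check cannot decide on S phase. Summed over the list the histones stood at 624 ± 27.8 RPKM (n = 3) against 530 in control, a ratio of 1.18, but every listed histone comes from the study's tables of changed genes, so a copy that lost reads may be missing from the sum, and reads divided otherwise between near-identical transcripts stay open. Transcripts with polyA tails among histones are a possible source that these files cannot test, and the direction of the list is not independent evidence because only genes in the study's tables carry descriptions.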

How the results depend on the processing

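All alternatives were planned before the results were seen except the fit without the 2 libraries that stand apart, which was chosen after seeing the result. Values in brackets are those of the main test, and the cause of a difference was not tested unless the construction shows it.

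With a pseudocount of 0.1, genes higher in *chd4*(RNAi) at day 6 numbered 121 (75), and in *p53*(RNAi) 19 at day 6 (8), 146 at day 9 (95), 225 at day 12 (107) and 237 at day 15 (134). With a pseudocount of 2, which shrinks changes of weakly expressed genes, *chd4*(RNAi) had 6 higher at day 3 (11), 15 lower (68) and 26 higher (75) at day 6, 278 (519) and 93 (225) at day 9, 521 (819) and 184 (420) at day 12, and 635 (971) and 283 (498) at day 15. *p53*(RNAi) had 18 lower (43) and 2 higher (4) at day 3, 71 (130) and 1 (8) at day 6, 199 (371) and 52 (95) at day 9, 232 (384) and 47 (107) at day 12, 336 (564) and 61 (134) at day 15, and 447 (894) and 216 (382) at day 18. With it 285 genes were lower in both at 0.05 (471), 45.3% of the study's common set was lower in both (54.3%), and 658 genes differed between the knockdowns at day 15 (1102).

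With a mean of at least 1 RPKM, 2 genes were lower in *chd4*(RNAi) at day 3 (1) and 42 at day 6 (68). With quantile normalization, 3 were lower in it at day 3 (1), as also without the 2 libraries that stand apart (3). With only the 2 groups compared in the fit, 2 genes were lower (1) and 6 higher (11) in *chd4*(RNAi) at day 3, and 26 lower in *p53*(RNAi) at day 3 (43). In that fit the counts past 1e-13 by limma were 0 for the study's thresholds in *chd4*(RNAi) (641), in *p53*(RNAi) (319) and in both (130). They were also 0 for lower and higher genes in *chd4*(RNAi) at day 15 (548 and 160) and in *p53*(RNAi) at day 18 (252 and 84). A gene's spread then rests on few libraries, so p-values this small are hardly within reach whatever the change. With a replicate block, which supposes that replicate numbers pair samples, 3 genes were lower in *chd4*(RNAi) at day 3 (1), 151 lower in *p53*(RNAi) at the study's thresholds (319), 70 in both (130), 102 higher at 1e-13 in *chd4*(RNAi) at day 15 (160), and 106 lower (252) and 31 higher (84) at 1e-13 in *p53*(RNAi) at day 18. Over 47 pairs with the same number the correlation of deviations ran from -0.036 to 0.145, with a median of 0.028 and 4 pairs over 0.1. The same number gave the highest correlation in 29 of the 47, against a mean of 15.6 with numbers shuffled within each group (one-sided permutation p = 8e-04, 10000 shuffles), so same-numbered samples were more alike than chance gives, though not every sample correlates best with its own number. This is a hint from the data, not the design, and the shuffles were added after seeing the result.

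With no minimum change, which by construction adds genes, *chd4*(RNAi) had 40 lower (1) and 45 higher (11) at day 3, 964 (68) and 781 (75) at day 6, 3125 (519) and 3284 (225) at day 9, 4168 (819) and 4317 (420) at day 12, and 4895 (971) and 4486 (498) at day 15. *p53*(RNAi) had 174 (43) and 20 (4) at day 3, 538 (130) and 270 (8) at day 6, 2895 (371) and 3095 (95) at day 9, 3369 (384) and 3758 (107) at day 12, 4559 (564) and 4071 (134) at day 15, and 4834 (894) and 5078 (382) at day 18. Then 3727 genes were lower in both at 0.05 (471), 100% of the study's common set (54.3%), and 7972 genes differed between the knockdowns (1102).

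At an adjusted p under 0.05 and a log2 change under -1 the study's sets had 1061 genes in *chd4*(RNAi) (641), 1043 in *p53*(RNAi) (319) and 471 in both (130). When every late day was required they had 389, 111 and 52. For day 15 of *chd4*(RNAi) with day 12 of *p53*(RNAi), which share no control, 73 genes were in both (130). Among genes with a mean of at least 5 RPKM the correlation between the knockdowns was 0.631 (0.59), with a jackknife SE of 0.034. No filter, median-ratio scaling, limma without trend and robust spread left every such result the same.

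With 1 library left out in turn, lower genes in *chd4*(RNAi) were 1 to 4 at day 3, 54 to 82 at day 6, 512 to 540 at day 9, 775 to 897 at day 12 and 972 to 1022 at day 15, and higher genes 8 to 14, 73 to 82, 227 to 236, 398 to 466 and 486 to 533. In *p53*(RNAi) lower genes were 37 to 46, 119 to 138, 375 to 451, 376 to 419, 550 to 652 and 863 to 1014 from day 3 to day 18, and higher genes 3 to 5, 7 to 24, 89 to 109, 92 to 157, 130 to 165 and 357 to 463. The study's sets were 514 to 630, 231 to 341 and 85 to 150 genes, and at 1e-13 there were 451 to 491 lower and 117 to 142 higher in *chd4*(RNAi) at day 15, and 104 to 196 and 30 to 70 in *p53*(RNAi) at day 18. Both at 0.05 gave 459 to 506, the common set 53.5% to 57.1%, the difference between knockdowns 1099 to 1181 and the correlation 0.569 to 0.606. The counts moved by more than 1.5 times without *chd4*(RNAi) day 3 replicate 2 or *unc22*(RNAi) day 3 replicate 1 or 3 (lower at day 3), without *p53*(RNAi) day 6 replicate 1 or *unc22*(RNAi) day 6 replicate 3 (higher at day 6), without *p53*(RNAi) day 18 replicate 3 (1e-13), and without *unc22*(RNAi) day 15 replicate 1 or 3 (both sets). The change of the *AGAT-1* ratio lay at -1.17 to -1.14 and -1.36 to -1.33 in *chd4*(RNAi) and at -1.12 to -1.07 and -1.34 to -1.28 in *p53*(RNAi). Of 705 results for single genes, 687 stayed the same with only the 2 groups compared, 696 without the 2 libraries that stand apart and 697 with quantile normalization, and no direction reversed in any setting.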

Differences from the paper's values

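The comparisons here used alternatives fixed before the data were examined, and only the fit without the 2 libraries that stand apart was chosen after seeing the result.

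At its thresholds the paper gives 1250 genes lower in *chd4*(RNAi), and 641 passed them as read here, with at least 1 later day required. For *p53*(RNAi) the paper's number is 1174 and here 319. For genes common to both, the paper's number is 587 and here 130. Of the alternatives tried, 12 for each knockdown and 14 for both, only an adjusted p under 0.05 with a log2 change under -1 closes the first gaps (1061 and 1043) and the third (471), and none of the others does. That closeness is in number only, at unlike thresholds and with limma on RPKM against edgeR on read counts. The 471 hold 319 of the paper's 587 common genes. In Supplementary file 1 and 2 the paper's counts are 358 higher in *chd4*(RNAi) at day 15 against 160 here, and 576 lower and 226 higher in *p53*(RNAi) at day 18 against 252 and 84, and none of the 10 alternatives closes these. The paper's 744 lower genes in *chd4*(RNAi) at day 15 and the 548 here lie within 1.5 times of each other, and counts further apart than that were taken to differ.

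A log2 change was taken to differ where its sign was opposite or the gap exceeded the larger SD among replicates of both groups. By this rule 9 of 166 log2 changes differed, by at most 0.5. For *zpuf-7* the paper's values are -3.22, -3.60 and -4.17 in *chd4*(RNAi) at day 15 and *p53*(RNAi) at days 15 and 18, against -2.99, -3.30 and -3.71 here, and a pseudocount of 0.1 closes all, with median-ratio and quantile scaling closing the second. For *slc25a-19* the paper's values are -1.97 and -2.38 in *p53*(RNAi) at days 15 and 18 against -1.80 and -2.11 here. For *p53* in *p53*(RNAi) the paper's are -3.91 and -4.28 against -3.65 and -3.91, and for *egr-3* in *p53*(RNAi) at day 18 the paper's is 2.95 against 2.45, and a pseudocount of 0.1 closes each. For *p53* in *chd4*(RNAi) at day 15 the paper's value is 0.0 against -0.02 here (adjusted p = 0.96), both near 0, and it is among the 9 for its sign alone, which the 10 alternatives leave as it is. Log2 changes in the second tab of Supplementary file 1 had r between 0.207 and 0.525 over 412 genes, while the first tab gave 0.953 to 0.973. Whether the second tab's columns stand in another order, or it is incomplete as read here, is not known, so this need not be a difference in the measured values.

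The paper reports by in situ hybridization that *vim-3* was reduced in *chd4*(RNAi), and it regards the RNA-seq levels as predictive. The paper's animals were fixed at a later day than the last *chd4*(RNAi) library, so the samples are of unlike days. Here *vim-3* in *chd4*(RNAi) at day 15 had a log2 change of -0.19 and an adjusted p of 0.069. Only the fit without the 2 libraries that stand apart, and leaving out single libraries, brought it under 0.05 (0.044).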

Other observations

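In this part only the fit without the 2 libraries that stand apart was chosen after seeing the result, and those libraries were picked from the data before the tests on them were written.

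Several further groups of genes changed, and their direction is not independent evidence because only genes in the study's tables carry descriptions. Of 27 TNF receptor-associated factors, 15 were lower and 4 higher in *chd4*(RNAi) at day 15 (22 and 4 when adjusted over the list alone), with TRAF5 (SMED30023307) at 1.73 ± 0.276 RPKM (SD, n = 3) against 43.5 ± 0.650 (n = 3; log2 -4.31, adjusted p = 2.5e-24, limma). In *p53*(RNAi) at day 18, 5 were lower and 2 higher (16 and 5). Of 12 innexins, gap junction proteins, 5 were lower and 4 higher in *chd4*(RNAi) at day 15 (7 and 4), with unc-9 (SMED30035331) at 18.8 ± 1.31 against 0.679 ± 0.277 RPKM (log2 4.06). Among innexins in *p53*(RNAi) at day 18, 5 were lower and 2 higher, each by a log2 of less than 1 (8 and 3 adjusted over the list alone). Of 15 cilia and axoneme genes, 1 was lower and 5 higher in *chd4*(RNAi) at day 15 (6 and 9), and 3 were lower in *p53*(RNAi) at day 18 (6 lower and 4 higher), with a tubulin alpha chain (SMED30031235) at 16.6 ± 1.06 (n = 2) against 175 ± 13.7 RPKM. With a pseudocount of 0.1 the 5 became 8, and with 2 they became 2.

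Of 28 neural genes, 7 were lower and 3 higher in *chd4*(RNAi) at day 15 (18 and 8 when adjusted over the list alone), and 11 lower and 4 higher in *p53*(RNAi) at day 18 (19 and 8), or 6 lower without *p53*(RNAi) day 18 replicate 3. The 4 became 2 without that library, without control day 18 replicate 3, with a pseudocount of 2 and with median-ratio scaling. Of 11 heat shock genes, 2 were lower in *chd4*(RNAi) at day 15 (8 lower, 2 higher) and 7 in *p53*(RNAi) at day 18 (10 lower, 1 higher), among them HSP70 (SMED30017448), at 2.96 ± 0.0669 (n = 2) against 12.1 ± 0.624 RPKM (n = 3). Of 38 ribosomal proteins, 1 was lower and 1 higher in *chd4*(RNAi) at day 15 (34 and 3 adjusted over the list alone without a minimum change, median log2 -0.37), and 3 were lower and 2 higher in *p53*(RNAi) at day 18 (36 and 2, median -0.60), with 0 lower in either under a pseudocount of 2 in limma. Of 7 piwi and tudor genes, 1 was lower in *chd4*(RNAi) at day 15 by a log2 of less than 1 (1 adjusted over the list alone) and 7 in *p53*(RNAi) at day 18, 2 of them by a log2 of more than 1. The 1 muscle gene, myosin light chain kinase (SMED30011307), was higher in *chd4*(RNAi) at day 15, at 116 ± 19.9 (n = 3) against 25.2 ± 4.9 RPKM (log2 2.19, adjusted p = 9.6e-08), and at 29.7 ± 6.86 (n = 2) against 27.0 ± 7.75 in *p53*(RNAi) at day 18 (log2 0.16, adjusted p = 0.76).

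*AGAT-1* fell further than *zpuf-6* and *vim-3*, taken as a mean over all days. The paper finds *zpuf-6* in nearly all *AGAT-1*+ cells as well as in other mesenchymal cells and the epidermis, so it does not stand for the epidermis alone. The ratio of *AGAT-1* to *zpuf-6* changed by a mean log2 of -1.15 in *chd4*(RNAi) (n = 15 against 15, two-sided permutation p = 2e-05, Benjamini-Hochberg 2e-05) and -1.10 in *p53*(RNAi) (n = 17 against 18, p = 1e-05). Against *vim-3* the ratio changed by -1.35 (p = 2e-05) and -1.32 (p = 1e-05) by the same two-sided permutation test, and 1e-05 is the smallest p that 100000 resamples can give. In *chd4*(RNAi) the ratio to *vim-3* was -0.25 at day 3 and -2.02 at day 15.

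The control itself changed with time, and from day 9 to day 12 of *unc22*(RNAi), 43 genes fell and 8 rose. SMED30015328 rose by a log2 of 3.36 and *egr-3* by 1.14, while the mannose receptor homolog changed by -1.91. Of these 51 genes, 36 moved in the same direction in *chd4*(RNAi) and 41 in *p53*(RNAi), but only 9 and 15 of them past an adjusted p of 0.05. The step of SMED30015328 was 0.78 in *chd4*(RNAi) and 1.06 in *p53*(RNAi), and that of the mannose receptor homolog was 0.77 and -2.42, so a comparison within a day need not remove the control's change.

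For single days there are only 10 splits of 3 libraries against 3, too few for a share under 0.05. Every other split mixes libraries of both groups. A gene that truly differs then shows a smaller change and a wider spread, which keeps it from passing. Low counts in the other splits follow from this mixing and do not measure what chance gives. The real and highest other counts were 12 and 0 in *chd4*(RNAi) at day 3, 143 and 0 at day 6, 744 and 0 at day 9, 1239 and 1 at day 12, and 1469 and 0 at day 15, the real split being 1 of the 10. In *p53*(RNAi) they were 47 and 0 at day 3, 138 and 0 at day 6, 466 and 2 at day 9, 491 and 0 at day 12, and 698 and 0 at day 15, and for the difference between the knockdowns 1102 and 0. For *p53*(RNAi) at day 18 there are 10 splits of 2 against 3, and the counts were 1276 and 567. Some of these splits keep both knockdown libraries together in 1 group, so the 567 need not be what chance gives.

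Over 100 draws of labels within days, the real labels gave 641 genes lower at the study's thresholds in *chd4*(RNAi) (highest other 4, share 1 of 100). In *p53*(RNAi) they gave 319 (highest other 344, share 2 of 100, in a draw that kept the real labels of days 15 and 18). In both knockdowns they gave 130 (highest other 0), and 471 at 0.05 (highest other 220). Most draws put knockdown libraries into control groups, which widens the spread that limma pools and can keep genes from passing. The highest other draw of *chd4*(RNAi) kept the real labels of day 15. It gave 4 genes, against 622 lower at the study's p on that day in the main fit. These counts thus do not measure what chance gives, and chance was not judged from them. For the 54.3% of the study's common set (highest other 25.7%) the draws decide nothing, because the study chose these genes on the real labels. For the correlation of 0.59 between the knockdowns at day 15, 46 of 100 draws reached it and the highest other was 0.836, but these draws put knockdown libraries into the shared control, which by itself makes changes alike, and they decide nothing. Simulations with shared controls and no effect of RNAi gave at most 0.526, and for the pairs of days without a shared control, at 0.474 and 0.482, at most 0.0248 and 0.0211. At day 15 the covariance of the log2 changes was 0.158, against at most 0.017 in the simulations.

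*p53*(RNAi) day 9 replicate 1 and *unc22*(RNAi) day 6 replicate 2 stood apart from their replicates. The correlation across genes of their deviations was 0.429, against 0.233 at most among the 1175 other pairs of libraries of different groups, and 65 genes were lower and 1 higher by more than 1 in both, which suggests a shared source whose nature was not tested. Depth did not differ, with 18.3 M and 19.8 M reads against 13.9 to 26.3 M in the others. Over the 19521 tested genes (77.8%) with a recovered length, the correlations with length were 0.083 and 0.059. Both lie inside the range of the others, -0.131 to 0.086, which argues against length for those genes. That share is under the 80% set as the minimum for the check, so length was not judged for the rest. Both libraries had the fewest genes at 1 RPKM or more, 20286 and 20646 against at least 21086 in the others. They also had the highest RPKM sums, 781570 and 788163 against at most 768954. No technical source was identified, and nothing about the animals can be read from it.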
